# Diet suppresses glioblastoma initiation in mice by maintaining quiescence of mutation-bearing neural stem cells

**DOI:** 10.1016/j.devcel.2023.03.021

**Published:** 2023-05-22

**Authors:** Valeria Amodeo, Timothy Davies, Amalia Martinez-Segura, Melanie P. Clements, Holly Simpson Ragdale, Andrew Bailey, Mariana Silva Dos Santos, James I. MacRae, Joao Mokochinski, Holger Kramer, Claudia Garcia-Diaz, Alex P. Gould, Samuel Marguerat, Simona Parrinello

**Keywords:** neural stem cells, quiescence, tumour initiation, metabolism, fatty acid oxidation, p53

## Abstract

Glioblastoma is thought to originate from neural stem cells (NSCs) of the subventricular zone that acquire genetic alterations. In the adult brain, NSCs are largely quiescent, suggesting that deregulation of quiescence maintenance may be a prerequisite for tumor initiation. Although inactivation of the tumor suppressor p53 is a frequent event in gliomagenesis, whether or how it affects quiescent NSCs (qNSCs) remains unclear. Here, we show that p53 maintains quiescence by inducing fatty-acid oxidation (FAO) and that acute p53 deletion in qNSCs results in their premature activation to a proliferative state. Mechanistically, this occurs through direct transcriptional induction of PPARGC1a, which in turn activates PPARα to upregulate FAO genes. Dietary supplementation with fish oil containing omega-3 fatty acids, natural PPARα ligands, fully restores quiescence of p53-deficient NSCs and delays tumor initiation in a glioblastoma mouse model. Thus, diet can silence glioblastoma driver mutations, with important implications for cancer prevention.

## Highlights

• p53 maintains neural stem cell quiescence by inducing fatty-acid oxidation (FAO)
• p53 loss prematurely activates neural stem cells during gliomagenesis
• Restoration of FAO through diet reinstates quiescence to suppress tumor initiation

## Introduction

Increasing evidence indicates that glioblastoma (GBM) originates from neural stem cells (NSCs) of the subventricular zone (SVZ) neurogenic niche.^1^^,^^2^ SVZ NSCs, which are largely quiescent (qNSCs) in the normal adult brain,^1^ were shown to bear mutations in cancer-driving genes, including in *TERT*, *TP53* and *EGFR* in GBM.^2^ This suggests that these genes may control transitions between quiescence and activation to a proliferative state at the onset of tumorigenesis. Therefore, deciphering the impact of GBM-relevant mutations on the biology of qNSCs should provide understanding of disease etiology and reveal approaches for cancer prevention.

The transcription factor p53 (*TP53* in humans, *Trp53* in mice) is the most frequently mutated gene in human cancer, and the p53 pathway is altered in 87% of GBM patients.^3^ Interestingly, p53 has also been linked to the regulation of adult murine SVZ neurogenesis.^4^^,^^5^ In rodents, neurogenesis arises from a subpopulation of NSCs termed “type-B cells.”^6^ Although largely quiescent, adult murine type-B cells can activate to a proliferative state (active NSCs, [aNSCs]) from which they give rise to transit amplifying progenitors (type-C cells), which in turn fuel the production of neurons and glia.^6^ Analysis of constitutive p53 knockout mouse models showed that p53 restrains type-C cell proliferation and neuronal differentiation.^4^^,^^5^ In contrast, its role in qNSCs is less clear, with reports of no changes to a mild increase,^4^^,^^5^ likely due to compensatory effects. Here, we combined a conditional and inducible p53 knockout mouse model (*p53*^*icKO*^) with mechanistic assays and GBM mouse models to examine the function of p53 and its effectors in adult SVZ qNSCs and glioma initiation.

## Results

### p53 enforces NSC quiescence

To examine the acute effects of p53 loss in qNSCs and lineage-trace recombined cells and their progeny, *p53*^*icKO*^ (*p53*^*LoxP/LoxP*^;*tdTom*^*fl/+*^;GLAST::CreERT2) or control mice (*p53*^*+/+*^;*tdTom*^*fl/+*^;GLAST::CreERT2) were treated with tamoxifen at 7 weeks of age.^4^^,^^5^ Following confirmation of recombination efficiency (>60%) (Figures S1A and S1B) and type-B cell specificity (Figures S1C and S1D) by immunocytochemistry and FACS analysis, respectively, we performed 5-ethynyl-2'-deoxyuridine (EdU)-label retention experiments to investigate effects of p53 loss both in type-B cells that had previously activated and returned to quiescence (resting qNSCs) and in type-B cells that had not yet activated (dormant qNSCs).^7^ For resting qNSCs, EdU was administered for 7 days, followed by a 5-day tamoxifen administration and analysis of the SVZ in whole-mount preparations 3 days later (Figure 1A). The percentage of resting qNSCs (identified as radial EdU^+^/Ki67^−^/tdTom^+^ cells) was markedly reduced in *p53*^*icKO*^ mice relative to controls, indicative of premature re-activation upon *p53* loss (Figures 1B and 1C). This was accompanied by an increase in pairs of EdU^−^/Ki67^+^ and Ascl1^+^/td-Tom^+^ type-C cells, which likely represent the immediate progeny of non-label-retaining recombined NSCs (Figures 1D, 1E, S1E, and S1F).^7^ In contrast, the numbers of 3- and 4-cell clusters were similar in control and *p53*^*icKO*^ animals (Figures S1G and S1H), confirming that effects were selective to type-B cells. To examine dormant qNSCs, we administered EdU for 14 days, a time-window during which most resting qNSCs incorporate EdU, while dormant qNSCs remain unlabeled.^7^ Recombination of p53 was induced during the last 5 days of the labeling period, and whole mounts analyzed 1 day later to identify dormant qNSCs undergoing activation based on Ki67 positivity and lack of EdU (Figure 1F). The loss of p53 induced premature activation of dormant qNSCs (Figures 1G and 1H), accompanied by a trend toward an increase in EdU^−^/Ki67^+^ type-C cell pairs, which did not reach significance (Figure 1I) and a significant increase in EdU^+^/Ki67^+^ type C cell pairs. The latter likely represented immediate progenitors of recombined qNSCs (resting and dormant) that activated during the tamoxifen/EdU administration period (Figure 1J). Thus, p53 maintains type-B cell quiescence and its deletion aberrantly activates resting and dormant qNSCs.

**Figure 1:**
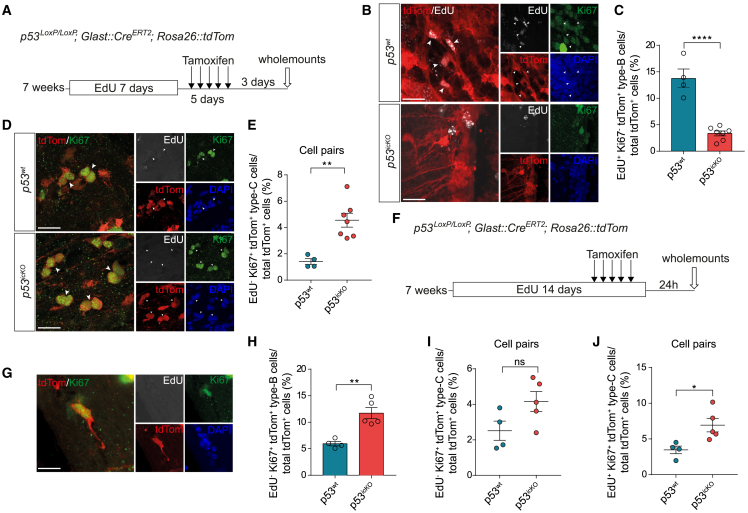
p53 controls NSC quiescence (A) Schematic of experimental outline. (B) Immunostaining of EdU^+^/Ki67^−^/tdTom^+^ label-retaining resting type-B cells (arrowheads) in *p53*^*wt*^ and *p53*^*icKO*^ SVZ whole mounts. (C) Quantification of resting type-B cells. *p53*^*wt*^ N= 4, *p53*^*icKO*^ N = 7. (D) Immunostaining of EdU^−^/Ki67^+^/tdTom^+^ pairs of type-C cells (arrowheads) in *p53*^*wt*^ and *p53*^*icKO*^ SVZ whole mounts. (E) Quantification of type-C cell pairs. *p53*^*wt*^, N = 4; *p53*^*icKO*^, N = 7. (F) Schematic of experimental outline. (G) Representative active type-B cell (aNSC). (H) Quantification of aNSCs. *p53*^*wt*^, N= 4; *p53*^*icKO*^, N = 5. (I and J) Quantification of EdU^−^/Ki67^+^/tdTom^+^ (I) and EdU^+^/Ki67^+^/tdTom^+^ (J) pairs of type-C cells. *p53*^*wt*^, N = 4; *p53*^*icKO*^, N= 5. All graphs represent mean ± SEM, unpaired, two-tailed Student’s t test. Scale bars: 20 μm. p values: ∗p < 0.05, ∗∗p < 0.01, ∗∗∗∗p < 0.0001. ns >0.05 See also Figure S1.

### p53 regulates fatty-acid oxidation in qNSCs

We next assessed mechanisms by which p53 enforces quiescence by exploiting an established co-culture assay in which neural stem/progenitor cells (NPCs) acquire phenotypic and molecular hallmarks of quiescence upon direct cell-cell contact with primary brain microvascular endothelial cells (bmvEC).^8^ To further validate this model, we transcriptionally profiled NPCs alone or in co-culture by RNA sequencing (RNA-seq) (Table S1). 

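The RNA-seq data cover 12 libraries of NPCs from the mouse SVZ, in 4 groups of 3: p53+/+ NPCs alone, p53+/+ NPCs in co-culture, p53-/- NPCs alone and p53-/- NPCs in co-culture. NPCs cultured alone grew on laminin, and co-cultured NPCs were kept for 48 h on a monolayer of bmvECs and taken off it by selective trypsinization. The p53-/- NPCs came from p53LoxP/LoxP NPCs after acute recombination. Each group holds 1 library from each of 3 experiments, numbered 17_9, 25_9 and 1_10 in the library names.

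The authors made stranded mRNA libraries, sequenced them as paired 100-base reads on an Illumina HiSeq, aligned the reads to mm9 with TopHat2 2.0.11 and counted reads per gene with HTSeq 0.6.1. The values used here are the raw counts deposited by the authors, which list 24108 genes by symbol, 18810 of them with a count in at least 1 library. Counts per library ranged from 16509710 to 19714994 with a median of 19690559 for p53+/+ NPCs alone, and from 18472497 to 22245224 with a median of 18935918 for p53+/+ co-cultures. For p53-/- NPCs they ranged from 18755394 to 21533978 with a median of 21269256 alone and from 18474243 to 19218337 with a median of 19185366 in co-culture.

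The low-count filter of edgeR kept 13745 genes. Counts were normalized by TMM and tested by the quasi-likelihood F test of edgeR in one model of the 4 groups, with p-values adjusted by Benjamini-Hochberg within each comparison. Genes are called higher or lower at an adjusted p under 0.05, and each log2 fold change is given ± its standard error, taken as its size over the square root of F. A co-culture effect compares co-culture with alone within 1 genotype, the effect of p53 loss compares p53-/- with p53+/+ within 1 culture, and the interaction is the co-culture effect in p53-/- minus that in p53+/+. CPM values are given as mean ± SD (n = 3). Gene lists, thresholds and comparisons were fixed before the data were examined, and each list was tested with camera at a preset correlation between genes of 0.0100 and with the correlation estimated from the data.

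Co-culture separated the libraries most. The first principal component held 58.5% of the variance and parted all 6 co-culture libraries from all 6 libraries of NPCs alone. The second held 16.9% and parted the 6 p53+/+ libraries from the 6 p53-/- libraries.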

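Co-culture with bmvECs changed the expression of a large part of the p53+/+ NPC transcriptome. Of 13745 genes, 2908 were higher and 2522 lower in co-culture (edgeR, n = 3 libraries per group), of which 1476 and 657 changed more than 2-fold. The fit with the experiment number as a block called 3604 higher and 3319 lower. The genes that rose most were of endothelial cells and of the interferon response. Cdh5, which encodes the endothelial cadherin, went from 0.0331 ± 0.0573 CPM alone to 28.5 ± 8.60 in co-culture (adjusted p = 1.02e-07). Tie1, an endothelial receptor, had no counts in the 3 libraries of NPCs alone and 9.35 ± 3.70 CPM in co-culture (adjusted p = 3.04e-06). Ly6a, also a marker of endothelial cells, went from 0.0539 ± 0.0502 to 8.60 ± 3.77 CPM (adjusted p = 3.04e-06).

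The interferon-induced genes Oasl2 (7.32 ± 0.37, adjusted p = 8.50e-08), Ifi44 (6.81 ± 0.37, adjusted p = 1.46e-07) and Ifit1 (6.43 ± 0.37, adjusted p = 2.04e-07) followed. Gm4951 (7.25 ± 0.44, adjusted p = 3.11e-07) and I830012O16Rik (6.99 ± 0.35, adjusted p = 8.50e-08) rose to a similar extent. Among the genes that fell most were the transcription factor Gsx1 (-3.36 ± 0.51, adjusted p = 0.000287), the secreted protease Adamts8 (-3.21 ± 0.53, adjusted p = 0.000527), the regulator of G-protein signaling Rgs8 (-3.06 ± 0.34, adjusted p = 3.14e-05) and Rai2 (-2.72 ± 0.36, adjusted p = 0.000103). The matrix-associated Ctgf (-5.38 ± 1.84, adjusted p = 0.0339), Thbs1 (-4.10 ± 1.39, adjusted p = 0.0326) and Ogn (-3.56 ± 0.80, adjusted p = 0.00370) fell with the smooth muscle actin Acta2 (-3.37 ± 1.08, adjusted p = 0.0248). With the experiment number as a block these genes kept their calls with smaller falls. The values were -3.39 for Ctgf, -2.59 for Thbs1, -3.27 for Ogn and -2.35 for Acta2.

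Ogn was not called without experiment 25_9 (-3.64, adjusted p = 0.0516). Over the 15 fits without 1 library or 1 experiment, Ctgf lost its call in 6 of them, with log2 fold changes from -6.21 to -1.78 and the weakest without the p53+/+ alone library of experiment 17_9. Thbs1 lost its call in 6 of them, with log2 fold changes from -4.64 to -1.59 and the weakest without the p53+/+ alone library of experiment 17_9. Acta2 lost its call in 5 of them, with log2 fold changes from -3.95 to -1.40 and the weakest without experiment 17_9. The number of genes called higher ranged from 1209 (without experiment 25_9) to 3051 in these fits, and the number called lower from 780 (without experiment 25_9) to 2936. The signatures of purified qNSCs and aNSCs were not used here, so the overlap with them was not computed.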

Comparison with published signatures of prospectively purified SVZ qNSCs,^9^^,^^10^^,^^11^ revealed that endothelial-induced quiescence mimics *in vivo* phenotypes to a significant extent, with an overlap of 384 upregulated (25.1% with *in vivo* qNSC signature, p = 3.7 × 10^−109^) and 246 downregulated genes (36.4% with *in vivo* aNSC signature, p = 1.1 × 10^−131^) (Figure S2A). 

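In p53+/+ NPCs, genes of type-B and astroglial identity rose in co-culture. Gfap, the intermediate filament of type-B cells, went from 556 ± 129 to 13077 ± 3839 CPM (4.55 ± 0.35, adjusted p = 1.64e-06, edgeR, n = 3). The water channel Aqp4 (2.65 ± 0.19, adjusted p = 8.18e-07), the aldolase Aldoc (2.73 ± 0.20, adjusted p = 1.28e-06) and the chemokine Cxcl14 (2.00 ± 0.14, adjusted p = 9.70e-07) rose with it. Of the 50 genes tested of this identity, 42 were higher and 1 lower (43 and 2 adjusted over the list alone, 44 and 2 with the experiment number as a block), and the list as a whole was higher (camera, adjusted p = 2.23e-17, and adjusted p = 0.179 with an estimated correlation (0.0364 with the experiment number as a block as well)).

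More adhesion genes were called higher than lower, and many were not called. The cell-surface adhesion proteins Ntm (1.60 ± 0.17, adjusted p = 2.58e-05) and Igsf11 (1.67 ± 0.20, adjusted p = 6.46e-05) and the integrin Itgb3 (2.26 ± 0.26, adjusted p = 3.76e-05) rose, and the cadherin Cdh6 fell (-1.44 ± 0.16, adjusted p = 3.15e-05). Of 57 adhesion genes, 23 were higher and 5 lower (24 and 5 adjusted over the list alone), again higher as a list (camera, adjusted p = 0.000865, and adjusted p = 0.374 with an estimated correlation). Signaling genes went both ways. Of 35 Notch genes, 8 were higher and 8 lower (8 and 8 adjusted over the list alone), with Notch4 (2.27 ± 0.31, adjusted p = 0.000124) and Dtx1 (1.61 ± 0.29, adjusted p = 0.000892) up and the receptor Notch2 down (-1.05 ± 0.17, adjusted p = 0.000418). Of 29 BMP and TGFβ genes, 7 were higher and 5 lower (7 and 5 adjusted over the list alone), with the BMP receptor Bmpr1b (0.96 ± 0.13, adjusted p = 0.000117) and the mediator Smad9 (1.84 ± 0.28, adjusted p = 0.000282) up and the repressor Skil down (-1.06 ± 0.16, adjusted p = 0.000302).

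Genes of lipid metabolism went both ways. Mgll, which releases fatty acids from monoglycerides (4.59 ± 0.31, adjusted p = 5.79e-07), the acyl-CoA synthetase Acsl6 (1.79 ± 0.14, adjusted p = 1.76e-06) and the desaturase Fads2 (0.92 ± 0.13, adjusted p = 0.000159) rose. Of 28 genes of lipid droplets and lipolysis, 13 were higher and 2 lower (14 and 3 adjusted over the list alone) (camera, adjusted p = 0.00106, and adjusted p = 0.289 with an estimated correlation). Of 32 genes of fatty-acid synthesis, 14 were higher and 1 lower (14 and 1 adjusted over the list alone, 17 and 4 with the experiment number as a block) (camera, adjusted p = 0.00297, and adjusted p = 0.358 with an estimated correlation). Cholesterol synthesis fell: of 24 genes, 0 were higher and 10 lower (0 and 11 adjusted over the list alone, 0 and 17 with the experiment number as a block) (camera, adjusted p = 0.000736, and adjusted p = 0.671 with an estimated correlation).

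Proliferation genes fell almost without exception. The replication factors Mcm7 (-1.28 ± 0.13, adjusted p = 1.28e-05) and Chaf1b (-1.59 ± 0.16, adjusted p = 1.82e-05) and the mitotic genes Bub1b (-1.59 ± 0.17, adjusted p = 1.90e-05) and Racgap1 (-1.73 ± 0.18, adjusted p = 1.90e-05) fell. Of 51 DNA replication genes, 0 were higher and 50 lower (0 and 50 adjusted over the list alone), and of 63 mitosis genes, 1 was higher and 62 lower (1 and 62 adjusted over the list alone). Both lists were lower (camera, adjusted p = 6.19e-24, and adjusted p = 0.289 with an estimated correlation, and camera, adjusted p = 1.98e-31, and adjusted p = 0.289 with an estimated correlation for mitosis).

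Endothelial markers also rose in these libraries: Pecam1 went from 0.262 ± 0.168 to 13.5 ± 4.15 CPM, and 30 of 33 endothelial genes were higher (30 adjusted over the list alone). The feeder cells and the NPCs were not separated in the counts. From the KEGG and GO analysis of these RNA-seq data the paper concludes that co-culture recapitulates processes related to quiescence.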

Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) slim analysis showed recapitulation of quiescence-related processes, including upregulation of type-B fate markers, adhesion and signaling, lipid metabolism, and downregulation of cell proliferation (Figures S2B and S2C).^9^^,^^10^^,^^11^^,^^12^^,^^13^ Luciferase reporter assays confirmed that p53 activity increased in co-cultured NPCs compared with alone NPCs (Figure 2A). Furthermore, acute p53 recombination in primary *p53*^*LoxP/LoxP*^ NPCs (*p53*^*−/−*^ NPCs) resulted in a less pronounced cell-cycle arrest in co-culture relative to *p53*^*+/+*^ NPCs controls (Figures 2B, S2D, and S2E),^14^ confirming that the co-culture system reflects *in vivo* phenotypes and can inform p53 effectors.

**Figure 2:**
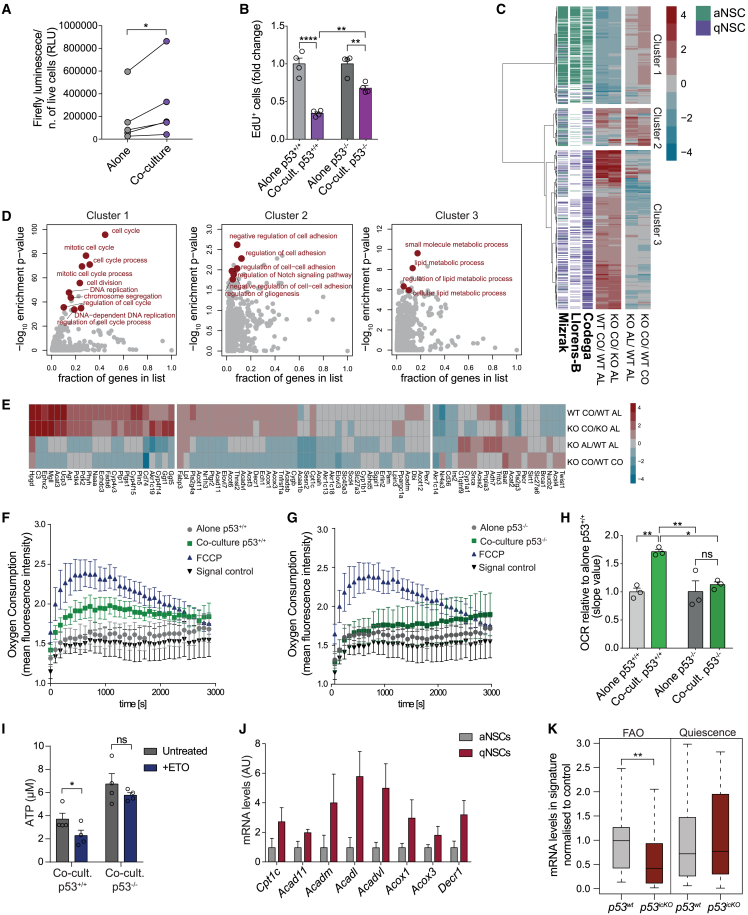
p53 regulates FAO in qNSCs (A) p53 promoter activity of indicated NPC cultures. n = 5. Paired two-tailed Student’s t test. (B) Quantification of EdU FACS profiles of *p53*^*+/+*^ and *p53*^*−/−*^ NPCs alone or co-cultured. Fold change. Mean ± SEM, n = 4. Two-way ANOVA with Tukey’s multiple-comparisons test. (C) Hierarchical clustering of RNA-seq log_2_ expression ratios between of *p53*^*+/+*^ (WT) and *p53*^*−/−*^ (KO) NPCs alone (AL) and co-cultured (CO) alongside indicated *in vivo* datasets.^9^^,^^10^^,^^11^ (D) GO term enrichment analysis of clusters from (C). (E) Hierarchical clustering of RNA-seq log_2_ expression ratios for lipid-metabolism genes. (F and G) FA-driven oxygen consumption of *p53*^*+/+*^ (F) and *p53*^*−/−*^(G) NPCs alone or co-cultured. Carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) is positive, background fluorescence is negative control. n = 3. (H) Quantification of oxygen consumption rate (OCR) in cultures from (F) and (G). Mean ± SEM, n = 3, two-way ANOVA with Tukey’s multiple-comparisons test. (I) Intracellular ATP in *p53*^*+/+*^ and *p53*^*−/−*^ NPCs co-cultures with or without etomoxir (ETO). Mean ± SEM, n = 4, two-way ANOVA with Sidak’s multiple-comparisons test. (J) qRT-PCR analysis of FAO genes in aNSCs and qNSCs FACS-purified from the SVZ of GFAP::GFP mice. Mean ± SEM, N = 3. (K) qRT-PCR analysis of FAO and quiescence genes in qNSCs FACS-purified from *p53*^*wt*^ and *p53*^*icKO*^ mice. N = 4; boxplots represent median and interquartile range. Two-sided Wilcoxon test. p values: ∗p < 0.05, ∗∗p < 0.01, ∗∗∗∗p < 0.0001. ns >0.05 See also Figure S2.

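Trp53 and its targets separate the genotypes. Trp53 was at 95.2 ± 14.2 CPM in p53+/+ NPCs alone and 14.6 ± 2.82 in p53-/- NPCs alone (-2.71 ± 0.19, adjusted p = 5.43e-06, edgeR, n = 3). In co-culture it was at 68.8 ± 8.84 and 17.1 ± 2.99 CPM (-2.01 ± 0.18, adjusted p = 4.47e-05). Cdkn1a, which encodes the cell-cycle inhibitor p21, was at 405 ± 54.0 and 15.3 ± 14.1 CPM alone (-4.74 ± 0.51, adjusted p = 0.000127). In co-culture Cdkn1a was at 386 ± 13.6 CPM in p53+/+ and 17.8 ± 3.67 in p53-/- NPCs (-4.44 ± 0.50, adjusted p = 0.000293).

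**Figure D1:**
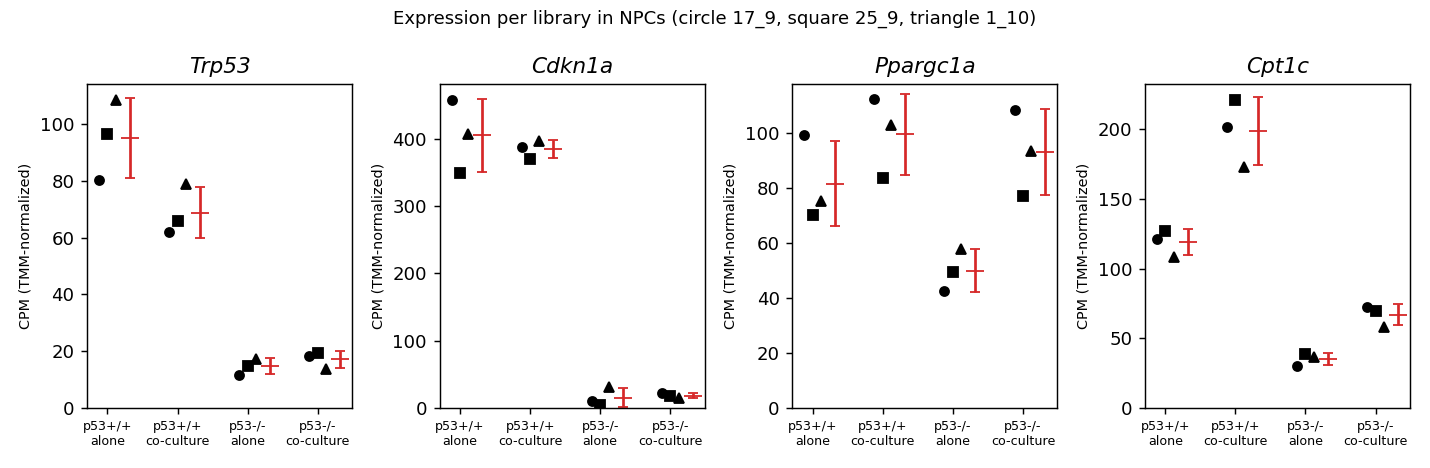
Expression of Trp53, Cdkn1a, Ppargc1a and Cpt1c in each of the 12 NPC libraries. The y axis is CPM after TMM normalization, each symbol is 1 library of experiment 17_9 (circle), 25_9 (square) or 1_10 (triangle), and the red marks are the mean ± SD of 3 libraries. Trp53, Cdkn1a and Cpt1c are lower in p53-/- than in p53+/+ NPCs in both cultures.

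Of the 54 p53 target genes tested, 1 was higher and 34 were lower in p53-/- NPCs alone (1 and 40 adjusted over the list alone), and in co-culture 0 were higher and 33 lower (0 and 35 adjusted over the list alone). The list was lower alone (camera, adjusted p = 1.77e-36, and 0.00833 with an estimated correlation) and in co-culture (camera, adjusted p = 4.89e-27, and 0.0133 with an estimated correlation). Phlda3, an inhibitor of Akt, fell alone (-2.84 ± 0.18, adjusted p = 4.73e-06) and in co-culture (-3.05 ± 0.18, adjusted p = 4.82e-06), as did the adenylate kinase Ak1 (-3.00 ± 0.17, adjusted p = 1.93e-06 alone, and -2.53 ± 0.16, adjusted p = 6.09e-06 in co-culture). The death receptor Eda2r fell alone (-4.66 ± 0.64, adjusted p = 0.000863) and in co-culture (-4.67 ± 0.65, adjusted p = 0.00138). The long noncoding RNA Trp53cor1 fell alone (-4.76 ± 0.47, adjusted p = 6.76e-05).

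Across all genes, 277 were higher and 587 lower in p53-/- NPCs alone (996 and 1282 with the experiment number as a block). In co-culture 445 were higher and 677 lower (1373 and 1499 with the experiment number as a block). With library size alone as the scaling, the balance in co-culture turned, with 624 higher and 555 lower. The comparisons shared 70 higher and 338 lower genes, and 0 went opposite ways. Among the genes that changed most, the vesicle protein Svop (-5.88 ± 0.51, adjusted p = 2.43e-05 alone), the channel-like protein Ano3 (-4.09 ± 0.41, adjusted p = 6.76e-05 alone, -5.29 ± 0.46, adjusted p = 3.59e-05 in co-culture) and the glutamate receptor subunit Gria3 (-3.69 ± 0.27, adjusted p = 1.20e-05 in co-culture) fell. The growth factor receptor Pdgfra was higher in p53-/- than in p53+/+ co-culture (2.04 ± 0.22, adjusted p = 0.000217), and so was the carbonic anhydrase Car3 (1.69 ± 0.24, adjusted p = 0.00173).

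Co-culture also changed p53-/- NPCs, and its log2 fold changes correlated with those in p53+/+ NPCs across genes (Pearson r = 0.893). In p53-/- NPCs 2586 genes were higher and 2341 lower in co-culture, of which 2068 and 1627 were also called in p53+/+, and 0 went the other way. The fit with the experiment number as a block called 3335 higher and 3192 lower in p53-/- co-culture. Fam107a (5.64 ± 0.38, adjusted p = 1.24e-06) rose, and Ajap1 (-2.50 ± 0.31, adjusted p = 8.99e-05) and Rgs8 (-2.50 ± 0.33, adjusted p = 0.000164) fell. The interaction called 0 genes higher and 5 lower with edgeR, against 6 and 13 with DESeq2. With the experiment number as a block it called 3 higher and 8 lower with edgeR, and 205 and 70 with DESeq2. In the edgeR fit without the block 976 genes had an unadjusted p under 0.05.

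Without 1 library or 1 experiment, the calls higher in p53-/- ranged from 13 (without experiment 25_9) to 221 alone and from 2 (without experiment 25_9) to 591 in co-culture. The calls lower ranged from 107 (without experiment 25_9) to 681 alone and from 40 (without experiment 25_9) to 791 in co-culture, and each gene named here by its fold change with p53 loss kept its call.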

We therefore examined p53-controlled transcriptional programs by subjecting *p53*^*+/+*^ and *p53*^*−/−*^ NPCs alone and in co-culture to bulk RNA-seq (Table S1). 

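Genes that Table S1 labels cluster 2 mostly rose in co-culture and, where they differed between the genotypes, were lower in p53-/- NPCs. Of the 59 tested, 51 were higher in p53+/+ co-culture and 50 in p53-/- co-culture (edgeR, n = 3). With p53 loss 0 were higher and 14 lower alone, with 45 called neither, and 0 were higher and 11 lower in co-culture, with 48 called neither. Their median log2 fold changes with p53 loss were -0.29 alone and -0.32 in co-culture. With the experiment number as a block, 2 were higher and 20 lower alone, and 0 and 22 in co-culture.

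Most genes labelled cluster 3 fell in p53+/+ co-culture, and with p53 loss they were higher or not called. Of the 15 tested, 13 were lower in p53+/+ co-culture. In p53-/- co-culture 7 were lower (9 with the experiment number as a block) and 8 were called neither. With p53 loss 0 were higher and 0 lower alone (0 and 2 with the experiment number as a block), and 4 were higher and 0 lower in co-culture (9 and 0 with the experiment number as a block). Their medians were 0.18 alone and 0.78 in co-culture. Of the 3 genes tested with the label cluster 1, 2 were higher alone and 0 in co-culture (3 with the experiment number as a block).

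Leaving out 1 library or 1 experiment, the cluster 2 genes called lower ranged from 3 (without experiment 25_9) to 15 alone and from 1 (without experiment 25_9) to 16 in co-culture, and the cluster 3 genes called higher in co-culture from 0 (without the p53+/+ co-culture library of experiment 17_9) to 8. These genes were picked by the study from the same libraries, so the counts describe them and are no independent evidence, and the labels come from the first 1448 of the 17407 genes in Table S1. The paper's text cites Table S1 where it numbers the clusters. That the labels follow this numbering is not stated in the sources used here.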

Hierarchical clustering of the genes shared between co-cultured NPCs and qNSCs *in vivo* (Figure S2A), identified three groups of genes in *p53*^*−/−*^ NPCs (Figures 2C and 2D; Table S1): genes that did not significantly change (cluster 2), increased (cluster 1) or decreased (cluster 3) in expression upon p53 loss. Cluster 2 comprised type-B cell identity genes, including glial markers, adhesion, and Notch signaling, suggesting that p53 does not control type-B fate.^9^^,^^10^ Consistently, immunostaining confirmed that GFAP expression and neurosphere-like morphology were similar between *p53*^*+/+*^ and *p53*^*−/−*^ NPC co-cultures (Figure S2E). 

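Most type-B genes rose in p53-/- co-culture. Gfap went from 292 ± 111 CPM in p53-/- NPCs alone to 7023 ± 1882 in co-culture (4.59 ± 0.35, adjusted p = 2.62e-06, edgeR, n = 3), and the interaction was 0.03 ± 0.42, adjusted p = 0.993. Aqp4 (2.81 ± 0.19, adjusted p = 1.24e-06) and the gap junction protein Gja1 (1.71 ± 0.15, adjusted p = 5.84e-06) rose as well. Of the 50 type-B and astroglial genes, 38 were higher and 2 lower (42 and 2 adjusted over the list alone) in p53-/- co-culture (camera, adjusted p = 1.56e-16, and adjusted p = 0.181 with an estimated correlation (0.0364 with the experiment number as a block as well)).

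Between the genotypes the type-B genes that passed the test were lower in p53-/- NPCs, a minority without the block and 26 of 50 in co-culture with the experiment number as a block. The difference in Gfap was -0.93 ± 0.30, adjusted p = 0.0873, and 0.000794 with the experiment number as a block alone and -0.90 ± 0.30, adjusted p = 0.0851, and 0.00105 with the experiment number as a block in co-culture. Alone 0 were higher and 7 lower (0 and 11 adjusted over the list alone, 1 and 15 with the experiment number as a block). In co-culture 0 were higher and 6 lower (0 and 20 adjusted over the list alone, 0 and 26 with the experiment number as a block), with 44 called neither. Cxcl14 (-1.06 ± 0.14, adjusted p = 0.000794), Gja1 (-0.96 ± 0.14, adjusted p = 0.00227) and the peroxiredoxin Prdx6 (-1.16 ± 0.19, adjusted p = 0.00387) were lower in p53-/- co-culture. The list shifted down alone (camera, adjusted p = 0.000216, and adjusted p = 0.421 with an estimated correlation) and in co-culture (camera, adjusted p = 2.84e-08, and adjusted p = 0.289 with an estimated correlation). Cxcl14 was not called without experiment 25_9 (-1.07, adjusted p = 0.0987). Gja1 was not called without experiment 25_9 (-0.93, adjusted p = 0.140). Prdx6 was not called without experiment 25_9 (-1.14, adjusted p = 0.167).

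Of 57 adhesion genes, 2 were higher and 10 lower (4 and 16 adjusted over the list alone, 3 and 17 with the experiment number as a block) in p53-/- NPCs alone (camera, adjusted p = 9.05e-06, and adjusted p = 0.289 with an estimated correlation). In co-culture 0 were higher and 4 lower (0 and 4 adjusted over the list alone, 3 and 11 with the experiment number as a block) (camera, adjusted p = 0.0262, and adjusted p = 0.595 with an estimated correlation). The adhesion protein Nfasc (-1.30 ± 0.20, adjusted p = 0.00205 alone, -0.71 ± 0.20, adjusted p = 0.0426 in co-culture) and Icam1, which binds leukocytes (-2.24 ± 0.31, adjusted p = 0.000843 alone, -1.95 ± 0.29, adjusted p = 0.00208 in co-culture), fell in both cultures. Icam1 alone was not called without experiment 25_9 (-2.33, adjusted p = 0.0540). Icam1 in co-culture was not called without experiment 25_9 (-1.81, adjusted p = 0.155). Of these calls, leaving out 1 library or 1 experiment (15 fits) ended the following: Nfasc in co-culture lost its call in 9 of them, with log2 fold changes from -0.93 to -0.50 and the weakest without the p53-/- co-culture library of experiment 1_10. For co-culture against alone in p53-/- NPCs, 25 were higher and 0 lower (26 and 0 adjusted over the list alone, 37 and 2 with the experiment number as a block) (camera, adjusted p = 1.03e-06, and adjusted p = 0.289 with an estimated correlation).

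Notch genes showed no common direction with p53 loss. Of 35, 4 were higher and 3 lower (4 and 3 adjusted over the list alone, 5 and 5 with the experiment number as a block) alone (camera, adjusted p = 0.790), and 4 were higher and 1 lower (4 and 2 adjusted over the list alone, 4 and 4 with the experiment number as a block) in co-culture (camera, adjusted p = 0.644). The ligand Dll3 was higher with p53 loss alone (1.20 ± 0.24, adjusted p = 0.0109) and in co-culture (1.17 ± 0.24, adjusted p = 0.0116). The receptor Notch4 was higher in p53-/- co-culture than in p53-/- NPCs alone (1.49 ± 0.29, adjusted p = 0.00221). Feeder cells and NPCs were not separated in the counts, so this rise cannot be assigned to the NPCs. When 1 library or 1 experiment was left out, 15 fits in all, Dll3 in co-culture lost its call in 4 of them, with log2 fold changes from 1.00 to 1.35 and the weakest without experiment 17_9. From the genes it assigns to cluster 2 the paper proposes that p53 does not control type-B fate. By immunostaining it also reports similar GFAP and similar morphology in the co-cultures of both genotypes.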

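Mitotic genes were higher in p53-/- than in p53+/+ NPCs in co-culture. The centromere histone Cenpa (1.12 ± 0.17, adjusted p = 0.00202), the spindle protein Prc1 (1.14 ± 0.18, adjusted p = 0.00255), the kinesin Kif22 (1.11 ± 0.17, adjusted p = 0.00255) and the condensin subunit Ncapd2 (0.79 ± 0.12, adjusted p = 0.00246) were among them (edgeR, n = 3). Of 63 genes of mitosis, 60 were higher and 0 lower (61 and 0 adjusted over the list alone), and the list was higher (camera, adjusted p = 1.77e-36, and adjusted p = 0.289 with an estimated correlation). Without 1 library or 1 experiment the number higher ranged from 0 (without experiment 25_9) to 61. Cenpa, Prc1, Kif22 and Ncapd2 lost their calls only without experiment 25_9, with adjusted p from 0.0998 to 0.190. The median log2 difference of the 63 mitosis genes in co-culture was 1.07 in experiment 17_9, 1.02 in 25_9 and 0.961 in 1_10. These medians argue against 1 experiment as the cause of the shift.

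DNA replication genes moved the same way in co-culture. The clamp loader subunit Rfc4 (1.10 ± 0.19, adjusted p = 0.00484) and the helicase subunits Mcm5 (0.90 ± 0.18, adjusted p = 0.00910) and Mcm3 (0.82 ± 0.16, adjusted p = 0.00924) were higher. Of 51 genes, 18 were higher and 0 lower (44 and 0 adjusted over the list alone, 41 and 0 with the experiment number as a block) (camera, adjusted p = 3.22e-17, and adjusted p = 0.372 with an estimated correlation). Without experiment 25_9, 2 genes in all were called higher in p53-/- co-culture, so most of the 18 lost their call. Rfc4 was not called without experiment 25_9 (1.09, adjusted p = 0.176). Mcm5 was not called without experiment 25_9 (0.82, adjusted p = 0.271). Mcm3 was not called without the p53+/+ co-culture library of experiment 17_9 (0.66, adjusted p = 0.0564) or without experiment 25_9 (0.75, adjusted p = 0.279).

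In NPCs alone few of these genes passed the test. For mitosis 1 was higher and 1 lower (0 and 1 adjusted over the list alone, 6 and 1 with the experiment number as a block), and for DNA replication 1 was higher and 0 lower (0 and 0 adjusted over the list alone, 6 and 0 with the experiment number as a block), although both lists were shifted up (camera, adjusted p = 0.000216, and adjusted p = 0.756 with an estimated correlation for mitosis, and camera, adjusted p = 3.57e-06, and adjusted p = 0.643 with an estimated correlation for DNA replication).

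Co-culture still lowered these genes in p53-/- NPCs. Cenpa (-1.04 ± 0.16, adjusted p = 0.000517), the survivin gene Birc5 (-1.11 ± 0.19, adjusted p = 0.00106) and the replication factor Gins2 (-1.16 ± 0.16, adjusted p = 0.000168) fell, and 54 mitosis and 47 DNA replication genes were lower (59 and 49 adjusted over the list alone). The median fall of the mitosis genes was -1.57 in p53+/+ and -0.76 in p53-/- NPCs. In the interaction 0 were higher and 0 lower (38 and 0 adjusted over the list alone, 1 and 0 with the experiment number as a block), and the mitosis list was higher (camera, adjusted p = 3.84e-38, and adjusted p = 0.289 with an estimated correlation). The DNA replication list was higher in the interaction too (camera, adjusted p = 9.71e-09, and adjusted p = 0.563 with an estimated correlation). The paper reports a less pronounced cell-cycle arrest of p53-/- NPCs in co-culture from EdU labeling.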

Cluster 1 included cell-cycle genes, as expected^15^ (Figure 2B). 

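Some genes of lipid metabolism differed between the genotypes, in both directions. In p53-/- co-culture the malic enzyme Me1, which supplies NADPH for lipid synthesis, was lower (-0.57 ± 0.12, adjusted p = 0.0108, edgeR, n = 3), as were the transcription factor Srebf1 (-0.46 ± 0.12, adjusted p = 0.0317) and the desaturase Fads6 (-1.01 ± 0.25, adjusted p = 0.0271). Of 32 genes of fatty-acid synthesis, 0 were higher and 4 lower (0 and 9 adjusted over the list alone, 3 and 9 with the experiment number as a block), and the list was lower (camera, adjusted p = 0.00577, and adjusted p = 0.372 with an estimated correlation). In NPCs alone 1 was higher and 1 lower (1 and 1 adjusted over the list alone, 4 and 2 with the experiment number as a block) (camera, adjusted p = 0.391). Me1 was not called without the p53-/- co-culture library of experiment 25_9 (-0.55, adjusted p = 0.0519) or without experiment 17_9 (-0.48, adjusted p = 0.0988) or without experiment 25_9 (-0.61, adjusted p = 0.224). Leaving out 1 library or 1 experiment at a time (15 fits) changed calls as follows: Srebf1 lost its call in 7 of them, with log2 fold changes from -0.54 to -0.37 and the weakest without the p53+/+ co-culture library of experiment 25_9. Fads6 lost its call in 7 of them, with log2 fold changes from -1.14 to -0.87 and the weakest without the p53+/+ co-culture library of experiment 17_9.

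Genes of lipid droplets and lipolysis changed little with p53 loss. Of 28 genes, 0 were higher and 2 lower (3 and 2 adjusted over the list alone, 6 and 3 with the experiment number as a block) alone and 0 were higher and 2 lower (0 and 1 adjusted over the list alone, 1 and 4 with the experiment number as a block) in co-culture. The list passed the test neither alone (camera, adjusted p = 0.597) nor in co-culture (camera, adjusted p = 0.185). The acyl-CoA synthetase Slc27a3 (-0.71 ± 0.16, adjusted p = 0.0198) and the lipolysis cofactor Abhd5 (-0.47 ± 0.13, adjusted p = 0.0465) were lower in p53-/- co-culture. In the 15 refits with 1 library or 1 experiment left out, Slc27a3 lost its call in 8 of them, with log2 fold changes from -0.78 to -0.62 and the weakest without the p53+/+ co-culture library of experiment 25_9. Abhd5 lost its call in 11 of them, with log2 fold changes from -0.54 to -0.43 and the weakest without experiment 17_9.

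Cholesterol synthesis went the other way. Of 24 genes, 4 were higher and 0 lower (6 and 0 adjusted over the list alone, 15 and 0 with the experiment number as a block) in p53-/- NPCs alone, among them Tm7sf2 (0.96 ± 0.21, adjusted p = 0.0185) and Acat2 (1.21 ± 0.30, adjusted p = 0.0320), both enzymes of the pathway. In co-culture 0 were higher and 0 lower (0 and 0 adjusted over the list alone, 5 and 0 with the experiment number as a block). The list was higher alone (camera, adjusted p = 1.70e-06, and adjusted p = 0.542 with an estimated correlation) and in co-culture (camera, adjusted p = 0.0107, and adjusted p = 0.756 with an estimated correlation). Over the 15 fits without 1 library or 1 experiment, Tm7sf2 lost its call in 6 of them, with log2 fold changes from 0.75 to 1.17 and the weakest without the p53+/+ alone library of experiment 17_9. Acat2 lost its call in 6 of them, with log2 fold changes from 0.89 to 1.47 and the weakest without the p53-/- alone library of experiment 1_10.

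From the enrichment of lipid metabolism in cluster 3 the paper proposes that p53 may control the metabolic state of qNSCs.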

Cluster 3 was enriched in lipid-metabolism signatures, suggesting that p53 may control qNSCs metabolic state.

In response to DNA damage, p53 mediates cell-cycle arrest predominantly through transcriptional activation of *p21*/*Cdkn1a*.^16^^,^^17^ We therefore assessed p21 function in our system, by comparing the response of wild-type (*p21*^*+/+*^) and p21 knockout (*p21*^*−/−*^) NPCs with co-cultured NPCs. Surprisingly, we found no differences (Figure S2F). Consistent with this, p53 binding to the *p21* promoter and *p21* mRNA levels were similar in alone and co-cultured wild-type NPCs (Figures 3E and S2G), indicating that p53-induced quiescence is p21 independent.

**Figure 3:**
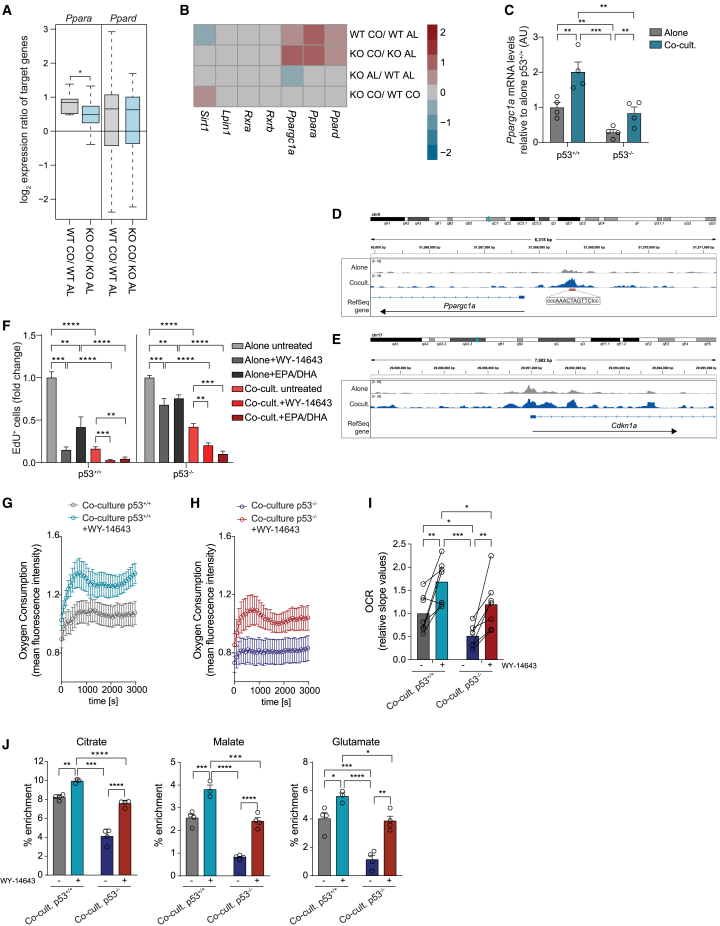
p53 mediates quiescence through PPARα (A) RNA-seq log_2_ expression ratios of *Ppara* and *Ppard* targets in indicated cultures. (B) RNA-seq log_2_ expression ratios of FAO regulators in indicated cultures. (C) qRT-PCR of *Ppargc1a* mRNA levels in *p53*^*+/+*^ and *p53*^*−/−*^NPCs alone and in co-culture. n = 4. (D and E) p53 CUT&RUN read coverage at *Ppargc1a* (D) and *Cdkn1a* (E) gene loci for alone and co-cultured NPCs. (F) Quantification of EdU FACS profiles of indicated cultures treated or untreated with PPARα agonist WY-14643 or omega-3 PUFAs (EPA/DHA). Fold change. n = 4. (G and H) FA-driven oxygen consumption in *p53*^*+/+*^ (G) and *p53*^*−/−*^ (H) NPC co-cultures treated or untreated with WY-14643. n = 7. (I) OCR of the signal profiles shown in (G) and (H). n = 7. (J) ^13^C enrichment in co-cultured *p53*^*+/+*^ and *p53*^*−/−*^ NPCs treated or untreated with WY-14643. n = 4. All graphs mean ± SEM except in (A) where boxplots represent median and interquartile range; two-sided Wilcoxon test (A), two-way ANOVA with Tukey’s multiple-comparisons test (C, F, I, and J). p values: ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001. See also Figure S3.

Fatty-acid oxidation (FAO) has emerged as an important mediator of stem cell quiescence.^18^^,^^19^^,^^20^^,^^21^ As *p53*^*−/−*^ NPC co-cultures displayed changes in lipid metabolism signatures (Figure 2D), we examined the role of FAO downstream of p53. Many enzymes involved in FA metabolism were deregulated in the transcriptomes of *p53*^*−/−*^ relative to *p53*^*+/+*^ NPCs (Figure 2E). 

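Cpt1c, a brain form of carnitine palmitoyltransferase, was lower in p53-/- NPCs in both cultures. It was at 119 ± 9.26 CPM in p53+/+ and 34.9 ± 4.28 in p53-/- NPCs alone (-1.77 ± 0.14, adjusted p = 1.18e-05, edgeR, n = 3). In co-culture it was at 199 ± 24.5 and 66.9 ± 7.52 CPM (-1.57 ± 0.14, adjusted p = 3.89e-05). The acyl-CoA dehydrogenase Acad11 was also lower alone (-0.98 ± 0.22, adjusted p = 0.0189) and in co-culture (-0.80 ± 0.21, adjusted p = 0.0375).

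Without the experiment number as a block, the dehydrogenases Acadm and Acadvl and the reductase Decr1 were called lower in co-culture only. Acadm, which acts on medium chains, had -0.27 ± 0.13, adjusted p = 0.210 alone and -0.51 ± 0.13, adjusted p = 0.0269 in co-culture. Acadvl, which acts on very long chains, had -0.35 ± 0.13, adjusted p = 0.143, and 0.0375 with the experiment number as a block alone and -0.50 ± 0.13, adjusted p = 0.0388 in co-culture. Decr1, a reductase for unsaturated chains, had -0.16 ± 0.15, adjusted p = 0.541 alone and -0.61 ± 0.15, adjusted p = 0.0241 in co-culture. The interaction was -0.23 ± 0.18, adjusted p = 0.821 for Acadm, -0.15 ± 0.19, adjusted p = 0.888 for Acadvl and -0.45 ± 0.21, adjusted p = 0.705 for Decr1, so the cultures were not shown to differ. Acox3 was lower alone (-0.56 ± 0.14, adjusted p = 0.0346) and not called in co-culture (-0.48 ± 0.14, adjusted p = 0.0525, and 0.0273 with the experiment number as a block), with an interaction of 0.08 ± 0.20, adjusted p = 0.949. Acadl was called in neither culture (-0.17 ± 0.10, adjusted p = 0.334 alone, -0.20 ± 0.10, adjusted p = 0.237 in co-culture).

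Cpt1c kept its calls in all 15 fits without 1 library or 1 experiment. At a threshold of 0.01 it was the 1 gene of the mitochondrial β-oxidation list still called lower, alone and in co-culture. Whether Cpt1c itself acts in oxidation was not tested. Acad11 alone was not called without the p53+/+ alone library of experiment 17_9 (-0.73, adjusted p = 0.0807) or without the p53-/- alone library of experiment 1_10 (-0.88, adjusted p = 0.0556) or without experiment 25_9 (-1.05, adjusted p = 0.205). Of these calls, leaving out 1 library or 1 experiment (15 fits) ended the following: Acad11 in co-culture lost its call in 6 of them, with log2 fold changes from -0.96 to -0.67 and the weakest without the p53+/+ co-culture library of experiment 17_9. Acox3 alone lost its call in 8 of them, with log2 fold changes from -0.71 to -0.41 and the weakest without the p53-/- alone library of experiment 17_9. Acadm in co-culture lost its call in 7 of them, with log2 fold changes from -0.59 to -0.44 and the weakest without the p53+/+ co-culture library of experiment 17_9. Acadvl in co-culture lost its call in 9 of them, with log2 fold changes from -0.62 to -0.40 and the weakest without the p53-/- co-culture library of experiment 1_10. Decr1 in co-culture lost its call in 6 of them, with log2 fold changes from -0.73 to -0.52 and the weakest without experiment 25_9.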

To determine whether this was accompanied by functional changes, we first measured FA-driven oxygen consumption in *p53*^*+/+*^ and *p53*^*−/−*^ NPCs cultured alone and with bmvECs. While *p53*^*+/+*^ NPCs increased FAO in co-culture (Figures 2F and2H), *p53*^*−/−*^ NPCs did not (Figures 2G and 2H). 

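Genes of fatty-acid oxidation shifted down in p53-/- NPCs in both cultures, by less than the co-culture raised them. The median log2 fold change of the mitochondrial β-oxidation genes with p53 loss was -0.20 alone and -0.26 in co-culture, against 0.53 for co-culture in p53+/+ and 0.39 for co-culture in p53-/- NPCs (edgeR, n = 3). Of 32 genes, 0 were higher and 5 lower (1 and 6 adjusted over the list alone, 1 and 8 with the experiment number as a block) alone, and 0 were higher and 7 lower (1 and 12 adjusted over the list alone, 1 and 13 with the experiment number as a block) in co-culture. The list was lower alone (camera, adjusted p = 0.000113, and adjusted p = 0.549 with an estimated correlation) and in co-culture (camera, adjusted p = 8.91e-08, and adjusted p = 0.372 with an estimated correlation). With fry the adjusted p was 0.0588 alone (0.00818 with the experiment number as a block) and 0.0110 in co-culture.

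**Figure D2:**
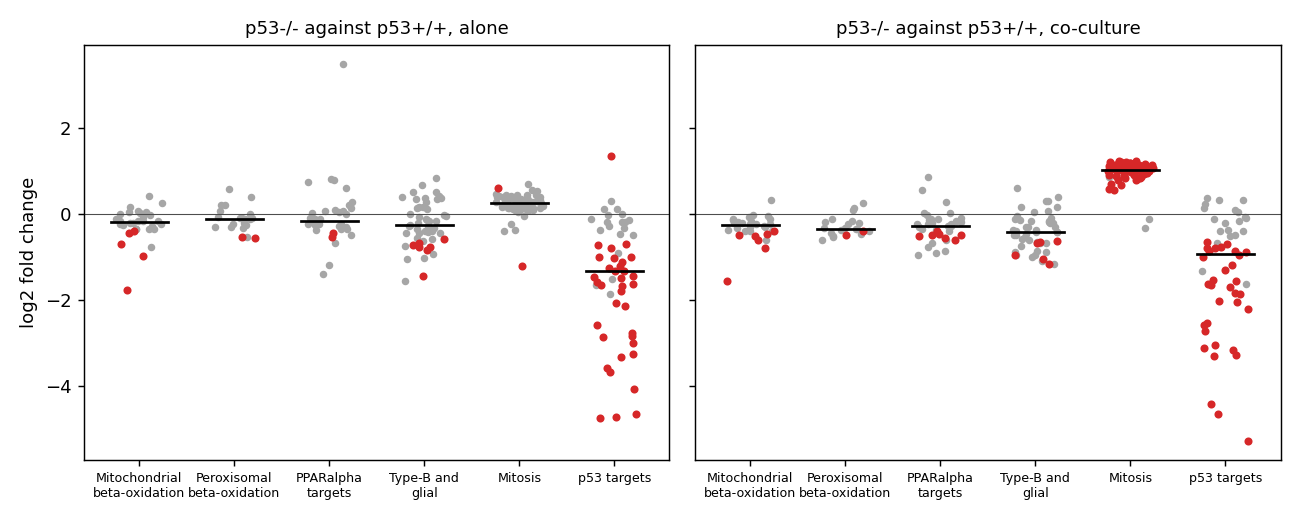
Log2 fold changes of p53-/- over p53+/+ NPCs for the genes of 6 lists, alone (left) and in co-culture (right), with 3 libraries per group. Each point is 1 gene, red where its adjusted p is under 0.05, and the black line is the median of the list. Mitochondrial β-oxidation genes spread around a median below 0 in both cultures.

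The short and branched-chain dehydrogenase Acadsb (-0.70 ± 0.18, adjusted p = 0.0413) and the trifunctional protein subunit Hadhb (-0.45 ± 0.12, adjusted p = 0.0414) were lower alone. The carnitine palmitoyltransferase Cpt2 was lower in co-culture (-0.46 ± 0.10, adjusted p = 0.0158). When 1 library or 1 experiment was left out, 15 fits in all, Acadsb lost its call in 8 of them, with log2 fold changes from -0.84 to -0.43 and the weakest without the p53+/+ alone library of experiment 17_9. Hadhb lost its call in 10 of them, with log2 fold changes from -0.59 to -0.37 and the weakest without experiment 17_9. Cpt2 lost its call in 7 of them, with log2 fold changes from -0.50 to -0.43 and the weakest without the p53-/- co-culture library of experiment 1_10. The number of mitochondrial genes called lower ranged from 1 (without the p53+/+ alone library of experiment 17_9) to 6 alone and from 1 (without the p53+/+ co-culture library of experiment 17_9) to 9 in co-culture over those fits.

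Of 21 peroxisomal β-oxidation genes, 0 were higher and 2 lower (0 and 2 adjusted over the list alone, 1 and 3 with the experiment number as a block) alone (camera, adjusted p = 0.0406, and adjusted p = 0.643 with an estimated correlation). In co-culture 0 were higher and 2 lower (0 and 6 adjusted over the list alone, 0 and 8 with the experiment number as a block) (camera, adjusted p = 7.03e-05, and adjusted p = 0.358 with an estimated correlation), and the thiolase Scp2 was lower (-0.40 ± 0.10, adjusted p = 0.0234). Leaving out 1 library or 1 experiment at a time (15 fits) changed calls as follows: Scp2 lost its call in 7 of them, with log2 fold changes from -0.45 to -0.36 and the weakest without experiment 25_9.

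Co-culture raised these genes in p53-/- NPCs too. Cpt2 (0.72 ± 0.10, adjusted p = 0.000272), Cpt1c (0.94 ± 0.14, adjusted p = 0.000328) and the phytanoyl-CoA hydroxylase Phyh (1.93 ± 0.19, adjusted p = 1.39e-05) rose. For mitochondrial oxidation 19 were higher and 1 lower (21 and 1 adjusted over the list alone) in p53-/- co-culture, against 20 higher in p53+/+ (21 adjusted over the list alone). For peroxisomal oxidation 14 were higher and 0 lower (15 and 0 adjusted over the list alone), against 17 higher in p53+/+ (18 adjusted over the list alone). In the interaction the mitochondrial list did not pass the test (camera, adjusted p = 0.108), and the peroxisomal list was lower (camera, adjusted p = 0.0349, and adjusted p = 0.634 with an estimated correlation). From these signatures and the oxygen consumption of the cultures the paper concludes that the use of FAO is specific to quiescence.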

Interestingly, despite FAO signatures being downregulated in both proliferating and quiescent *p53*^*−/−*^ NPCs, a change in metabolic state only occurred in co-culture, confirming the quiescence specificity of FAO.^18^ To determine whether p53-regulated FAO is required for energy production, we measured ATP and total adenine nucleotide pool levels in *p53*^*+/+*^ and *p53*^*−/−*^ co-cultures before and after treatment with the FAO inhibitor etomoxir (ETO). Both were significantly decreased in ETO-treated wild-type co-cultures, whereas no differences were detected in the absence of p53 (Figures 2I and S2H). This confirms that FAO is used for energy production^18^ and that p53 is a key regulator of this metabolic program.

Next, we assessed p53 regulation of FAO *in vivo*. First, we FACS-purified quiescent and active type-B cells from the SVZ of GFAP::GFP mice (identified as GFP^+^/CD24^−^/CD133^+^/EGFR^−^ and GFP^+^/CD24^−^/CD133^+^/EGFR^+^, respectively) and used quantitative real-time PCR to measure the expression of a panel of p53-regulated FAO genes (Figure 2E; Table S1). We found that expression levels were higher in qNSCs relative to aNSCs, consistent with increased lipid metabolism in quiescent cells (Figures 2J, S2I, and S2J).^9^^,^^10^ Furthermore, analysis of qNSCs FACS-purified from *p53*^*icKO*^ mice 24 h post-recombination (identified as tdTom^+^/CD24^−^/CD133^+^/EGFR^−^) (Figure S1C) revealed an overall downregulation of FAO genes, in the absence of changes in quiescence markers, confirming that p53 controls the FAO program (Figures 2K and S2K).

### p53 mediates quiescence through PPARα

Our results suggest that p53 maintains qNSCs through transcriptional regulation of FAO genes. In qNSCs of the hippocampal neurogenic niche, FAO is partially controlled by peroxisome proliferator-activated receptor alpha (PPARα), a master regulator transcription factor of FAO genes.^18^ 

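Several of the fatty-acid oxidation genes that were lower in p53-/- NPCs are textbook PPARα targets. Hadhb, called lower in p53-/- NPCs alone, belongs to the list of PPARα targets (edgeR, n = 3). So do Acadvl, Acadm, Cpt2, Decr1 and the carnitine carrier Slc25a20, which were called lower in p53-/- co-culture. Slc25a20 carries acylcarnitines into mitochondria and had a log2 fold change of -0.40 ± 0.10, adjusted p = 0.0332, and it was chosen after its values were seen. Cpt1c, Acad11, Acadsb, Acox3 and Acad8 were called lower alone, and Cpt1c, Acad11 and Scp2 in co-culture, and the list of PPARα targets does not hold them. Acad8 acts in valine breakdown (-0.39 ± 0.11, adjusted p = 0.0461 alone) and was also chosen after its values were seen. The target list was written from textbook knowledge and is not the database the paper cites, which was not used here.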

As most FAO genes dysregulated in *p53*^*−/−*^ NPCs (Figure 2E) are PPAR targets,^22^ we hypothesized that PPARs may also mediate p53 effects. Both *Ppara* and *Ppard* isoforms were expressed in NPCs and upregulated in co-culture (Figure 3B). However, while expression of target genes of both increased in quiescent NPCs, only *Ppara* targets were p53-dependent, suggestive of a p53/PPARα crosstalk (Figure 3A). 

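Ppara and Ppard, which encode nuclear receptors for fatty acids, were detected in all 12 libraries and were higher in co-culture in p53+/+ NPCs. Ppara went from 6.33 ± 2.40 to 11.0 ± 1.09 CPM in p53+/+ NPCs (0.79 ± 0.29, adjusted p = 0.0466, edgeR, n = 3). In p53-/- NPCs it went from 4.83 ± 1.80 to 10.1 ± 0.414 CPM (1.07 ± 0.30, adjusted p = 0.0143). Ppard went from 27.9 ± 4.14 to 40.6 ± 1.96 CPM in p53+/+ NPCs (0.54 ± 0.15, adjusted p = 0.0112). In p53-/- NPCs it went from 30.0 ± 4.96 to 39.0 ± 3.96 CPM and did not pass the test (0.38 ± 0.15, adjusted p = 0.0600, and 0.0147 with the experiment number as a block). The interaction was 0.28 ± 0.42, adjusted p = 0.911 for Ppara and -0.16 ± 0.21, adjusted p = 0.892 for Ppard, so neither rise was shown to depend on p53. Ppara in p53-/- was not called without experiment 25_9 (1.24, adjusted p = 0.0856). Ppard in p53+/+ was not called without the p53+/+ co-culture library of experiment 25_9 (0.51, adjusted p = 0.0515) or without experiment 17_9 (0.48, adjusted p = 0.0716) or without experiment 1_10 (0.52, adjusted p = 0.0769). In the 15 refits with 1 library or 1 experiment left out, Ppara in p53+/+ lost its call in 13 of them, with log2 fold changes from 0.54 to 1.10 and the weakest without experiment 17_9.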

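PPARα target genes rose in co-culture in both genotypes. In p53+/+ NPCs the lipoprotein lipase Lpl (1.37 ± 0.18, adjusted p = 9.55e-05, edgeR, n = 3) and Cpt2 (0.84 ± 0.10, adjusted p = 6.58e-05) rose. The lipid droplet protein Plin4 had no counts in p53+/+ NPCs alone and 2.74 ± 0.875 CPM in co-culture. The p53-/- co-cultures had a rise in the kinase Pdk4, which limits glucose oxidation (2.22 ± 0.31, adjusted p = 0.000214). Of 37 PPARα targets, 27 were higher and 2 lower (29 and 2 adjusted over the list alone) in p53+/+ co-culture (camera, adjusted p = 4.08e-08, and adjusted p = 0.358 with an estimated correlation). In p53-/- co-culture 24 were higher and 1 lower (26 and 2 adjusted over the list alone) (camera, adjusted p = 3.57e-06, and adjusted p = 0.409 with an estimated correlation).

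With p53 loss the targets shifted down. In p53-/- NPCs alone 0 were higher and 2 lower (3 and 3 adjusted over the list alone, 3 and 5 with the experiment number as a block) (camera, adjusted p = 0.0370, and adjusted p = 0.756 with an estimated correlation). In p53-/- co-culture 0 were higher and 7 lower (0 and 8 adjusted over the list alone) (camera, adjusted p = 8.76e-06, and adjusted p = 0.421 with an estimated correlation), with a median log2 fold change of -0.28. The fit with the experiment number as a block called 10 targets lower in p53-/- co-culture. The difference between the co-cultures did not pass the test for Lpl (-0.16 ± 0.17, adjusted p = 0.591). The number of targets called lower in p53-/- co-culture ranged from 0 (without the p53-/- co-culture library of experiment 25_9) to 8 without 1 library or 1 experiment.

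In the interaction 0 targets were higher and 0 lower with edgeR (0 and 0 adjusted over the list alone), and the list as a whole rose less in p53-/- than in p53+/+ NPCs (median -0.19, camera, adjusted p = 0.00622, and adjusted p = 0.643 with an estimated correlation). Targets of Ppard were not analysed here. From the lower expression of Ppara targets without p53 the paper proposes a crosstalk of p53 and PPARα.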

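Ppargc1a, which encodes a coactivator of PPARα, was lower in p53-/- NPCs cultured alone, at 49.9 ± 7.72 CPM against 81.6 ± 15.5 in p53+/+ NPCs alone (-0.71 ± 0.18, adjusted p = 0.0333, edgeR, n = 3). It was the 1 gene called among the 10 PPAR regulators tested in NPCs alone. Ppara (-0.40 ± 0.30, adjusted p = 0.448) and Ppard (0.11 ± 0.15, adjusted p = 0.701) did not pass the test. The deacetylase Sirt1, which acts on the coactivator, had 0.38 ± 0.16, adjusted p = 0.179, and the coregulator Lpin1 had -0.05 ± 0.22, adjusted p = 0.922. The partner receptors Rxra (-0.04 ± 0.19, adjusted p = 0.923) and Rxrb (0.13 ± 0.20, adjusted p = 0.724) did not pass either. Of the list, 0 were higher and 1 was lower (0 and 1 adjusted over the list alone), and the list as a whole did not pass the test (camera, adjusted p = 0.911). Over the 15 fits without 1 library or 1 experiment, Ppargc1a lost its call in 7 of them, with log2 fold changes from -0.91 to -0.45 and the weakest without experiment 17_9.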

To identify the underlying mechanisms, we examined expression of PPARs themselves, alongside their key regulators^23^ in the RNA-seq data and found PPARα coactivator peroxisome proliferator-activated receptor gamma coactivator 1-alpha (*Ppargc1a*/*Pgc1a*),^23^ to be strongly downregulated in *p53*^*−/−*^NPCs cultured alone (Figure 3B). Subsequent qPCR validation experiments revealed a parallel significant decrease in *Ppargc1* levels in *p53*^*−/−*^ relative to *p53*^*+/+*^NPCs co-cultures (Figure 3C). Furthermore, cleavage under targets and release using nuclease (CUT&RUN) analysis of wild-type NPCs, either alone or in co-culture, revealed direct binding of p53 at a response element within the *Ppargc1a* promoter, specifically upon quiescence (Figure 3D). Indeed, *Ppargc1a* was both bound by p53 in the CUT&RUN data and deregulated upon p53 loss in the RNA-seq data (Figure S3A). These results suggest a model whereby p53 activity in qNSCs induces *Ppargc1a* transcription. In turn, PPARGC1a enhances PPARα activity to induce transcription of lipid-catabolic enzymes resulting in increased FAO and quiescence (Figure 4N). To test this model functionally, we asked whether increasing PPARα activity through the administration of exogenous ligands would compensate for the PPARGC1a decrease in *p53*^*−/−*^ NSCs and rescue quiescence.^24^ 

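No difference in Ppargc1a between p53+/+ and p53-/- co-cultures passed the test in the RNA-seq counts. It was at 99.6 ± 14.8 CPM in p53+/+ and 93.0 ± 15.6 in p53-/- co-culture (-0.10 ± 0.18, adjusted p = 0.764, edgeR, n = 3). Co-culture raised it in p53-/- NPCs (0.90 ± 0.18, adjusted p = 0.00225), and in p53+/+ NPCs the rise did not pass the test (0.29 ± 0.18, adjusted p = 0.211). The interaction was 0.61 ± 0.25, adjusted p = 0.690, so the co-culture effects were not shown to differ.

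Of the other regulators of PPARs, Sirt1 was higher in p53-/- co-culture (0.57 ± 0.16, adjusted p = 0.0498), and Ppara (-0.12 ± 0.29, adjusted p = 0.826), Ppard (-0.06 ± 0.15, adjusted p = 0.841), Lpin1 (0.11 ± 0.22, adjusted p = 0.797), Rxra (-0.02 ± 0.19, adjusted p = 0.952) and Rxrb (0.18 ± 0.20, adjusted p = 0.623) did not pass the test. Of these calls, leaving out 1 library or 1 experiment (15 fits) ended the following: Sirt1 lost its call in 12 of them, with log2 fold changes from 0.42 to 0.67 and the weakest without the p53-/- co-culture library of experiment 1_10. Of the 10 regulators tested, 1 was higher and 0 were lower in p53-/- co-culture (1 and 0 adjusted over the list alone). For co-culture against p53+/+ NPCs alone, Sirt1 did not pass the test (-0.41 ± 0.16, adjusted p = 0.0598, and 0.0237 with the experiment number as a block).

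The CUT&RUN libraries were not analysed here. From p53 binding at Ppargc1a in those and the lower expression with p53 loss the paper proposes that p53 induces Ppargc1a in qNSCs.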

Treatment with the PPARα agonist WY-14643 increased FAO genes expression and restored the cell-cycle arrest of *p53*^*−/−*^ co-cultured NPCs, without affecting stemness (Figures 3F and S3B–S3D). The WY-14643 rescue was dependent on PPARα and not caused by off-target effects because it was lost in *Ppara* knockout cells (Figures S3E, S4F, and S4G). To confirm that the effects of WY-14643 were mediated by FAO downstream of PPARα, we performed two parallel experiments. We measured the FA-driven oxygen consumption rate in quiescent *p53*^*+/+*^ and *p53*^*−/−*^ NPCs untreated or treated with WY-14643 and found a complete rescue of FAO in *p53*^*−/−*^ NPCs upon WY-14643 treatment (Figures 3G–3I). Next, we exposed quiescent *p53*^*+/+*^ and *p53*^*−/−*^ NPCs to ^13^C-palmitate in the presence or absence of WY-14643 and traced the incorporation of radiolabeled carbons into tricarboxylic acid (TCA) cycle intermediates and amino acids derived from TCA intermediates using gas chromatography-mass spectrometry (GC-MS). We found that while ^13^C incorporation into both was significantly decreased in untreated *p53*^*−/−*^ co-cultures, as expected, WY-14643 treatment restored it to the levels of *p53*^*+/+*^ co-cultures (Figures 3J and S3F). WY-14643 treatment of *p53*^*+/+*^ NPCs monocultures also phenocopied the cell-cycle arrest of *p53*^*+/+*^ NPC co-cultures while treatment of *p53*^*+/+*^ NPC co-cultures resulted in a more pronounced arrest, which was paralleled by an increase in FAO in both metabolic assays, further confirming the link between fatty-acid metabolism and quiescence (Figures 3F and 3G). These experiments indicate that p53 mediates quiescence at least in part through regulation of FAO via a PPARGC1a/PPARα axis.

**Figure 4:**
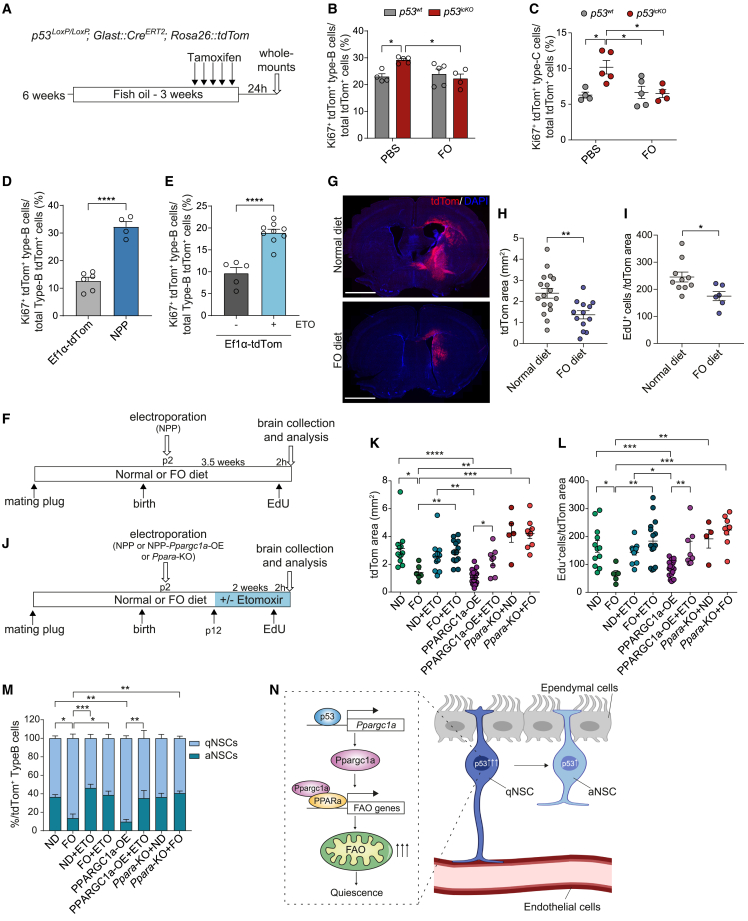
A fish-oil supplemented diet delays tumor initiation (A) Schematic of experimental outline. (B and C) Quantification of aNSCs (B) and proliferating type-C cell pairs (C) in *p53*^*w*t^ and *p53*^*icKO*^ mice administered PBS or fish oil (FO). p53^*w*t^ + PBS; N = 4; p53^icKO^ + PBS, N = 5; p53^*w*t^ + FO, N = 5; p53^icKO^ + FO, N = 4. (D) Quantification of aNSCs following electroporation of EF1α-tdTomato or NPP plasmids. EF1α-tdTom, N = 6; NPP, N = 4. (E) Quantification of aNSCs following electroporation of EF1α-tdTomato and treatment with etomoxir (+ETO, N = 9) or vehicle control (−ETO, N = 5). (F) Schematic of experimental outline. (G and H) Representative images (G) and quantifications (H) of tdTom-labeled tumors in mice fed normal (ND) or FO-supplemented diet. Scale bars: 2 mm. ND, N= 17; FO, N = 13. (I) Quantification of EdU^+^ cells normalized to tdTom^+^ tumor area. ND, N = 10; FO, N = 6. (J) Schematic of experimental outline. (K and L) Quantifications of tdTom area (K) and EdU^+^ cells (L) following electroporation with: NPP construct fed ND or FO diet with or without ETO; NPP constructs overexpressing *Ppargc1a* fed ND with (PPARGC1a-OE + ETO) or without (PPARGC1a-OE) ETO; NPP constructs expressing sgRNAs to *Ppara* fed ND (*Ppara*-KO + ND) or FO (*Ppara*-KO + FO). ND, N = 12; FO, N = 6; ND + ETO, N = 11; FO + ETO, N = 14; PPARGC1a-OE, N = 13; PPARGC1a-OE + ETO, N = 8; *Ppara*-KO + ND, N = 4; *Ppara*-KO + FO, N = 9. (M) Quantification of qNSCs and aNSCs in the SVZ of tumor-bearing mice in (K) and (L). (N) Model. All graphs represent mean ± SEM; two-way ANOVA with Tukey’s multiple-comparison test (B and C); unpaired two-tailed Student’s t test (D, E, H, and I); one-way ANOVA with Tukey’s multiple-comparisons test (K, L, and M). p values: ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001. ns >0.05 See also Figure S4.

### Dietary fish-oil supplementation delays tumor initiation

Our results suggest that premature activation of qNSCs through metabolic remodeling may be a mechanism by which p53 mutations drive GBM. We therefore hypothesized that restoring PPARα-dependent FAO downstream of p53 loss may suppress tumorigenesis. PPARα is a nutrient sensor and can be activated by dietary polyunsaturated FAs (PUFAs), providing a potential strategy for tumor prevention through diet.^25^ To test this, we first examined *in vitro* effects of docosahexaenoic acid (DHA) and eicosapentaenoic acid (EPA) omega-3 PUFAs, the main components of fish oil. Treatment of *p53*^*+/+*^ and *p53*^−/−^ NPC co-cultures with EPA and DHA increased expression levels of FAO genes in both genotypes, restoring them to wild-type levels in *p53*^−/−^ NPCs (Figure S3G). This was accompanied by a PPARα-dependent rescue of quiescence in *p53*^−/−^ NPCs (Figures 3F and S3E) and further suppression of proliferation in *p53*^*+/+*^ cells both alone and in co-culture as observed with WY-14643 (Figure 3F). Next, we tested the *in vivo* effects of dietary supplementation with fish oil. Fish oil, or PBS control, were administered to *p53*^*wt*^ or *p53*^*icKO*^ mice for a total of 3 weeks, and during the last 5 days tamoxifen was added prior to analysis of the SVZ 24 h later (Figure 4A). Strikingly, fish-oil supplementation fully reversed the effect of acute p53 loss in qNSCs *p53*^*icKO*^, suppressing the increase in activated type-B and early type-C progenitors (Figures 4B and 4C).

To determine whether diet could impact oncogenic transformation, we examined the role of the identified p53/PPARGC1a/PPARα/FAO pathway in tumor initiation from NSCs using a somatic mouse model of GBM based on CRISPR-Cas9 gene editing and PiggyBac transposition technology.^26^^,^^27^^,^^28^ The model is driven by the combined inactivation of the tumor suppressor genes *Nf1, Pten*, and *Trp53* (alongside tdTomato overexpression, hereafter NPP model) in endogenous postnatal SVZ NSCs via electroporation (Figure S4B). As in genetically engineered mouse models carrying the same mutations,^29^^,^^30^ the NPP model gives rise to brain tumors with histological and molecular features of GBM.^27^^,^^28^ Importantly, the introduction of the mutations dramatically increased qNSC activation, relative to control mice electroporated with a control tdTomato plasmid (Figures 4D and S4A), indicating that aberrant activation of qNSCs is an early event in tumor initiation. Furthermore, acute treatment of tdTomato-electroporated brains with an 8-day course of ETO during the same time period (p4–p11), phenocopied effects of p53 deletion in qNSC leading to their increased activation to a proliferative state compared with controls (Figures 4E and S4A). To determine whether p53 phenotypes could be reversed by diet in this tumor model, females were fed a high-fish-oil or normal control diet from conception through lactation. Tumorigenesis was then induced in the pups and brain tissue analyzed 3.5 weeks later, a time at which early lesions can be detected in control animals (Figures 4F and 4G). Remarkably, resulting lesions were significantly smaller and less proliferative in the high-fish-oil diet-fed group relative to controls, as judged by tdTomato^+^ area and EdU incorporation, respectively (Figures 4G–4I). To determine whether fish-oil administration acts through FAO, we repeated the protocol described above in the presence or absence of a 14-day course of ETO (Figure 4J) and found that FAO inhibition completely abrogated fish-oil effects, leading to the development of larger and more proliferative lesions, similar to early NPP control tumors (Figures 4K and 4L). Furthermore, we assessed whether FAO induction downstream of p53 and fish oil depends on the identified PPARGC1a/PPARα axis. The NPP construct was modified to incorporate the *Ppargc1a* gene (Figure S4B), resulting in its overexpression in the tumor cells (Figures S4C and S4E) and, importantly, upregulation of p53-regulated FAO genes (Figure S4D). *Ppargc1a*-overexpressing NPP tumors induced in animals fed a normal diet were significantly smaller and less proliferative than controls, phenocopying fish-oil effects (Figures 4K and 4L). Furthermore, *Ppargc1a* tumor-suppressive effects were fully reversed by ETO administration, confirming that they were FAO-dependent (Figures 4K and 4L). We next deleted the *Ppara* gene by introduction of a CRISPR sgRNA to *Ppara* into the NPP construct (Figure S4B, S4F and S4G) and used this construct to initiate tumors in animals fed a control or high-fish-oil diet. Remarkably, *Ppara* deletion abrogated the effects of fish oil, leading to the development of tumors of similar size as control NPP tumors fed a normal diet. In normal diet, NPP tumor development was unaffected by knockout of *Ppara*, as expected for p53-deficient tumors with compromised *Ppara* activity (Figures 4K and 4L). Thus, fish oil suppresses initiation through PPARα-mediated FAO.

Finally, to confirm that these effects resulted from dysregulation of NSC quiescence, we assessed the proportions of qNSCs and aNSCs in all experimental groups described above (Figure 4M). Tumor size was directly related to NSC activation state, with all groups in which p53/PPARGC1a/PPARα/FAO was disrupted displaying aberrant activation; those in which the pathway was rescued, namely fish-oil administration and *Ppargc1a* overexpression, retaining a much greater proportion of qNSCs in the SVZ. These experiments further underscore the functional link between FAO and quiescence. We conclude that diet counteracts tumor-initiating mutations to delay gliomagenesis.

## Discussion

Mounting evidence suggests that normal tissues commonly bear a variety of genetic changes, including driver mutations.^31^^,^^32^^,^^33^ How these mutations remain silent despite their tumor-initiating potential, is a fundamental and still unresolved question in cancer biology. It has been proposed that a normal tissue microenvironment acts as a tumor-suppressive mechanism by dominantly keeping mutations in check.^31^^,^^34^ Our study identifies diet as a key contributing factor in mutation silencing.

Mutations in p53 that have been found to be shared between tumor-free SVZ and matching tumors of GBM patients^2^ pointing to NSCs as GBM cells of origin and to p53 as a key tumor-initiating mutation. We found that p53 loss contributes to tumor initiation by prematurely activating qNSCs, which is consistent with observations in other niches.^35^^,^^36^^,^^37^^,^^38^^,^^39^ Surprisingly, this was independent of its canonical effector p21, as it occurred through regulation of FAO, highlighting the dominant role of the cellular metabolic state in directing decisions between quiescence and activation.^18^^,^^19^^,^^20^^,^^21^

Unlike in other systems where p53 directly controls FAO genes,^40^^,^^41^ in qNSCs p53 induces FAO via a PPARGC1a/PPARα axis. There is a precedent for a bi-directional crosstalk between p53 and PPARGC1a and a role for the latter in controlling FAO in cancer.^42^^,^^43^^,^^44^^,^^45^ It is tempting to speculate that the p53/PPARGC1a/PPARα may represent a general homeostatic pathway in normal cells, which is highjacked in cancer to promote tumor growth by rewiring the cell metabolic state.

These findings have important therapeutic implications as we showed that, in the context of the NPP model, early GBM development was dramatically suppressed by fish oil. This suggests that dietary intervention may be an effective therapeutic strategy for suppressing tumor initiation. As quiescent stem cells often share a common metabolic profile and can act as cancer cell-of-origin across many tissues, dietary intervention may provide a more general approach for cancer prevention.^46^

### Limitations of the study

It is possible that additional effectors besides increased FAO mediate quiescence downstream of p53 and future studies should explore this possibility. It would be equally important to examine the long-term impact of fish-oil supplementation on long-term survival and the relevance of our mouse findings to human disease.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit monoclonal anti-Ki67	Abcam	Cat# ab16667; RRID: AB_302459
Mouse monoclonal anti-Ascl1 (Clone 24B72D11.1)	kindly gifted by F. Guillemot (Francis Crick Institute, UK). Urbán et al.^47^	N/A
Mouse monoclonal anti-p53	Cell Signaling	Cat# 2524; RRID_331743
Rabbit polyclonal anti-GFAP	Agilent	Cat# Z0344; RRID: AB_10013382
Mouse monoclonal anti-Sox2	Abcam	Cat# ab79351;RRID: AB_10710406
Mouse monoclonal anti-Nestin	Santa Cruz	Cat# sc-33677; RRID: AB_627995
Monoclonal anti-mCD24 PE (Clone M1/69)	BD Pharmingen	Cat# 12-0242-82; RRID: AB_465602
Monoclonal anti-mCD133 Biotin (Clone 13A4)	eBioscience	Cat# 13-1331-82; RRID: AB_466591
PE-Cy7 conjugated streptavidin	eBioscience	Cat# 25-4317-82; RRID: AB_10116480
Rabbit polyclonal anti-RFP	Antibodies Online	Cat# ABIN129578 RRID: AB_10781500
Monoclonal anti-mCD24 eFluor (Clone M1/69)	eBioscience	Cat# 48-0242-82; RRID: AB_1311169
Monoclonal anti-PPAR alpha	Arigo Biolaboratories	Cat# ARG55240; N/A

**Bacterial and Virus Strains**		

Ad-CMV-iCre	Vector Biolabs	Cat# 1045
Ad-CMV-Null	Vector Biolabs	Cat# 1300

**Chemicals, Peptides, and Recombinant Proteins**		

EGF-complexed to Alexa Fluor™ 647	ThermoFisher	Cat# E35351
Tamoxifen	Sigma	Cat# T5648
EdU (5-ethynyl-2′-deoxyuridine)	Santa Cruz	Cat# sc-284628
*Fish oil*	Sigma	Cat# F8020
PPARa agonist WY-14643	Sigma	Cat# C7081
Etomoxir	Sigma	Cat# E1905
Palmitic acid	Sigma	Cat# P5585
BSA Conjugated Docosahexaenoic Acid (DHA, 22:6n-3)	Cloud-Clone Corp	Cat# CPO122Ge11
BSA-conjugated Eicosapentaenoic Acid (EPA, 20:5n-3)	Cloud-Clone Corp	Cat# CPO632Ge11

**Critical Commercial Assays**		

Zombie Green™ Fixable Viability Kit	BioLegend	Cat# 423111
Click-iT™ EdU Alexa Fluor™ 647 Imaging kit	Life Technologies	Cat# C10340
Click-iT™ EdU Alexa Fluor™ 647 Flow Cytometry assay	Life Technologies	Cat# C10419
Fatty Acid Oxidation Assay kit	Abcam	Cat# ab217602
Extracellular Oxygen Consumption Assay kit	Abcam	Cat# ab197243
iScript gDNA clear cDNA synthesis kit	Bio-rad	Cat# 1725034

**Deposited Data**		

RNA-seq data	This paper	GEO: GSE165801
CUT&RUN data	This paper	GEO: GSE165802
Codega et al RNA-seq dataset	Codega et al.^9^	GEO: GSE54653
Llorens-Bobadilla et al RNA-seq dataset	Llorens-Bobadilla et al.^10^	GEO: GSE67833
Mizrak et al RNA-seq dataset	Mizrak et al.^11^	GEO: GSE109447

**Experimental Models: Cell Lines**		

Mouse: Primary mouse NPCs isolated at P9–P12	This paper	N/A
Mouse: Primary mouse brain microvascular endothelial cells	Cell Biologics	Cat# C57-6023

**Experimental Models: Organisms/Strains**		

Mouse: FVB/N-Tg(GFAPGFP)14Mes/J	The Jackson Laboratory	Cat# Jax003257; RRID: IMSR_JAX:003257
Mouse: B6.Cg-*Gt(ROSA)26Sor*^*tm14(CAG-tdTomato)Hze*^/J	The Jackson Laboratory	Cat# 007914 RRID: IMSR_JAX:007914
Mouse: *p53*^*LoxP/LoxP*^	Marino et al.^48^	N/A
Mouse: GLAST::CreERT	Mori et al.^49^	N/A
Mouse: C57Bl/6J	Charles River	RRID: IMSR_JAX:000664

**Oligonucleotides**		

	See Table S2 for primer sequences	N/A

**Software and Algorithms**		

Fiji ImageJ	Schindelin et al.^50^	https://imagej.net/Fiji
FlowJo version 10.6.2	Becton, Dickinson and Company	https://www.flowjo.com/
TopHat v.2.0.11	Kim et al.^51^	https://ccb.jhu.edu/software/tophat/index.shtml
DESeq2 Bioconductor package	Love et al.^52^	http://bioconductor.org/packages/release/bioc/html/DESeq2.html
HTSeq v.0.6.1	Anders et al.^53^	http://htseq.readthedocs.io/en/release_0.9.1/overview.html
Trimmomatic v.036	Bolger et al.^54^	http://www.usadellab.org/cms/index.php?page=trimmomatic
Bowtie2 v2.3.4.3	Langmead and Salzberg^55^	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
Chippeakanno R package v3.20.1	Zhu et al.^56^	https://www.bioconductor.org/packages/release/bioc/html/ChIPpeakAnno.html
VLAD	Richardson and Bult^57^	http://proto.informatics.jax.org/prototypes/vlad/
MACS2 v2.1.1	Zhang et al.^58^	https://hbctraining.github.io/Intro-to-ChIPseq/lessons/05_peak_calling_macs.html
g:Profiler package	Raudvere et al.^59^	https://biit.cs.ut.ee/gprofiler/gost

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Simona Parrinello ().

#### Materials Availability

This study did not generate new unique reagents.

### Experimental Model and Subject Details

#### Mice

All procedures were performed in compliance with the Animal Scientific Procedures Act, 1986 and approved by the UCL Animal Welfare and Ethical Review Body (AWERB) in accordance with the International guidelines of the Home Office (UK). GFAP::GFP mice were obtained from The Jackson Laboratory (Jax 003257). *p53*^*icKO*^ were generated by crossing GLAST::CreERT2 mice to animals carrying a loxP-flanked *Trp53* gene (*p53*^*LoxP/LoxP*^) or *p53*^*+/+*^ and to a Rosa26::tdTom inducible reporter strain (Jax 007914).^48^^,^^49^^,^^60^ Animals were in a mixed 129xC57BL/6J background and both males and females were analysed between 7-10 weeks of age. For tumour initiation experiments, C57Bl6/J mice were purchased from Charles River (Jax 000664). Approximately an equal number of male and female mice were used per experiment. Mice were group-housed (where possible) in individually ventilated cages and maintained with 12-hour light/dark cycles with water and chow available *ad libitum*.

#### Neural progenitor cell culture

NPCs were isolated from the SVZ of postnatal day 9-12 (P9–P12) mouse brains as previously described.^8^ Briefly, following microdissection, the SVZ was digested by incubation in HBSS (Invitrogen, 14170-088) supplemented with 0.25% trypsin and 60 U ml^−1^ Dnase I (Sigma, D4263) for 2 minutes at 37°C. Single cell suspensions were plated onto poly-L-lysine (PLL)-coated plates in SVZ explant medium consisting of DMEM/F12 (Invitrogen, 11320074), 3% FBS (Invitrogen), 20 ng ml^−1^ EGF (Peprotech, 315-09-1000) for 48 h. NPCs were routinely grown, for up to 8–10 passages, in SVZ culture medium consisting of DMEM/F12 (Life technologies, 11320074), 0.25% FBS, N2 (Life technologies, 17502001), 20 ng ml^−1^ EGF, 10 ng ml^−1^ bFGF (Peprotech, 450-33A) and 35 μg ml^−1^ bovine pituitary extract. For the *Cdkn1a* loss-of-function experiments, NPCs were isolated from the SVZs of *p21*^*+/+*^ or *p21*^*-/-*^ mice, a kind gift of Dr Owen J. Sansom^61^ (Cancer Research UK Beatson Institute, Glasgow, UK).

#### Brain microvascular endothelial cell culture

C57BL/6J primary mouse brain microvascular endothelial cells (bmvEC) were purchased from Cell Biologics (C57-6023) and subcultured on plates coated with attachment factor protein (Life Techonologies, S006110) in Endothelial Cell Growth Medium 2 (Promocell, C-22111).

### Method details

#### Tamoxifen, EdU, Fish oil and Etomoxir administration

Tamoxifen (Sigma, T5648) was administered to 7-9 weeks-old mice by intraperitoneal injection (i.p.) at 100mg/kg/d. For assessment of resting type-B cells, EdU (Santa Cruz, sc-284628) was administered in the drinking water (0.2 mg/mL) *ad libitum* for 7 days, followed by tamoxifen administration for five consecutive days and mice were sacrificed 3 days later. This protocol enables identification of resting qNSCs by labelling type-B cells that incorporated EdU during the 7-day pulse and then re-entered quiescence during the 8-day chase period, thereby appearing as EdU^+^/Ki67^-^/tdTom^+^ cells with radial morphology. To examine dormant type-B cells, EdU was administered in the drinking water *ad libitum* for 14 days. Mice were injected with tamoxifen over the last 5 days of EdU labelling and sacrificed 24h later. This enables identification of dormant qNSCs that activate during the 1-day chase period as radial EdU^-^/Ki67^+^/tdTom^+^ cells. For Omega-3 FA administration experiments, 6-weeks old mice were given daily 100μL of fish oil (Sigma, F8020) corresponding to 0.2-0.43 g/kg/d docosahexaenoic acid (DHA) and 0.4-0.67 g/kg/d eicosapentaenoic acid (EPA) by oral gavage for 3 weeks. Tamoxifen was administered over the last 5 days of fish oil administration and SVZs collected 24h later. To prevent oxidation of the fish oil, aliquots were protected from direct light and supplemented with 40μM EDTA and 0.5mg/ml Ascorbyl Palmitate (Sigma, PHR1455). Control 6-weeks old mice received 100μL of PBS containing 40μM EDTA and 0.5mg/ml Ascorbyl Palmitate. For the tumour initiation experiments, we used a *de novo* somatic GBM model based on CRISPR/Cas9-mediated deletion of *Nf1*, *Pten* and *Trp53* tumour suppressors (NPP), as described.^27^ Briefly, sgRNAs (single guide RNA) were expressed from a PiggyBac vector alongside a tdTomato reporter to fluorescently label resulting tumours. PiggyBase transposase was co-expressed with Cas9 in a second non-integrating plasmid. NPP*-Pparpgc1a-OE* and NPP*-Ppara-*KO constructs were generated using InFusion Kit (Clontech, 638917) and T4 DNA Ligase (NEB, M0202S), following manufacturer’s instructions. To generate the NPP*-Ppara-*KO, sgRNA to target *Ppara* (5’-GCCGGGGGACTCGTCCGTGC-3’), as reported,^62^ was cloned in the NPP plasmid 3’ of the *Nf1, Pten, Trp53* sgRNAs. Mouse *Ppargc1a* CDS was cloned after the tdTomato sequence as a polycistronic construct with a T2A linker for the generation of the NPP*-Pparpgc1a*-OE plasmid.^27^^,^^28^ C57BL/6J female mice were randomly placed on an *ad libitum* fish oil supplemented diet (Teklad Global 2020X diet supplemented with 30-32g fish oil/kg containing 13.5% EPA and 10.5% DHA) or control diet (Teklad Global 2020X diet) following the observation of a copulation plug. Pups from these females were injected at P2 with the two plasmids mixed at a ratio of 0.8:1 using a Femtojet microinjector (Eppendorf) directly into the lateral ventricle. Plasmids were electroporated into the sub-ventricular zone using the Gemini X2 Generator set for 5 square pulses, 50 msec/pulse at 100 volts, with 950 msec intervals^63^. Mice were maintained on fish oil supplemented diet or control diet until collection. After 3.5 weeks animals were i.p. injected with EdU (50mg/kg) 2 hours prior to sacrifice by transcardial perfusion of paraformaldehyde (PFA, 4%) under terminal anaesthesia. The brains were collected, stored overnight in PFA at 4°C prior to Vibratome sectioning (50μm) and subsequent analysis of tumour development. For the inhibition of FAO during tumour initiation *in vivo*, pups were treated with etomoxir (Sigma-E1905) starting 10 days after electroporation and continuing for 2 weeks until sacrifice. This was achieved through lactation via etomoxir i.p. injections of dams at 10mg/kg every other day during the first week and through i.p. etomoxir injection of the pups at 5mg/kg every other day during the second week. For the analysis of acute NSC activation in response to tumour-initiating mutations, pups at P2 were electroporated with the EF1α-tdTomato (control) or NPP (*Nf1, Pten, Trp53*) plasmids and SVZ wholemount preparations were analysed 9 days after electroporation (P11). To assess effects of FAO inhibition of NSC activation, EF1α-tdTomato pups received either PBS (vehicle) or etomoxir at P4 through lactation via i.p. injection to the dams every other day (10 mg/kg) and collected at P11.

#### FACS

qNSCs and aNSCs from the SVZ were FACS purified from GFAP::GFP mice as previously described^9^ using the following antibodies: anti-mCD24 PE (1:2000; BD Pharmingen 12-0242-82), biotin conjugated anti-mCD133 (1:100, eBioscience 13-1331-82) and PE-Cy7 conjugated streptavidin (1:1000, eBioscience 25-4317-82) and EGF-complexed to Alexa Fluor™ 647 (1:100, ThermoFisher E35351). For isolation of *p53*^*w*t^ and *p53*^*icKO*^ qNSCs, mice were sacrificed 24h after tamoxifen administration. Upon dissociation, cells were stained with anti-mCD24-eFluor450 (1:2000; eBioscience 48-0242-82), biotin conjugated CD133 (1:100) and PE-Cy7 conjugated streptavidin (1:1000) and EGF-complexed to Alexa Fluor™ 647 (1:100). Zombie Green™ Fixable Viability Kit (1:1000, Biolegend 423111) or DAPI (1:10000, Sigma D9542) were used to assess cell viability. For both sets of experiments cell populations were manually gated based on FMOs, sorted using FACS Aria III (BD Biosciences) and collected into RLT buffer for RNA extraction.

#### Co-culture experiments and cell treatments

Co-culture experiments were performed as previously described and analysed 48h later.^8^ In brief, bmvEC were plated at a density of 2.6x10^4^cells/cm^2^. The following day, NPCs were plated either alone or onto endothelial monolayers at a density of 34x10^3^cells/cm^2^. After 48h, the NPCs were removed by selective trypsinization before analysis. Treatments were as follows: PPARα agonist WY-14643 was purchased from Sigma (C7081) and added to NPCs alone or in co-culture with bmvECs at the concentration of 200μM for 24h. BSA-conjugated Eicosapentaenoic Acid (EPA, 20:5n-3) (Cloud-Clone Corp., #CPO122Ge11) and BSA Conjugated Docosahexaenoic Acid (DHA, 22:6n-3) (Cloud-Clone Corp., #CPO632Ge11) were used at the concentration of 50μM each for 6h or 24h. For the EdU incorporation assay, 10μM EdU was added to the culture media for 2h prior to fixation and detection using the Click-iT™ EdU Alexa Fluor™ 647 Flow Cytometry Assay Kit (Thermo Fisher Scientific, C10424), according to manufacturer’s instructions. DNA was stained with DAPI. The cells were analysed on Fortessa X20s flow cytometer (BD). For *p53* loss-of-function experiments, *p53*^*loxP/loxP*^ NPCs were infected with adenoviruses expressing a codon-improved Cre (iCre) under a CMV promoter (Ad-CMV-iCre, Vector Biolabs, #1045). Adenoviruses carrying CMV promoter only were used as controls (Ad-CMV-Null, Vector Biolabs, #1300). NPCs were used within 2-3 passages post infection to minimise compensatory effects of p53 loss. For luciferase assays, NPCs were nucleofected with a reporter plasmid containing the p53 binding element (PG13-CAT) prior to seeding in alone and bmvEC co-culture for 48h.^64^^,^^65^ Luminescence was normalized to viable cell numbers in each condition. For the analysis of adenine nucleotides, NPCs were treated with etomoxir at the final concentration of 100μM starting on day 2 of co-culture for 24h.

#### Immunohistochemistry and Immunofluorescence

SVZ wholemounts were prepared as previously described.^66^ For Ascl-1 staining, mice were perfused with normal saline prior to dissection to reduce background from endogenous IgG in the blood. SVZs were fixed overnight in 4% PFA at 4°C, permeabilised for 1.5h in blocking solution, consisting of PBS with 10% donkey serum and 2% Triton X-100 at RT and incubated for 48h in primary and secondary antibodies diluted in PBS containing 2% TritonX-100 and 10% donkey serum at 4°C. Primary antibodies were: rabbit anti-Ki67 (1:50, abcam ab16667) and mouse anti-Ascl1 (1:200, a kind gift from Francois Guillemot55 (Francis Crick Institute, London, UK)). EdU was detected using Click-iT® EdU Imaging Kit (ThermoFisher Scientific, C10340). For immunofluorescence experiments, cells were fixed in 4% PFA, permeabilised in 0.5% Triton X-100, blocked in PBS containing 10% serum for 1h and incubated in primary antibody diluted in blocking buffer O/N at 4°C. Primary antibodies were: mouse anti-p53 (1:500, Cell Signaling 2524), rabbit anti-GFAP (1:1000, Dako Z0344), mouse anti-SOX2 (1:100, abcam ab79351), mouse anti-NESTIN (1:200, santa cruz sc- 33677), mouse anti-PPARα (1:25, Arigo Biolabs ARG55240). Alexa Fluor conjugated secondary antibodies (ThermoFisher Scientific) were diluted in 10% serum in DAPI (1:10000 in PBS) and incubated at RT for 1h. CellTracker™ Green (ThermoFisher Scientific, C7025) was used to label NPCs prior to seeding. Imaging was carried out using the Zeiss LSM880 confocal microscope. TdTomato targeted neural stem cells in brain coronal sections were stained anti-RFP (1:2000, Antibodies Online ABIN129578). Quantifications were performed by using Fiji ImageJ.^50^ For all wholemount quantifications, percentages of type-B and type-C were calculated over the total number of tdTom^+^ type-B and type-C cells.

#### FAO assay

Fatty acid oxidation was measured using the commercially available Fatty Acid Oxidation (Abcam, ab217602) and Extracellular Oxygen Consumption Assay kits (Abcam, ab197243) according to the manufacturer’s instructions. Treatment with 25μM FCCP served as positive and samples without cells as negative controls, respectively. Extracellular O_2_ consumption was measured every 90 seconds for 2h at Ex/Em=380/650 nm using the VarioSkan LUX Plate reader set at 37°C. (ThermoFisher Scientific). Oxygen Consumption Rate (OCR) was determined by calculating the slope of the linear proportion of the signal profiles.

#### Sample extraction for LC-HRMS analysis

Cell samples were extracted with 500 μL of extraction solvent (water/methanol, 20:80 v/v) and they were spiked with a known concentration of AMP 13C1015N5, ADP 15N5 and ATP 13C10 for their calibration curves (standard addition). Cell extracts were sonicated in an ultrasonic water bath (15 min) and centrifuged (13,000 g, 10 min, 5°C). Pooled quality controls (QCs) were created by pooling equal aliquots of each study sample, in order to assess technical reproducibility across the batch.

#### Nucleotides analysis by LC-HRMS

Liquid chromatographic analyses were performed on a Vanquish Flex Binary UHPLC system (Thermo Scientific Inc., MA, USA) coupled to a benchtop hybrid quadrupole-Orbitrap Q Exactive mass spectrometer (Thermo Scientific Inc., Bremen, Germany). Chromatographic separation of extracts was achieved using a SeQuant® ZIC®-cHILIC column (3μm,100Å 100 x 2.1 mm) held at a temperature of 45°C and a flow rate of 0.30 mL/min. Mobile phase was consisted of 90% acetonitrile with 10 mM ammonium acetate pH = 4.6 (solvent A) and 10 mM ammonium acetate pH = 4.6 (solvent B). The gradient elution started with 5% of solvent B increasing to 45% of B over 14 min. This condition was kept constant until 15.5 min followed by re-equilibration at the initial conditions, yielding a total run time of 20 min. Ionization was performed in the negative mode using a heated electrospray ionisation source, with the following parameters: spray voltage 3.0 KV, heater temperature 400°C, capillary temperature 320°C, S-lens RF level 50, sheath and auxiliary gas flow rate, 48 and 11 units, respectively. The mass accuracy was calibrated before sample analysis. Mass spectrometric data were acquired at high-resolution (70,000 at m/z 200) in profile mode using a Full MS scan method (m/z 70 to 700). Automatic gain control (AGC) was set to 1e6 and maximum injection time 250 ms. Xcalibur version 4.1 was used for data acquisition and processing. Peak areas of the Extracted Ion Chromatograms (EIC) were used in the data processing.

#### ^13^C-palmitate tracer experiments and GC-MS analysis

A 100mM stock of [U-^13^C]-palmitic acid (Sigma, 605573) was prepared in ethanol. This was diluted 100-fold into DMEM/F12 media containing 2% w/v fatty acid-free BSA (Sigma A8806) and sonicated for 15 minutes in a water bath sonicator at room temperature to form soluble BSA/palmitate complexes. The resulting media contained 1mM [U-^13^C]-palmitic acid, 2% BSA and 1% ethanol (170 mM) with a palmitate:BSA molar ratio of 3.3:1. Following filtration through a 0.2 μm PES filter (Millipore, Burlington, MA) this was diluted 1:10 in SVZ culture medium, giving a final concentration of 100μM [U-^13^C]-palmitic acid.

Cells in co-culture, in the presence or absence of PPARα agonist WY-14643 (200μM), were incubated with 100μM U-^13^C-palmitate SVZ medium for 6 hr or 24 hr. Cell were selectively dissociated from the endothelial monolayer and rapidly quenched on dry ice/ethanol. Samples were then pelleted at 0°C, washed with ice-cold PBS pH 7.4, transferred to 2 mL tubes and metabolites extracted at 4°C for 1 hr (with 3 x 8 min sonications in a water bath sonicator) using 600 mL chloroform/methanol (2:1, v/v, containing ^13^C lauric acid internal standard at 5nmol per sample). Extracts were transferred to 1.5 mL tubes and dried in a SpeedVac. The pellet was then re-extracted with 450 mL methanol/water (2:1, v/v, containing 1 nmol scyllo-Inositol internal standard; 4°C, 8 min sonication), the extract was combined with the first extract and then re-dried. Polar and apolar metabolites were separated by phase partitioning with chloroform/methanol/water (1:3:3, v/v/v) and then analyzed by GC-MS.

GC-MS data acquisition was performed largely as previously described,^67^ using an Agilent 7890B-5977A GC-MSD in EI mode after derivatization of twice methanol-washed dried extracts by the addition (a) for polar metabolites of 20 μL of a 20 mg/mL solution of methoxyamine hydrochloride in pyridine (both Sigma) at room temperature for >16 hr and 20 μL BSTFA + 1% TMCS (Sigma) at RT for >1 hr, or (b) for fatty acids of 25 μL chloroform/methanol (2:1, v/v) and 5 μL MethPrepII (Grace Alltech) at room temperature with no incubation. GC-MS parameters were as follows: carrier gas, helium; flow rate, 0.9 mL/min; column, DB-5MS (Agilent); for polar analyses: inlet, 270°C; temperature gradient, 70°C (2 min), ramp to 295°C (12.5°C/min), ramp to 320°C (25°C/min, 3 min hold); for apolar analyses: inlet, 250°C; temperature gradient, 70°C (1 min), ramp to 230°C (15°C/min, 2 min hold), ramp to 325°C (25°C/min, 3 min hold). Scan range was m/z 50-550 (polar) and 50-565 (apolar). Data were acquired using MassHunter software (version B.07.02.1938). Data analysis was performed using MANIC software, an in house-developed adaptation of the GAVIN package.^68^ Metabolites were identified and quantified by comparison to authentic standards, and label incorporation estimated as the percentage of the metabolite pool containing one or more ^13^C atoms after correction for natural abundance.

#### Quantitative RT-PCR

For *in vitro* experiments, RNA was extracted using RNeasy mini kit (Qiagen, 74104) following the manufacturer’s instructions. RNA was reverse transcribed using iScript gDNA clear cDNA synthesis kit (Bio-rad, 1725034) and quantitative PCR was performed using the qPCRBIO SyGreen Mix Lo-Rox (PCR Biosystems, PB20.11). For assessment of acutely FACS-purified qNSCs and aNSCs, RNA was extracted using RNeasy Plus MicroKit (Qiagen, 74034) according to the manufacturer’s instructions and cDNA libraries were prepared using the Smart-seq2 protocol.^69^ Primers used are listed in Table S2.

#### RNA-Sequencing

For RNA sequencing, RNA was isolated using RNeasy mini kit (Qiagen, 74104) according to manufacturer’s instructions. Libraries were prepared using the Truseq mRNA stranded kit and quality control checks were performed by Qubit and Bioanalyser analysis. Libraries were then pooled and run on a MiSeq Nano Flow Cell (V2 reagents) (Single Read 26 cycles) to check the balance of the libraries within the pool and adjusted where necessary. Clonal clusters of each library were then amplified onto an Illumina Flow Cell using the Illumina cBot system and sequenced on a HiSeq 2500 (v4 chemistry) as a Paired-End 100bp.

#### RNA-seq data pre-processing and differential expression analysis

Raw reads were aligned to the mouse genome (NCBI Build 37, USCS mm9) using the TopHat v.2.0.11 software^51^ and assigned to genomic features using HTSeq v.0.6.1.^53^ Differential expression analysis was performed and normalized counts were generated using the DESeq2 Bioconductor package^52^ (Table S1).

#### CUT&RUN library preparation and sequencing

CUT&RUN experiments were performed as previously described.^70^ In brief, 5x10^5^ NPCs grown either in alone or in coculture conditions were attached to concanavalin A–coated magnetic beads (Bangs Laboratories, BP531) and incubated overnight at 4°C in 0.05% Digitonin-Antibody buffer containing a rabbit anti mouse-p53 Ab (1:100 Leica, NCL-p53-CM5p). Samples incubated with rabbit IgG (1:150) were used as control. After incubation, samples were washed in Dig-wash and incubated with ProteinA-MNase fusion protein at 700 ng/mL (EpiCypher, 15-1016-EPC) on a tube rotator at 4 °C for 1 hr. Chromatin was digested in Incubation Buffer containing 1M CaCl_2_ at 0 °C for 10 minutes, chromatin fragments were released by incubation at 37 °C for 30 min. Chromatin was purified by performing phenol chloroform extraction. CUT&RUN barcoded libraries for Illumina sequencing were prepared using the NEBNext® Ultra™ II DNA Library Prep Kit for Illumina® (NEB, E7645) accordingly with Zhu et al.^71^ PCR amplification products were cleaned and size selected by using AMPure XP beads (Beckman Coulter, A63881). The resulting purified libraries were quantified by Qubit. Library size distribution was checked by using Agilent Bioanalyzer® High Sensitivity DNA chip (Agilent Technologies, 5067-4626). Indexed libraries were pooled and Illumina Paired-End (42x42bp, 6-bp index) sequencing was performed using Nextseq 500 platform with NextSeq 500/550 High Output Kit v2 (75 cycles).

#### CUT&RUN data pre-processing and peak calling

Sequencing data was analysed using the CUT&RUNTools pipeline.^71^ Briefly, Fastq files were trimmed using Trimmomatic^54^ before alignment to Mus musculus GRCm38 (mm10) genome with Bowtie2 (using the --dovetail option).^55^ Aligned reads were converted to bed format using bedtools bamtobed with -bedpe option, before filtering for fragments shorter than 120bp. Normalisation of each sample to mm10 read depth was performed using bedtools genomecov with a scale factor generated by division of an arbitrary large number by read depth for each sample. Peaks were called using MACS2.^58^ Downstream peak analysis was performed in R. Peaks were annotated using the Chippeakanno R package^56^ and visualised in IGV.

#### Bioinformatics analysis

RNA-seq and CUT&RUN functional analysis was performed using custom R scripts. Hierarchical clustering was performed using the “pheatmap” package. Figure 2C: Genes with an absolute DEseq2 log_2_ ratio > 1 in one or more contrast and defined as aNSCs or qNSCs markers in one the three published studies were used.^9^^,^^10^^,^^11^ Figure 2D: GO term enrichment analysis of Figure 2C clusters was performed using VLAD (http://proto.informatics.jax.org/prototypes/vlad/)^57^ Figure 2E: Genes with an absolute DEseq2 log_2_ ratio > 0.5 and adjusted p-value < 0.5 in the KO AL/WT AL or KO CO/WT CO contrasts and belonging to the fatty acid metabolic process GO category (GO_0006631) were used. Figure S2A: Genes with an absolute DEseq2 log_2_ ratio > 1 in the WT CO/WT AL contrast were used. Figures S2B and S2C: Genes with an absolute DEseq2 log_2_ ratio > 1 (up) or < -1 (down) and adjusted p-value < 0.05 in the WT CO/WT AL contrast were used for functional analysis using the g:Profiler package (Figure S2B, https://biit.cs.ut.ee/gprofiler/gost),^59^ or VLAD (Figure S2C, http://proto.informatics.jax.org/prototypes/vlad/).^57^ Figure 3A: Genes significantly regulated (DESeq2 adjusted p-value < 0.05) in the WT CO/WT AL contrast and found to be targets of Ppara but not Ppard or Pparg, or targets of Ppard but not Ppara or Pparg were used.^22^ Figure 3B: Expression ratios for 7 marker genes in indicated conditions. Figure S3A: Genes significantly regulated (DESeq2 adjusted p-value < 0.05) in either the KO AL/WT AL or KO CO/WT CO contrasts and showing significant p53 binding in at least one of four CUT&RUN experiments (MACS Q value < 0.01) were used.^58^

### Quantification and statistical analysis

Statistical analysis was performed using GraphPad7 or GraphPad9 built in tools. All graphs represent the mean±SEM unless otherwise indicated. Significance is stated as follows: p>0.05 (ns), p<0.05 (^∗^), p<0.01 (^∗∗^), p<0.001 (^∗∗∗^), p<0.0001 (^∗∗∗∗^). Two-tailed Student’s t test was used for statistical comparisons between two groups. Ordinary one-way ANOVA and two-way ANOVA with Tukey’s multiple comparisons or with Sidak’s multiple comparisons were used to determine statistical significance of multiple comparisons. Statistical details of experiments can be found in the figure legends. All experiments for which quantifications were performed were carried out a minimum of three times as indicated in the figure legends.

## Data Availability

• The scRNA-seq and CUT&RUN data have been deposited at GEO. Accession numbers are listed in the key resources table. • This paper does not report original code. • Any additional information required to reanalyse the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Diet suppresses glioblastoma initiation in mice by maintaining quiescence of mutation-bearing neural stem cells
**Source:** Dev Cell. 2023 May 22;58(10):836–846.e6. doi: 10.1016/j.devcel.2023.03.021
**Supplement:** Document S2. Article plus supplemental information

# Developmental Cell

## Diet suppresses glioblastoma initiation in mice by maintaining quiescence of mutation-bearing neural stem cells

### Graphical abstract

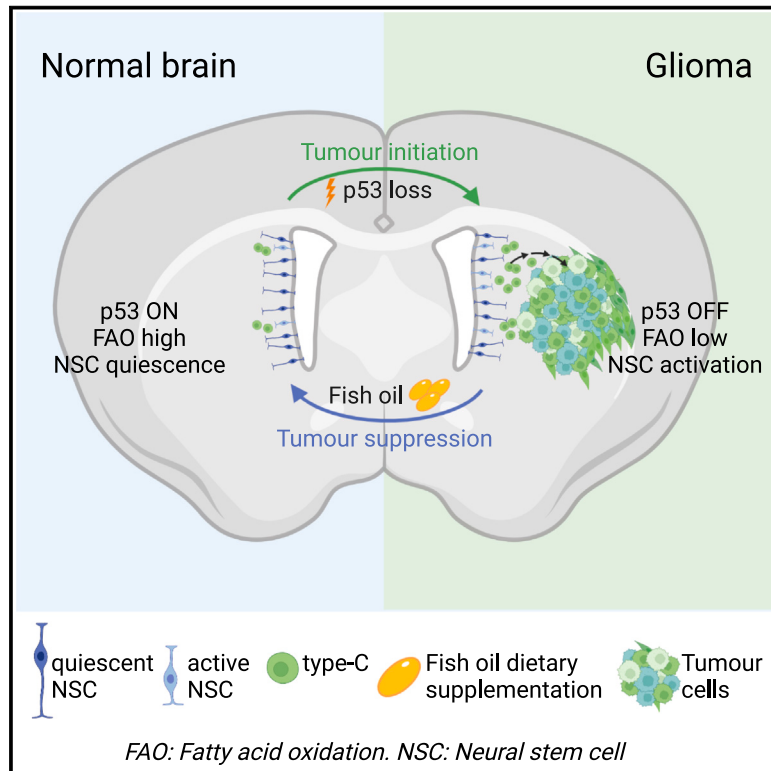

### Authors

Valeria Amodeo, Timothy Davies, Amalia Martinez-Segura, ..., Alex P. Gould, Samuel Marguerat, Simona Parrinello

### In brief

Amodeo et al. examine the impact of a glioma-relevant mutation on murine subventricular zone neural stem cells and identify premature quiescence exit driven by metabolic rewiring as a key tumor-initiating event. They show that a fish-oil-supplemented diet is sufficient to counteract these effects, thereby silencing mutations and suppressing tumorigenesis.

### Highlights

- p53 maintains neural stem cell quiescence by inducing fatty-acid oxidation (FAO)
- p53 loss prematurely activates neural stem cells during gliomagenesis
- Restoration of FAO through diet reinstates quiescence to suppress tumor initiation

Short article

# Diet suppresses glioblastoma initiation in mice by maintaining quiescence of mutation-bearing neural stem cells

Valeria Amodeo,<sup>1</sup> Timothy Davies,<sup>1,5</sup> Amalia Martinez-Segura,<sup>2,3,5</sup> Melanie P. Clements,<sup>1</sup> Holly Simpson Ragdale,<sup>1</sup> Andrew Bailey,<sup>4</sup> Mariana Silva Dos Santos,<sup>4</sup> James I. MacRae,<sup>4</sup> Joao Mokochinski,<sup>2,3</sup> Holger Kramer,<sup>2,3</sup> Claudia Garcia-Diaz,<sup>1</sup> Alex P. Gould,<sup>4</sup> Samuel Marguerat,<sup>2,3</sup> and Simona Parrinello<sup>1,6,\*</sup>

<sup>5</sup>These authors contributed equally

<https://doi.org/10.1016/j.devcel.2023.03.021>

## SUMMARY

Glioblastoma is thought to originate from neural stem cells (NSCs) of the subventricular zone that acquire genetic alterations. In the adult brain, NSCs are largely quiescent, suggesting that deregulation of quiescence maintenance may be a prerequisite for tumor initiation. Although inactivation of the tumor suppressor p53 is a frequent event in gliomagenesis, whether or how it affects quiescent NSCs (qNSCs) remains unclear. Here, we show that p53 maintains quiescence by inducing fatty-acid oxidation (FAO) and that acute p53 deletion in qNSCs results in their premature activation to a proliferative state. Mechanistically, this occurs through direct transcriptional induction of PPARGC1a, which in turn activates PPAR $\alpha$  to upregulate FAO genes. Dietary supplementation with fish oil containing omega-3 fatty acids, natural PPAR $\alpha$  ligands, fully restores quiescence of p53-deficient NSCs and delays tumor initiation in a glioblastoma mouse model. Thus, diet can silence glioblastoma driver mutations, with important implications for cancer prevention.

## INTRODUCTION

Increasing evidence indicates that glioblastoma (GBM) originates from neural stem cells (NSCs) of the subventricular zone (SVZ) neurogenic niche.<sup>1,2</sup> SVZ NSCs, which are largely quiescent (qNSCs) in the normal adult brain,<sup>1</sup> were shown to bear mutations in cancer-driving genes, including in *TERT*, *TP53* and *EGFR* in GBM.<sup>2</sup> This suggests that these genes may control transitions between quiescence and activation to a proliferative state at the onset of tumorigenesis. Therefore, deciphering the impact of GBM-relevant mutations on the biology of qNSCs should provide understanding of disease etiology and reveal approaches for cancer prevention.

The transcription factor p53 (*TP53* in humans, *Trp53* in mice) is the most frequently mutated gene in human cancer, and the p53 pathway is altered in 87% of GBM patients.<sup>3</sup> Interestingly, p53 has also been linked to the regulation of adult murine SVZ neurogenesis.<sup>4,5</sup> In rodents, neurogenesis arises from a subpopulation of NSCs termed “type-B cells.”<sup>6</sup> Although largely quiescent, adult murine type-B cells can activate to a proliferative state (active NSCs, [aNSCs]) from which they give rise to transit amplifying progenitors (type-C cells), which in turn fuel the production of neurons and glia.<sup>6</sup> Analysis of constitutive p53 knockout

mouse models showed that p53 restrains type-C cell proliferation and neuronal differentiation.<sup>4,5</sup> In contrast, its role in qNSCs is less clear, with reports of no changes to a mild increase,<sup>4,5</sup> likely due to compensatory effects. Here, we combined a conditional and inducible p53 knockout mouse model (*p53<sup>icKO</sup>*) with mechanistic assays and GBM mouse models to examine the function of p53 and its effectors in adult SVZ qNSCs and glioma initiation.

## RESULTS

### p53 enforces NSC quiescence

To examine the acute effects of p53 loss in qNSCs and lineage-trace recombined cells and their progeny, *p53<sup>icKO</sup>* (*p53<sup>LoxP/LoxP</sup>; tdTom<sup>fl/+</sup>; GLAST::CreERT2*) or control mice (*p53<sup>+/+</sup>; tdTom<sup>fl/+</sup>; GLAST::CreERT2*) were treated with tamoxifen at 7 weeks of age.<sup>4,5</sup> Following confirmation of recombination efficiency (>60%) (Figures S1A and S1B) and type-B cell specificity (Figures S1C and S1D) by immunocytochemistry and FACS analysis, respectively, we performed 5-ethynyl-2'-deoxyuridine (EdU)-label retention experiments to investigate effects of p53 loss both in type-B cells that had previously activated and returned to quiescence (resting qNSCs) and in type-B cells that had not yet

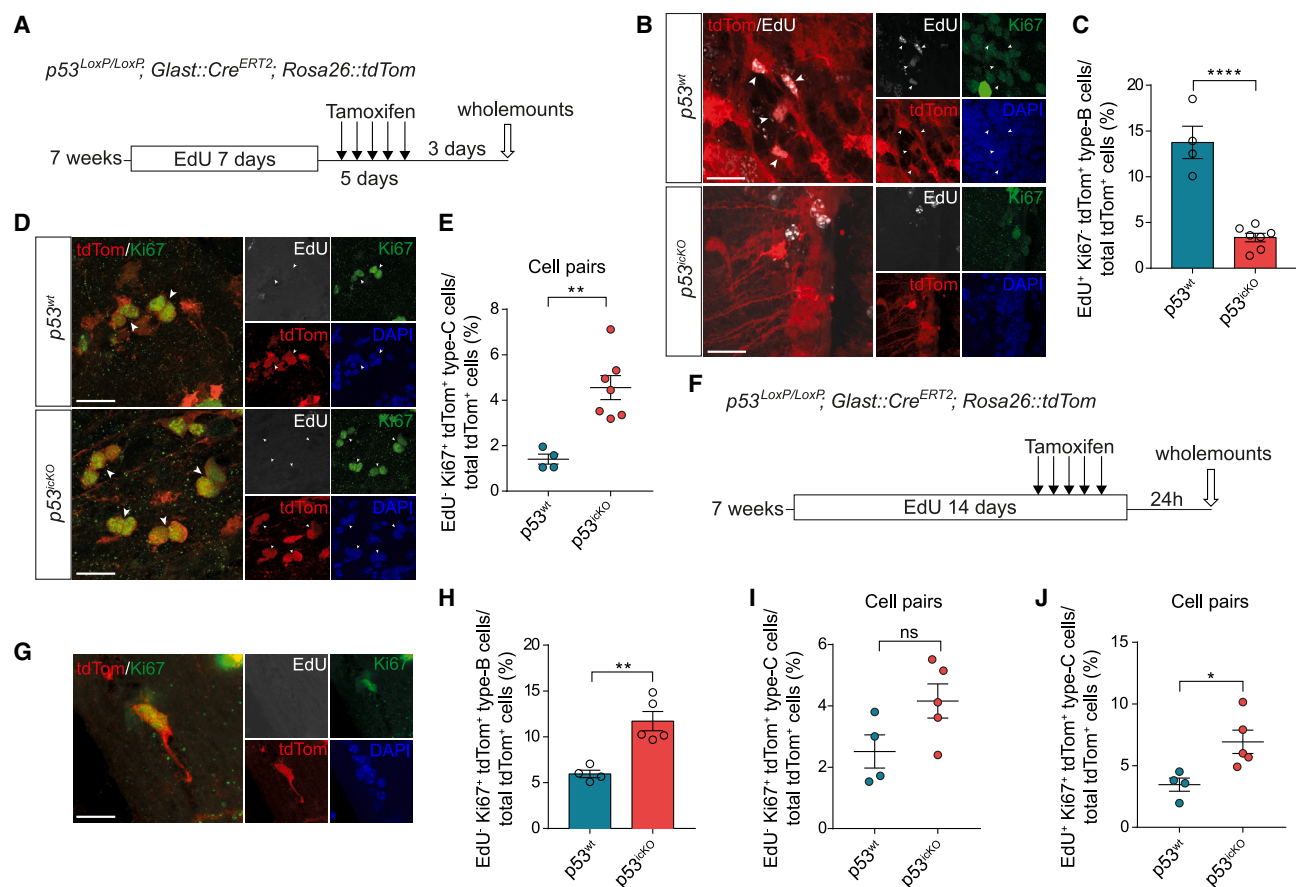

**Figure 1. p53 controls NSC quiescence**

(A) Schematic of experimental outline.  
(B) Immunostaining of  $EdU^+/Ki67^-/tdTom^+$  label-retaining resting type-B cells (arrowheads) in  $p53^{wt}$  and  $p53^{icKO}$  SVZ whole mounts.  
(C) Quantification of resting type-B cells.  $p53^{wt}$  N = 4,  $p53^{icKO}$  N = 7.  
(D) Immunostaining of  $EdU^-/Ki67^+/tdTom^+$  pairs of type-C cells (arrowheads) in  $p53^{wt}$  and  $p53^{icKO}$  SVZ whole mounts.  
(E) Quantification of type-C cell pairs.  $p53^{wt}$  N = 4;  $p53^{icKO}$  N = 7.  
(F) Schematic of experimental outline.  
(G) Representative active type-B cell (aNSC).  
(H) Quantification of aNSCs.  $p53^{wt}$  N = 4;  $p53^{icKO}$  N = 5.  
(I and J) Quantification of  $EdU^-/Ki67^+/tdTom^+$  (I) and  $EdU^+/Ki67^+/tdTom^+$  (J) pairs of type-C cells.  $p53^{wt}$  N = 4;  $p53^{icKO}$  N = 5. All graphs represent mean  $\pm$  SEM, unpaired, two-tailed Student's t test. Scale bars: 20  $\mu$ m. p values: \*p < 0.05, \*\*p < 0.01, \*\*\*\*p < 0.0001. ns > 0.05  
See also Figure S1.

activated (dormant qNSCs).<sup>7</sup> For resting qNSCs, EdU was administered for 7 days, followed by a 5-day tamoxifen administration and analysis of the SVZ in whole-mount preparations 3 days later (Figure 1A). The percentage of resting qNSCs (identified as radial  $EdU^+/Ki67^-/tdTom^+$  cells) was markedly reduced in  $p53^{icKO}$  mice relative to controls, indicative of premature re-activation upon p53 loss (Figures 1B and 1C). This was accompanied by an increase in pairs of  $EdU^-/Ki67^+$  and  $Ascl1^+/tdTom^+$  type-C cells, which likely represent the immediate progeny of non-label-retaining recombined NSCs (Figures 1D, 1E, S1E, and S1F).<sup>7</sup> In contrast, the numbers of 3- and 4-cell clusters were similar in control and  $p53^{icKO}$  animals (Figures S1G and S1H), confirming that effects were selective to type-B cells. To examine dormant qNSCs, we administered EdU for 14 days, a time-window during which most resting qNSCs incorporate EdU, while dormant qNSCs remain unlabeled.<sup>7</sup> Recombination of p53 was induced during

the last 5 days of the labeling period, and whole mounts analyzed 1 day later to identify dormant qNSCs undergoing activation based on Ki67 positivity and lack of EdU (Figure 1F). The loss of p53 induced premature activation of dormant qNSCs (Figures 1G and 1H), accompanied by a trend toward an increase in  $EdU^-/Ki67^+$  type-C cell pairs, which did not reach significance (Figure 1I) and a significant increase in  $EdU^+/Ki67^+$  type C cell pairs. The latter likely represented immediate progenitors of recombined qNSCs (resting and dormant) that activated during the tamoxifen/EdU administration period (Figure 1J). Thus, p53 maintains type-B cell quiescence and its deletion aberrantly activates resting and dormant qNSCs.

### p53 regulates fatty-acid oxidation in qNSCs

We next assessed mechanisms by which p53 enforces quiescence by exploiting an established co-culture assay in which

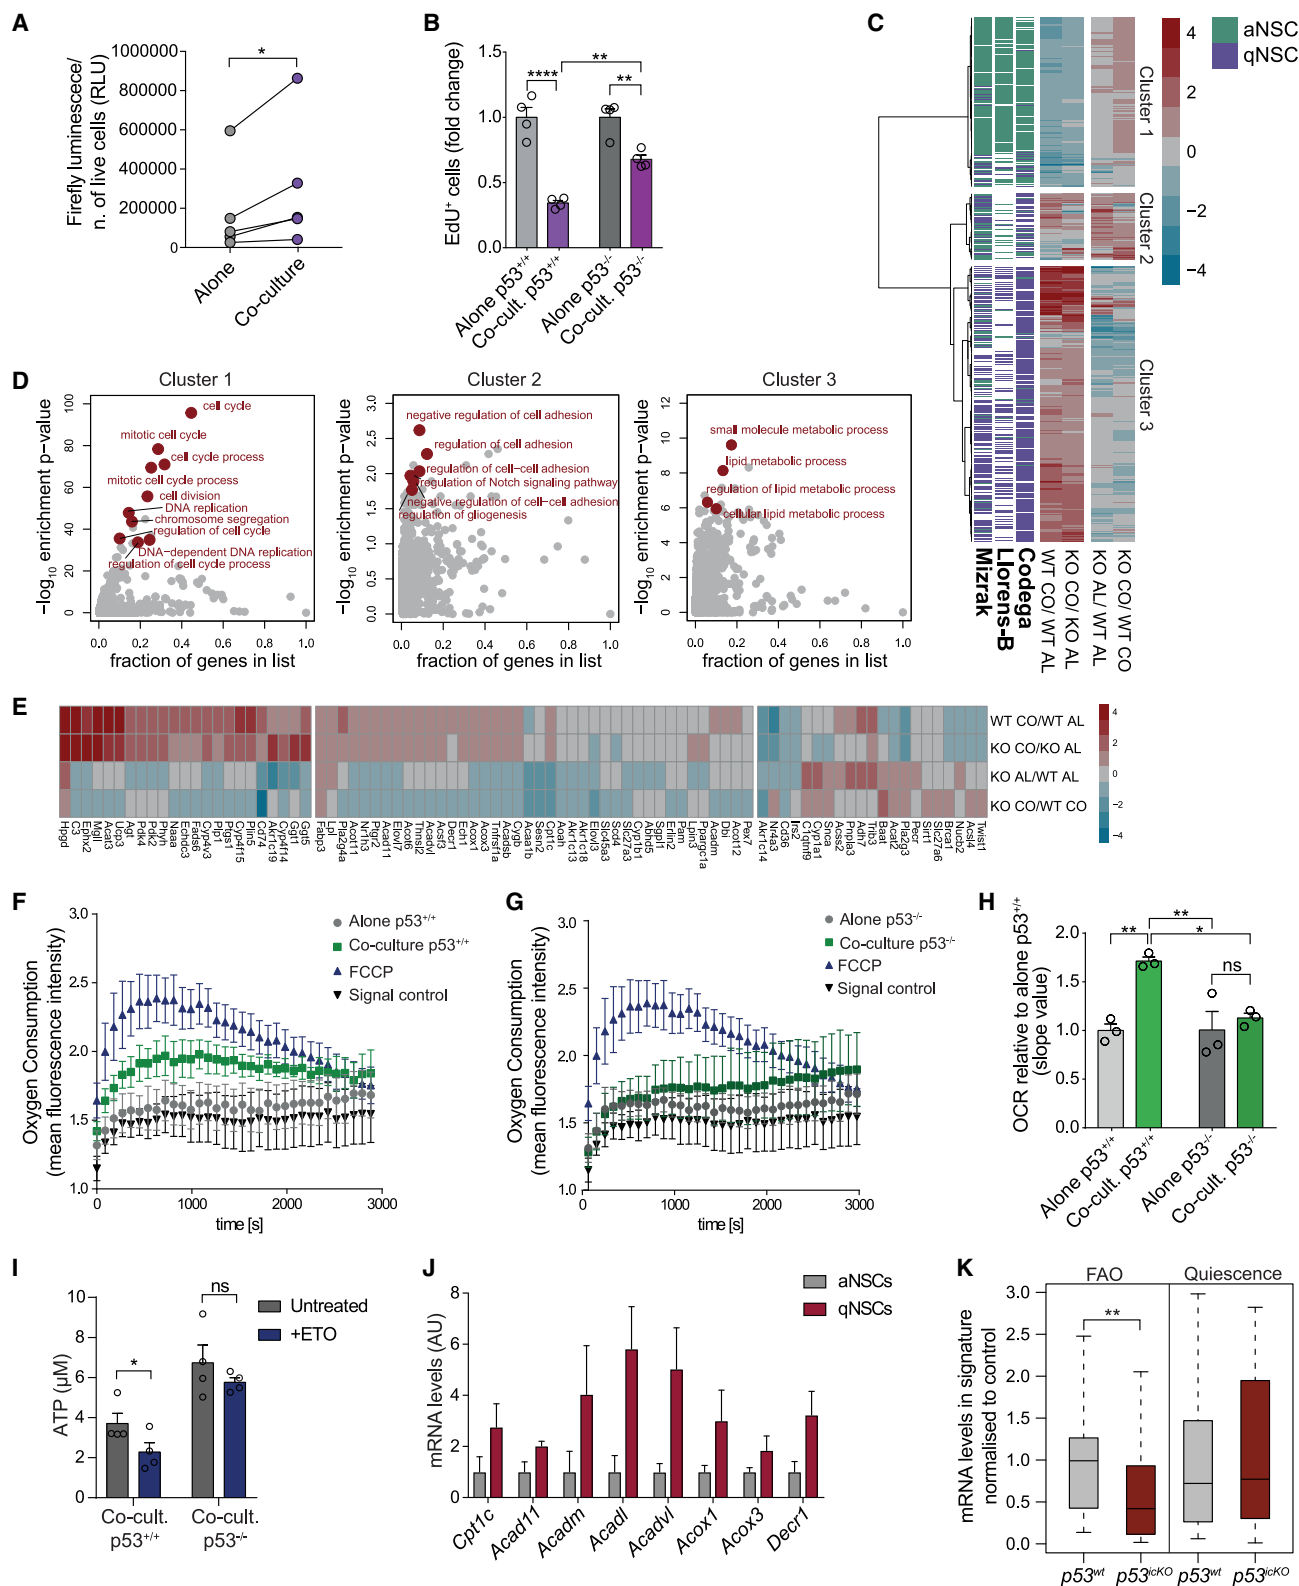

**Figure 2. p53 regulates FAO in qNSCs**

(A) p53 promoter activity of indicated NPC cultures. n = 5. Paired two-tailed Student's t test.

(B) Quantification of EdU FACS profiles of p53<sup>+/+</sup> and p53<sup>-/-</sup> NPCs alone or co-cultured. Fold change. Mean ± SEM, n = 4. Two-way ANOVA with Tukey's multiple-comparisons test.

(legend continued on next page)

neural stem/progenitor cells (NPCs) acquire phenotypic and molecular hallmarks of quiescence upon direct cell-cell contact with primary brain microvascular endothelial cells (bmVEC).<sup>8</sup> To further validate this model, we transcriptionally profiled NPCs alone or in co-culture by RNA sequencing (RNA-seq) (Table S1). Comparison with published signatures of prospectively purified SVZ qNSCs,<sup>9–11</sup> revealed that endothelial-induced quiescence mimics *in vivo* phenotypes to a significant extent, with an overlap of 384 upregulated (25.1% with *in vivo* qNSC signature,  $p = 3.7 \times 10^{-109}$ ) and 246 downregulated genes (36.4% with *in vivo* aNSC signature,  $p = 1.1 \times 10^{-131}$ ) (Figure S2A). Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) slim analysis showed recapitulation of quiescence-related processes, including upregulation of type-B fate markers, adhesion and signaling, lipid metabolism, and downregulation of cell proliferation (Figures S2B and S2C).<sup>9–13</sup> Luciferase reporter assays confirmed that p53 activity increased in co-cultured NPCs compared with alone NPCs (Figure 2A). Furthermore, acute p53 recombination in primary  $p53^{LoxP/LoxP}$  NPCs ( $p53^{-/-}$  NPCs) resulted in a less pronounced cell-cycle arrest in co-culture relative to  $p53^{+/+}$  NPCs controls (Figures 2B, S2D, and S2E),<sup>14</sup> confirming that the co-culture system reflects *in vivo* phenotypes and can inform p53 effectors.

We therefore examined p53-controlled transcriptional programs by subjecting  $p53^{+/+}$  and  $p53^{-/-}$  NPCs alone and in co-culture to bulk RNA-seq (Table S1). Hierarchical clustering of the genes shared between co-cultured NPCs and qNSCs *in vivo* (Figure S2A), identified three groups of genes in  $p53^{-/-}$  NPCs (Figures 2C and 2D; Table S1): genes that did not significantly change (cluster 2), increased (cluster 1) or decreased (cluster 3) in expression upon p53 loss. Cluster 2 comprised type-B cell identity genes, including glial markers, adhesion, and Notch signaling, suggesting that p53 does not control type-B fate.<sup>9,10</sup> Consistently, immunostaining confirmed that GFAP expression and neurosphere-like morphology were similar between  $p53^{+/+}$  and  $p53^{-/-}$  NPC co-cultures (Figure S2E). Cluster 1 included cell-cycle genes, as expected<sup>15</sup> (Figure 2B). Cluster 3 was enriched in lipid-metabolism signatures, suggesting that p53 may control qNSCs metabolic state.

In response to DNA damage, p53 mediates cell-cycle arrest predominantly through transcriptional activation of  $p21/Cdkn1a$ .<sup>16,17</sup> We therefore assessed p21 function in our system, by comparing the response of wild-type ( $p21^{+/+}$ ) and p21 knockout ( $p21^{-/-}$ ) NPCs with co-cultured NPCs. Surprisingly, we found no differences (Figure S2F). Consistent with this, p53 binding to the  $p21$  promoter and  $p21$  mRNA levels were similar

in alone and co-cultured wild-type NPCs (Figures 3E and S2G), indicating that p53-induced quiescence is p21 independent.

Fatty-acid oxidation (FAO) has emerged as an important mediator of stem cell quiescence.<sup>18–21</sup> As  $p53^{-/-}$  NPC co-cultures displayed changes in lipid metabolism signatures (Figure 2D), we examined the role of FAO downstream of p53. Many enzymes involved in FA metabolism were deregulated in the transcriptomes of  $p53^{-/-}$  relative to  $p53^{+/+}$  NPCs (Figure 2E). To determine whether this was accompanied by functional changes, we first measured FA-driven oxygen consumption in  $p53^{+/+}$  and  $p53^{-/-}$  NPCs cultured alone and with bmVECs. While  $p53^{+/+}$  NPCs increased FAO in co-culture (Figures 2F and 2H),  $p53^{-/-}$  NPCs did not (Figures 2G and 2H). Interestingly, despite FAO signatures being downregulated in both proliferating and quiescent  $p53^{-/-}$  NPCs, a change in metabolic state only occurred in co-culture, confirming the quiescence specificity of FAO.<sup>18</sup> To determine whether p53-regulated FAO is required for energy production, we measured ATP and total adenine nucleotide pool levels in  $p53^{+/+}$  and  $p53^{-/-}$  co-cultures before and after treatment with the FAO inhibitor etomoxir (ETO). Both were significantly decreased in ETO-treated wild-type co-cultures, whereas no differences were detected in the absence of p53 (Figures 2I and S2H). This confirms that FAO is used for energy production<sup>18</sup> and that p53 is a key regulator of this metabolic program.

Next, we assessed p53 regulation of FAO *in vivo*. First, we FACS-purified quiescent and active type-B cells from the SVZ of GFAP::GFP mice (identified as  $GFP^{+}/CD24^{-}/CD133^{+}/EGFR^{-}$  and  $GFP^{+}/CD24^{+}/CD133^{+}/EGFR^{+}$ , respectively) and used quantitative real-time PCR to measure the expression of a panel of p53-regulated FAO genes (Figure 2E; Table S1). We found that expression levels were higher in qNSCs relative to aNSCs, consistent with increased lipid metabolism in quiescent cells (Figures 2J, S2I, and S2J).<sup>9,10</sup> Furthermore, analysis of qNSCs FACS-purified from  $p53^{iCKO}$  mice 24 h post-recombination (identified as  $tdTom^{+}/CD24^{-}/CD133^{+}/EGFR^{-}$ ) (Figure S1C) revealed an overall downregulation of FAO genes, in the absence of changes in quiescence markers, confirming that p53 controls the FAO program (Figures 2K and S2K).

### p53 mediates quiescence through PPAR $\alpha$

Our results suggest that p53 maintains qNSCs through transcriptional regulation of FAO genes. In qNSCs of the hippocampal neurogenic niche, FAO is partially controlled by peroxisome proliferator-activated receptor alpha (PPAR $\alpha$ ), a master regulator transcription factor of FAO genes.<sup>18</sup> As most FAO genes

(C) Hierarchical clustering of RNA-seq log<sub>2</sub> expression ratios between of  $p53^{+/+}$  (WT) and  $p53^{-/-}$  (KO) NPCs alone (AL) and co-cultured (CO) alongside indicated *in vivo* datasets.<sup>9–11</sup>

(D) GO term enrichment analysis of clusters from (C).

(E) Hierarchical clustering of RNA-seq log<sub>2</sub> expression ratios for lipid-metabolism genes.

(F and G) FA-driven oxygen consumption of  $p53^{+/+}$  (F) and  $p53^{-/-}$  (G) NPCs alone or co-cultured. Carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) is positive, background fluorescence is negative control.  $n = 3$ .

(H) Quantification of oxygen consumption rate (OCR) in cultures from (F) and (G). Mean  $\pm$  SEM,  $n = 3$ , two-way ANOVA with Tukey's multiple-comparisons test.

(I) Intracellular ATP in  $p53^{+/+}$  and  $p53^{-/-}$  NPCs co-cultures with or without etomoxir (ETO). Mean  $\pm$  SEM,  $n = 4$ , two-way ANOVA with Sidak's multiple-comparisons test.

(J) qRT-PCR analysis of FAO genes in aNSCs and qNSCs FACS-purified from the SVZ of GFAP::GFP mice. Mean  $\pm$  SEM,  $N = 3$ .

(K) qRT-PCR analysis of FAO and quiescence genes in qNSCs FACS-purified from  $p53^{wt}$  and  $p53^{iCKO}$  mice.  $N = 4$ ; boxplots represent median and interquartile range. Two-sided Wilcoxon test.  $p$  values: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ . ns >0.05

See also Figure S2.

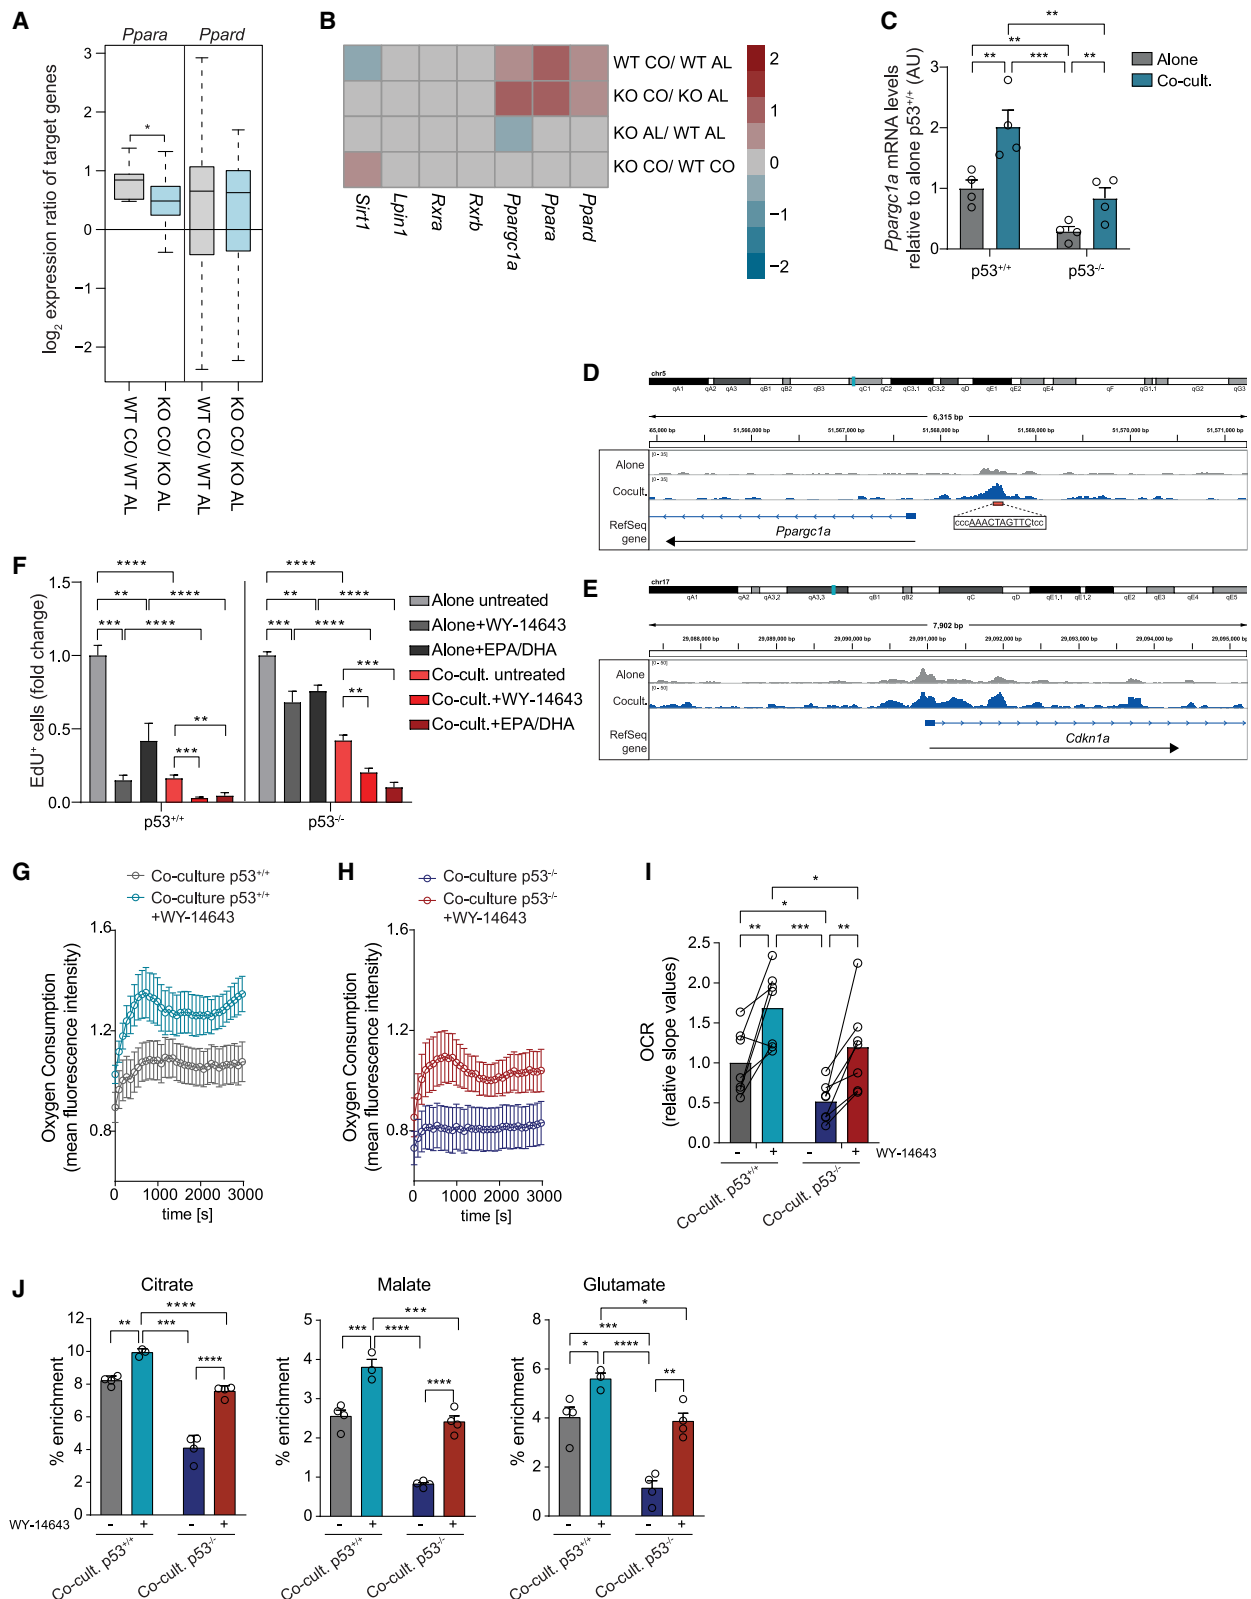

**Figure 3. p53 mediates quiescence through PPAR $\alpha$**

(A) RNA-seq log<sub>2</sub> expression ratios of *Ppara* and *Ppard* targets in indicated cultures.  
(B) RNA-seq log<sub>2</sub> expression ratios of FAO regulators in indicated cultures.

(legend continued on next page)

dysregulated in  $p53^{-/-}$  NPCs (Figure 2E) are PPAR targets,<sup>22</sup> we hypothesized that PPARs may also mediate p53 effects. Both *Ppara* and *Ppard* isoforms were expressed in NPCs and upregulated in co-culture (Figure 3B). However, while expression of target genes of both increased in quiescent NPCs, only *Ppara* targets were p53-dependent, suggestive of a p53/PPAR $\alpha$  cross-talk (Figure 3A). To identify the underlying mechanisms, we examined expression of PPARs themselves, alongside their key regulators<sup>23</sup> in the RNA-seq data and found PPAR $\alpha$  coactivator peroxisome proliferator-activated receptor gamma coactivator 1-alpha (*Ppargc1a/Pgc1a*),<sup>23</sup> to be strongly downregulated in  $p53^{-/-}$  NPCs cultured alone (Figure 3B). Subsequent qPCR validation experiments revealed a parallel significant decrease in *Ppargc1* levels in  $p53^{-/-}$  relative to  $p53^{+/+}$  NPCs co-cultures (Figure 3C). Furthermore, cleavage under targets and release using nuclease (CUT&RUN) analysis of wild-type NPCs, either alone or in co-culture, revealed direct binding of p53 at a response element within the *Ppargc1a* promoter, specifically upon quiescence (Figure 3D). Indeed, *Ppargc1a* was both bound by p53 in the CUT&RUN data and deregulated upon p53 loss in the RNA-seq data (Figure S3A). These results suggest a model whereby p53 activity in qNSCs induces *Ppargc1a* transcription. In turn, PPARGC1a enhances PPAR $\alpha$  activity to induce transcription of lipid-catabolic enzymes resulting in increased FAO and quiescence (Figure 4N). To test this model functionally, we asked whether increasing PPAR $\alpha$  activity through the administration of exogenous ligands would compensate for the PPARGC1a decrease in  $p53^{-/-}$  NSCs and rescue quiescence.<sup>24</sup> Treatment with the PPAR $\alpha$  agonist WY-14643 increased FAO genes expression and restored the cell-cycle arrest of  $p53^{-/-}$  co-cultured NPCs, without affecting stemness (Figures 3F and S3B–S3D). The WY-14643 rescue was dependent on PPAR $\alpha$  and not caused by off-target effects because it was lost in *Ppara* knockout cells (Figures S3E, S4F, and S4G). To confirm that the effects of WY-14643 were mediated by FAO downstream of PPAR $\alpha$ , we performed two parallel experiments. We measured the FA-driven oxygen consumption rate in quiescent  $p53^{+/+}$  and  $p53^{-/-}$  NPCs untreated or treated with WY-14643 and found a complete rescue of FAO in  $p53^{-/-}$  NPCs upon WY-14643 treatment (Figures 3G–3I). Next, we exposed quiescent  $p53^{+/+}$  and  $p53^{-/-}$  NPCs to  $^{13}\text{C}$ -palmitate in the presence or absence of WY-14643 and traced the incorporation of radiolabeled carbons into tricarboxylic acid (TCA) cycle intermediates and amino acids derived from TCA intermediates using gas chromatography-mass spectrometry (GC-MS). We found that while  $^{13}\text{C}$  incorporation into both was significantly decreased in untreated  $p53^{-/-}$  co-cultures, as expected, WY-14643 treatment restored it to the levels of  $p53^{+/+}$  co-cultures (Figures 3J and S3F).

WY-14643 treatment of  $p53^{+/+}$  NPCs monocultures also phenocopied the cell-cycle arrest of  $p53^{+/+}$  NPC co-cultures while treatment of  $p53^{+/+}$  NPC co-cultures resulted in a more pronounced arrest, which was paralleled by an increase in FAO in both metabolic assays, further confirming the link between fatty-acid metabolism and quiescence (Figures 3F and 3G). These experiments indicate that p53 mediates quiescence at least in part through regulation of FAO via a PPARGC1a/PPAR $\alpha$  axis.

### Dietary fish-oil supplementation delays tumor initiation

Our results suggest that premature activation of qNSCs through metabolic remodeling may be a mechanism by which p53 mutations drive GBM. We therefore hypothesized that restoring PPAR $\alpha$ -dependent FAO downstream of p53 loss may suppress tumorigenesis. PPAR $\alpha$  is a nutrient sensor and can be activated by dietary polyunsaturated FAs (PUFAs), providing a potential strategy for tumor prevention through diet.<sup>25</sup> To test this, we first examined *in vitro* effects of docosahexaenoic acid (DHA) and eicosapentaenoic acid (EPA) omega-3 PUFAs, the main components of fish oil. Treatment of  $p53^{+/+}$  and  $p53^{-/-}$  NPC co-cultures with EPA and DHA increased expression levels of FAO genes in both genotypes, restoring them to wild-type levels in  $p53^{-/-}$  NPCs (Figure S3G). This was accompanied by a PPAR $\alpha$ -dependent rescue of quiescence in  $p53^{-/-}$  NPCs (Figures 3F and S3E) and further suppression of proliferation in  $p53^{+/+}$  cells both alone and in co-culture as observed with WY-14643 (Figure 3F). Next, we tested the *in vivo* effects of dietary supplementation with fish oil. Fish oil, or PBS control, were administered to  $p53^{wt}$  or  $p53^{icKO}$  mice for a total of 3 weeks, and during the last 5 days tamoxifen was added prior to analysis of the SVZ 24 h later (Figure 4A). Strikingly, fish-oil supplementation fully reversed the effect of acute p53 loss in qNSCs  $p53^{icKO}$ , suppressing the increase in activated type-B and early type-C progenitors (Figures 4B and 4C).

To determine whether diet could impact oncogenic transformation, we examined the role of the identified p53/PPARGC1a/PPAR $\alpha$ /FAO pathway in tumor initiation from NSCs using a somatic mouse model of GBM based on CRISPR-Cas9 gene editing and PiggyBac transposition technology.<sup>26–28</sup> The model is driven by the combined inactivation of the tumor suppressor genes *Nf1*, *Pten*, and *Trp53* (alongside tdTomato overexpression, hereafter NPP model) in endogenous postnatal SVZ NSCs via electroporation (Figure S4B). As in genetically engineered mouse models carrying the same mutations,<sup>29,30</sup> the NPP model gives rise to brain tumors with histological and molecular features of GBM.<sup>27,28</sup> Importantly, the introduction of the mutations dramatically increased qNSC activation, relative to control mice

(C) qRT-PCR of *Ppargc1a* mRNA levels in  $p53^{+/+}$  and  $p53^{-/-}$  NPCs alone and in co-culture.  $n = 4$ .

(D and E) p53 CUT&RUN read coverage at *Ppargc1a* (D) and *Cdkn1a* (E) gene loci for alone and co-cultured NPCs.

(F) Quantification of EdU FACS profiles of indicated cultures treated or untreated with PPAR $\alpha$  agonist WY-14643 or omega-3 PUFAs (EPA/DHA). Fold change.  $n = 4$ .

(G and H) FA-driven oxygen consumption in  $p53^{+/+}$  (G) and  $p53^{-/-}$  (H) NPC co-cultures treated or untreated with WY-14643.  $n = 7$ .

(I) OCR of the signal profiles shown in (G) and (H).  $n = 7$ .

(J)  $^{13}\text{C}$  enrichment in co-cultured  $p53^{+/+}$  and  $p53^{-/-}$  NPCs treated or untreated with WY-14643.  $n = 4$ .

All graphs mean  $\pm$  SEM except in (A) where boxplots represent median and interquartile range; two-sided Wilcoxon test (A), two-way ANOVA with Tukey's multiple-comparisons test (C, F, I, and J).  $p$  values: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

See also Figure S3.

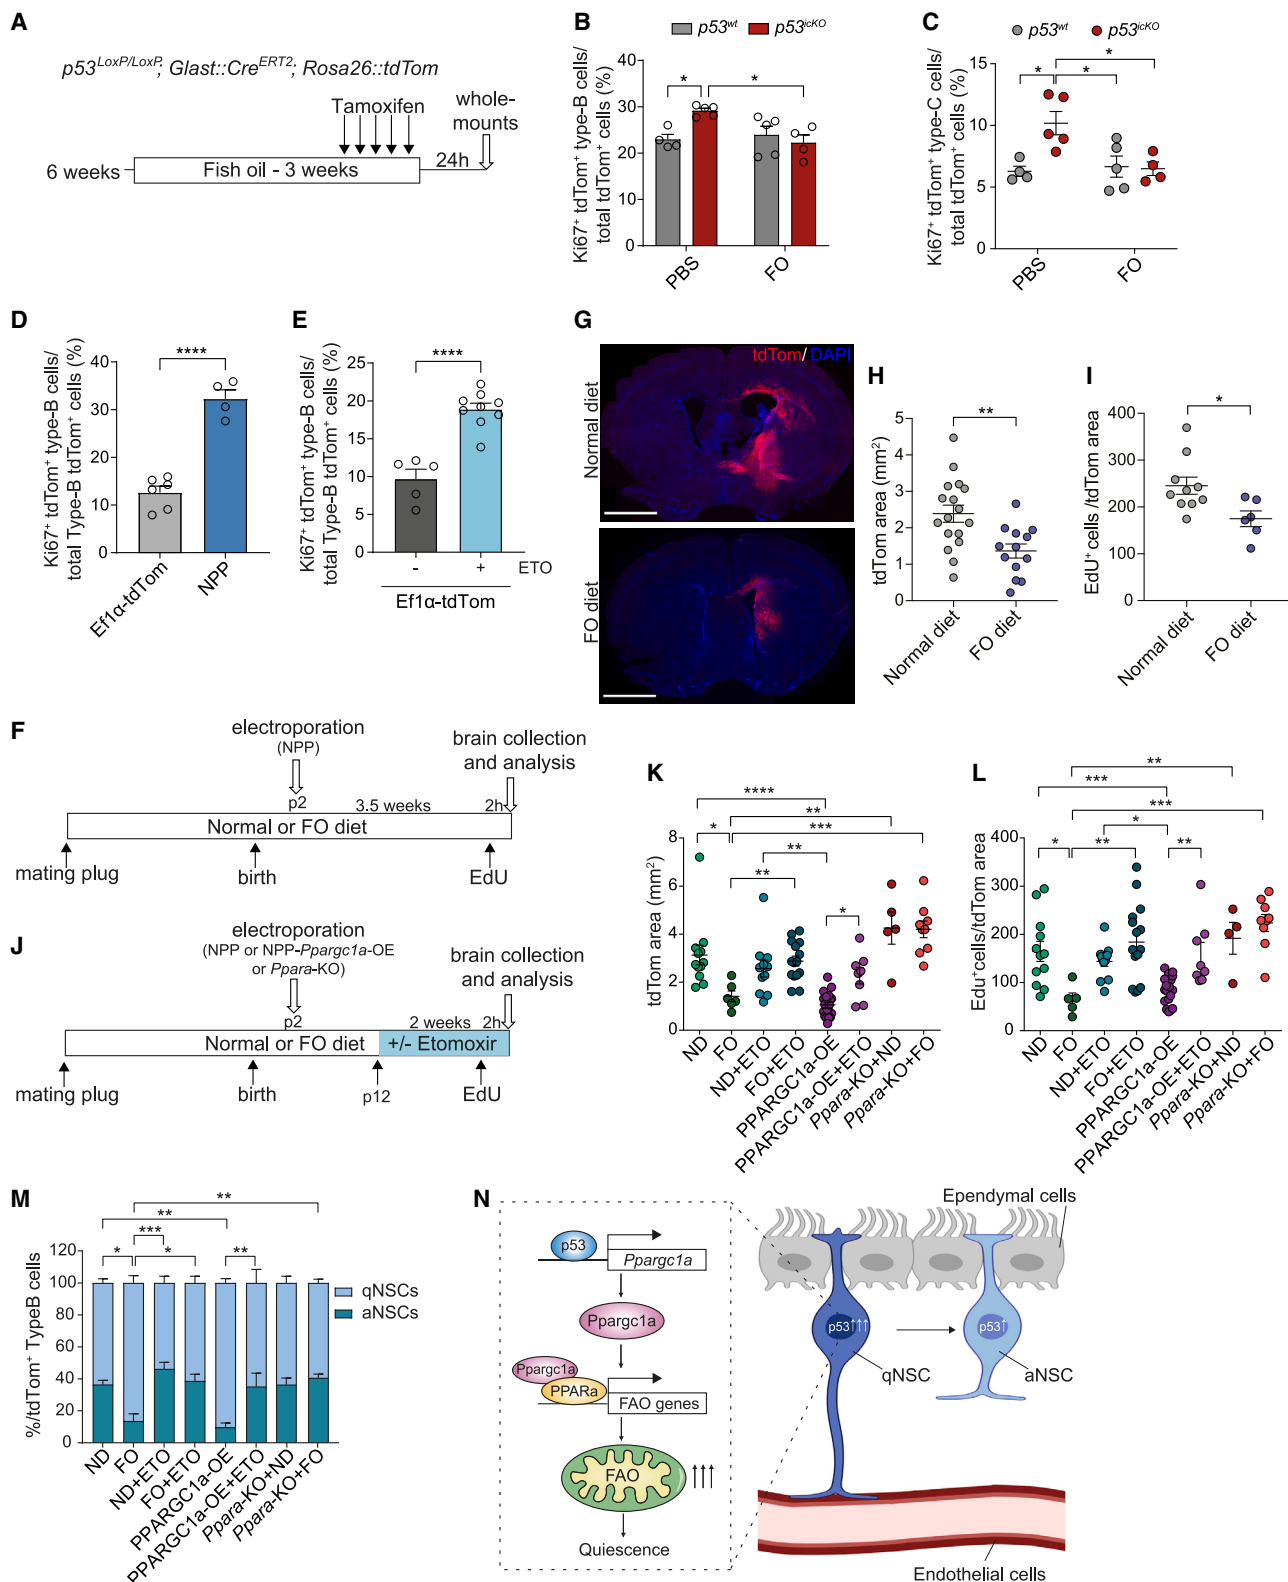

**Figure 4. A fish-oil supplemented diet delays tumor initiation**

(A) Schematic of experimental outline.

(B and C) Quantification of aNSCs (B) and proliferating type-C cell pairs (C) in *p53<sup>wt</sup>* and *p53<sup>icKO</sup>* mice administered PBS or fish oil (FO). *p53<sup>wt</sup>* + PBS; N = 4; *p53<sup>icKO</sup>* + PBS; N = 5; *p53<sup>wt</sup>* + FO; N = 5; *p53<sup>icKO</sup>* + FO; N = 4.

(legend continued on next page)

electroporated with a control tdTomato plasmid (Figures 4D and S4A), indicating that aberrant activation of qNSCs is an early event in tumor initiation. Furthermore, acute treatment of tdTomato-electroporated brains with an 8-day course of ETO during the same time period (p4–p11), phenocopied effects of p53 deletion in qNSC leading to their increased activation to a proliferative state compared with controls (Figures 4E and S4A). To determine whether p53 phenotypes could be reversed by diet in this tumor model, females were fed a high-fish-oil or normal control diet from conception through lactation. Tumorigenesis was then induced in the pups and brain tissue analyzed 3.5 weeks later, a time at which early lesions can be detected in control animals (Figures 4F and 4G). Remarkably, resulting lesions were significantly smaller and less proliferative in the high-fish-oil diet-fed group relative to controls, as judged by tdTomato<sup>+</sup> area and EdU incorporation, respectively (Figures 4G–4I). To determine whether fish-oil administration acts through FAO, we repeated the protocol described above in the presence or absence of a 14-day course of ETO (Figure 4J) and found that FAO inhibition completely abrogated fish-oil effects, leading to the development of larger and more proliferative lesions, similar to early NPP control tumors (Figures 4K and 4L). Furthermore, we assessed whether FAO induction downstream of p53 and fish oil depends on the identified PPARGC1a/PPAR $\alpha$  axis. The NPP construct was modified to incorporate the *Ppargc1a* gene (Figure S4B), resulting in its overexpression in the tumor cells (Figures S4C and S4E) and, importantly, upregulation of p53-regulated FAO genes (Figure S4D). *Ppargc1a*-overexpressing NPP tumors induced in animals fed a normal diet were significantly smaller and less proliferative than controls, phenocopying fish-oil effects (Figures 4K and 4L). Furthermore, *Ppargc1a* tumor-suppressive effects were fully reversed by ETO administration, confirming that they were FAO-dependent (Figures 4K and 4L). We next deleted the *Ppara* gene by introduction of a CRISPR sgRNA to *Ppara* into the NPP construct (Figure S4B, S4F and S4G) and used this construct to initiate tumors in animals fed a control or high-fish-oil diet. Remarkably, *Ppara* deletion abrogated the effects of fish oil, leading to the development of tumors of similar size as control NPP tumors fed a normal diet. In normal diet, NPP tumor development was unaffected by knockout of *Ppara*, as expected for p53-deficient tumors with compromised *Ppara* activity (Figures 4K and 4L). Thus, fish oil suppresses initiation through PPAR $\alpha$ -mediated FAO.

Finally, to confirm that these effects resulted from dysregulation of NSC quiescence, we assessed the proportions of qNSCs and aNSCs in all experimental groups described above (Figure 4M). Tumor size was directly related to NSC activation state, with all groups in which p53/PPARGC1a/PPAR $\alpha$ /FAO was disrupted displaying aberrant activation; those in which the pathway was rescued, namely fish-oil administration and *Ppargc1a* overexpression, retaining a much greater proportion of qNSCs in the SVZ. These experiments further underscore the functional link between FAO and quiescence. We conclude that diet counteracts tumor-initiating mutations to delay gliomagenesis.

## DISCUSSION

Mounting evidence suggests that normal tissues commonly bear a variety of genetic changes, including driver mutations.<sup>31–33</sup> How these mutations remain silent despite their tumor-initiating potential, is a fundamental and still unresolved question in cancer biology. It has been proposed that a normal tissue micro-environment acts as a tumor-suppressive mechanism by dominantly keeping mutations in check.<sup>31,34</sup> Our study identifies diet as a key contributing factor in mutation silencing.

Mutations in p53 that have been found to be shared between tumor-free SVZ and matching tumors of GBM patients<sup>2</sup> pointing to NSCs as GBM cells of origin and to p53 as a key tumor-initiating mutation. We found that p53 loss contributes to tumor initiation by prematurely activating qNSCs, which is consistent with observations in other niches.<sup>35–39</sup> Surprisingly, this was independent of its canonical effector p21, as it occurred through regulation of FAO, highlighting the dominant role of the cellular metabolic state in directing decisions between quiescence and activation.<sup>18–21</sup>

Unlike in other systems where p53 directly controls FAO genes,<sup>40,41</sup> in qNSCs p53 induces FAO via a PPARGC1a/PPAR $\alpha$  axis. There is a precedent for a bi-directional crosstalk between p53 and PPARGC1a and a role for the latter in controlling FAO in cancer.<sup>42–45</sup> It is tempting to speculate that the p53/PPARGC1a/PPAR $\alpha$  may represent a general homeostatic pathway in normal cells, which is hijacked in cancer to promote tumor growth by rewiring the cell metabolic state.

These findings have important therapeutic implications as we showed that, in the context of the NPP model, early GBM development was dramatically suppressed by fish oil. This suggests that dietary intervention may be an effective therapeutic strategy

(D) Quantification of aNSCs following electroporation of EF1 $\alpha$ -tdTomato or NPP plasmids. EF1 $\alpha$ -tdTom, N = 6; NPP, N = 4.

(E) Quantification of aNSCs following electroporation of EF1 $\alpha$ -tdTomato and treatment with etomoxir (+ETO, N = 9) or vehicle control (–ETO, N = 5).

(F) Schematic of experimental outline.

(G and H) Representative images (G) and quantifications (H) of tdTom-labeled tumors in mice fed normal (ND) or FO-supplemented diet. Scale bars: 2 mm. ND, N = 17; FO, N = 13.

(I) Quantification of EdU<sup>+</sup> cells normalized to tdTom<sup>+</sup> tumor area. ND, N = 10; FO, N = 6.

(J) Schematic of experimental outline.

(K and L) Quantifications of tdTom area (K) and EdU<sup>+</sup> cells (L) following electroporation with: NPP construct fed ND or FO diet with or without ETO; NPP constructs overexpressing *Ppargc1a* fed ND with (PPARGC1a-OE + ETO) or without (PPARGC1a-OE) ETO; NPP constructs expressing sgRNAs to *Ppara* fed ND (*Ppara*-KO + ND) or FO (*Ppara*-KO + FO). ND, N = 12; FO, N = 6; ND + ETO, N = 11; FO + ETO, N = 14; PPARGC1a-OE, N = 13; PPARGC1a-OE + ETO, N = 8; *Ppara*-KO + ND, N = 4; *Ppara*-KO + FO, N = 9.

(M) Quantification of qNSCs and aNSCs in the SVZ of tumor-bearing mice in (K) and (L).

(N) Model. All graphs represent mean  $\pm$  SEM; two-way ANOVA with Tukey's multiple-comparison test (B and C); unpaired two-tailed Student's t test (D, E, H, and I); one-way ANOVA with Tukey's multiple-comparisons test (K, L, and M). p values: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001. ns > 0.05

See also Figure S4.

for suppressing tumor initiation. As quiescent stem cells often share a common metabolic profile and can act as cancer cell-of-origin across many tissues, dietary intervention may provide a more general approach for cancer prevention.<sup>46</sup>

### Limitations of the study

It is possible that additional effectors besides increased FAO mediate quiescence downstream of p53 and future studies should explore this possibility. It would be equally important to examine the long-term impact of fish-oil supplementation on long-term survival and the relevance of our mouse findings to human disease.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **RESOURCE AVAILABILITY**
  - Materials Availability
  - Data and Code Availability
- **EXPERIMENTAL MODEL AND SUBJECT DETAILS**
  - Mice
  - Neural progenitor cell culture
  - Brain microvascular endothelial cell culture
- **METHOD DETAILS**
  - Tamoxifen, EdU, Fish oil and Etomoxir administration
  - FACS
  - Co-culture experiments and cell treatments
  - Immunohistochemistry and Immunofluorescence
  - FAO assay
  - Sample extraction for LC-HRMS analysis
  - Nucleotides analysis by LC-HRMS
  - <sup>13</sup>C-palmitate tracer experiments and GC-MS analysis
  - Quantitative RT-PCR
  - RNA-Sequencing
  - RNA-seq data pre-processing and differential expression analysis
  - CUT&RUN library preparation and sequencing
  - CUT&RUN data pre-processing and peak calling
  - Bioinformatics analysis
- **QUANTIFICATION AND STATISTICAL ANALYSIS**

### SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.devcel.2023.03.021>.

### ACKNOWLEDGMENTS

This work was funded by Cancer Research UK (C55501/A21203), NIHR Biomedical Research Centre (NIHR-INF-0389), Medical Research Council (MC\_UP\_A652\_1002; MC-A658-STY20), the Oli Hillsdon Foundation through The Brain Tumour Charity (GN-000595), the Wellcome Trust (104566/Z/14/Z) and the Francis Crick Institute, which receives core funding from Cancer Research UK (FC001088), the Medical Research Council (FC001088) and the Wellcome Trust (FC001088). It used the computing resources of the UK Medical Bioinformatics partnership supported by the Medical Research Council and Imperial College High Performance Computing Service. We thank M.

Goetz for GLAST::CreERT2 mice and O. Samson for *Cdkn1a*<sup>-/-</sup> tissue, J. Manji for microscopy, Y. Guo, G. Morrow and B. Wilbourn for FACS, S. Khadayate for bioinformatics, D. Helmlinger and L. Game for technical advice, L. Brooks for cloning and F. Guillemot for critical reading of the manuscript. Graphical abstract and Figure 4N were created with [BioRender.com](https://www.biorender.com).

### AUTHOR CONTRIBUTIONS

Conceptualization, S.P. Methodology, V.A., T.D., C.G.-D., A.P.G., H.K., and S.P. Investigation, V.A., T.D., M.P.C., H.S.R., A.B., M.S.D.S., J.I.M., J.M., and S.P. Formal analysis, A.M.-S., H.S.R., M.S.D.S., J.M., and S.M. Resources, S.M. and A.P.G. Writing – original draft, V.A. and S.P. Writing – review and editing V.A., S.P., S.M., and A.P.G. Visualization, V.A., S.M., A.B., and S.P. Supervision, H.K., A.P.G., S.M., and S.P. Funding acquisition, A.P.G., S.M., and S.P.

### DECLARATION OF INTERESTS

The authors declare no competing interests.

### INCLUSION AND DIVERSITY

We support inclusive, diverse, and equitable conduct of research.

Received: January 17, 2021

Revised: December 9, 2021

Accepted: March 28, 2023

Published: April 20, 2023

### REFERENCES

1. Sanai, N., Tramontin, A.D., Quiñones-Hinojosa, A., Barbaro, N.M., Gupta, N., Kunwar, S., Lawton, M.T., McDermott, M.W., Parsa, A.T., Manuel-García Verdugo, J., et al. (2004). Unique astrocyte ribbon in adult human brain contains neural stem cells but lacks chain migration. *Nature* 427, 740–744. <https://doi.org/10.1038/nature02301>.
2. Lee, J.H., Lee, J.E., Kahng, J.Y., Kim, S.H., Park, J.S., Yoon, S.J., Um, J.Y., Kim, W.K., Lee, J.K., Park, J., et al. (2018). Human glioblastoma arises from subventricular zone cells with low-level driver mutations. *Nature* 560, 243–247. <https://doi.org/10.1038/s41586-018-0389-3>.
3. Brennan, C.W., Verhaak, R.G.W., McKenna, A., Campos, B., Nounshmeir, H., Salama, S.R., Zheng, S., Chakravarty, D., Sanborn, J.Z., Berman, S.H., et al. (2013). The somatic genomic landscape of glioblastoma. *Cell* 155, 462–477. <https://doi.org/10.1016/j.cell.2013.09.034>.
4. Meletis, K., Wirta, V., Hede, S.M., Nistér, M., Lundberg, J., and Frisén, J. (2006). p53 suppresses the self-renewal of adult neural stem cells. *Development* 133, 363–369. <https://doi.org/10.1242/dev.02208>.
5. Gil-Perotin, S., Marin-Husstege, M., Li, J., Soriano-Navarro, M., Zindy, F., Roussel, M.F., Garcia-Verdugo, J.M., and Casaccia-Bonnel, P. (2006). Loss of p53 induces changes in the behavior of subventricular zone cells: implication for the genesis of glial tumors. *J. Neurosci.* 26, 1107–1116. <https://doi.org/10.1523/JNEUROSCI.3970-05.2006>.
6. Lim, D.A., and Alvarez-Buylla, A. (2016). The adult ventricular-subventricular zone (V-SVZ) and olfactory bulb (OB) neurogenesis. *Cold Spring Harb. Perspect. Biol.* 8, a018820. <https://doi.org/10.1101/cshperspect.a018820>.
7. Obernier, K., Cebrian-Silla, A., Thomson, M., Parraguez, J.I., Anderson, R., Guinto, C., Rodas Rodriguez, J., Garcia-Verdugo, J.M., and Alvarez-Buylla, A. (2018). Adult neurogenesis is sustained by symmetric self-renewal and differentiation. *Cell Stem Cell* 22, 221.e8–234.e8. <https://doi.org/10.1016/j.stem.2018.01.003>.
8. Ottone, C., Krusche, B., Whitby, A., Clements, M., Quadrato, G., Pitulescu, M.E., Adams, R.H., and Parrinello, S. (2014). Direct cell-cell contact with the vascular niche maintains quiescent neural stem cells. *Nat. Cell Biol.* 16, 1045–1056. <https://doi.org/10.1038/ncb3045>.
9. Codega, P., Silva-Vargas, V., Paul, A., Maldonado-Soto, A.R., DeLeo, A.M., Pastrana, E., and Doetsch, F. (2014). Prospective identification and purification of quiescent adult neural stem cells from their in vivo

- niche. *Neuron* 82, 545–559. <https://doi.org/10.1016/j.neuron.2014.02.039>.
10. Llorens-Bobadilla, E., Zhao, S., Baser, A., Saiz-Castro, G., Zwadlo, K., and Martin-Villalba, A. (2015). Single-cell transcriptomics reveals a population of dormant neural stem cells that become activated upon brain injury. *Cell Stem Cell* 17, 329–340. <https://doi.org/10.1016/j.stem.2015.07.002>.
11. Mizrak, D., Levitin, H.M., Delgado, A.C., Crotet, V., Yuan, J., Chaker, Z., Silva-Vargas, V., Sims, P.A., and Doetsch, F. (2019). Single-cell analysis of regional differences in adult V-SVZ neural stem cell lineages. *Cell Rep.* 26, 394.e5–406.e5. <https://doi.org/10.1016/j.celrep.2018.12.044>.
12. Tong, C.K., Chen, J., Cebrián-Silla, A., Mirzadeh, Z., Obernier, K., Guinto, C.D., Tecott, L.H., García-Verdugo, J.M., Kriegstein, A., and Alvarez-Buylla, A. (2014). Axonal control of the adult neural stem cell niche. *Cell Stem Cell* 14, 500–511. <https://doi.org/10.1016/j.stem.2014.01.014>.
13. Paul, A., Chaker, Z., and Doetsch, F. (2017). Hypothalamic regulation of regionally distinct adult neural stem cells and neurogenesis. *Science* 356, 1383–1386. <https://doi.org/10.1126/science.aal3839>.
14. Mathieu, C., Sii-Felice, K., Fouchet, P., Etienne, O., Haton, C., Mabondzo, A., Boussin, F.D., and Mouthon, M.A. (2008). Endothelial cell-derived bone morphogenetic proteins control proliferation of neural stem/progenitor cells. *Mol. Cell. Neurosci.* 38, 569–577. <https://doi.org/10.1016/j.mcn.2008.05.005>.
15. Engeland, K. (2022). Cell cycle regulation: p53-p21-RB signaling. *Cell Death Differ.* 29, 946–960. <https://doi.org/10.1038/s41418-022-00988-z>.
16. Biegging, K.T., Mello, S.S., and Attardi, L.D. (2014). Unravelling mechanisms of p53-mediated tumor suppression. *Nat. Rev. Cancer* 14, 359–370. <https://doi.org/10.1038/nrc3711>.
17. Engeland, K. (2018). Cell cycle arrest through indirect transcriptional repression by p53: I have a DREAM. *Cell Death Differ.* 25, 114–132. <https://doi.org/10.1038/cdd.2017.172>.
18. Knobloch, M., Pilz, G.A., Ghesquière, B., Kovacs, W.J., Wegleiter, T., Moore, D.L., Hruzova, M., Zamboni, N., Carmeliet, P., and Jessberger, S. (2017). A fatty acid oxidation-dependent metabolic shift regulates adult neural stem cell activity. *Cell Rep.* 20, 2144–2155. <https://doi.org/10.1016/j.celrep.2017.08.029>.
19. Ito, K., Carracedo, A., Weiss, D., Arai, F., Ala, U., Avigan, D.E., Schafer, Z.T., Evans, R.M., Suda, T., Lee, C.H., and Pandolfi, P.P. (2012). A PML-PPAR- $\delta$  pathway for fatty acid oxidation regulates hematopoietic stem cell maintenance. *Nat. Med.* 18, 1350–1358. <https://doi.org/10.1038/nm.2882>.
20. Mihaylova, M.M., Cheng, C.W., Cao, A.Q., Tripathi, S., Mana, M.D., Bauer-Rowe, K.E., Abu-Remaih, M., Clavain, L., Erdemir, A., Lewis, C.A., et al. (2018). Fasting activates fatty acid oxidation to enhance intestinal stem cell function during homeostasis and aging. *Cell Stem Cell* 22, 769.e4–778.e4. <https://doi.org/10.1016/j.stem.2018.04.001>.
21. Wang, T., Fahrman, J.F., Lee, H., Li, Y.J., Tripathi, S.C., Yue, C., Zhang, C., Lifshitz, V., Song, J., Yuan, Y., et al. (2018). JAK/STAT3-regulated fatty acid  $\beta$ -oxidation is critical for breast cancer stem cell self-renewal and chemoresistance. *Cell Metab.* 27, 136.e5–150.e5. <https://doi.org/10.1016/j.cmet.2017.11.001>.
22. Fang, L., Zhang, M., Li, Y., Liu, Y., Cui, Q., and Wang, N. (2016). PPARgene: A database of experimentally verified and computationally predicted PPAR target genes. *PPAR Res.* 2016, 6042162. <https://doi.org/10.1155/2016/6042162>.
23. Sugden, M.C., Caton, P.W., and Holness, M.J. (2010). PPAR control: it's SIRTainly as easy as PGC. *J. Endocrinol.* 204, 93–104. <https://doi.org/10.1677/JOE-09-0359>.
24. Vega, R.B., Huss, J.M., and Kelly, D.P. (2000). The coactivator PGC-1 co-operates with peroxisome proliferator-activated receptor  $\alpha$  in transcriptional control of nuclear genes encoding mitochondrial fatty acid oxidation enzymes. *Mol. Cell. Biol.* 20, 1868–1876. <https://doi.org/10.1128/MCB.20.5.1868-1876.2000>.
25. Contreras, A.V.v., Torres, N., and Tovar, A.R. (2013). PPAR- $\alpha$  as a key nutritional and environmental sensor for metabolic adaptation. *Adv. Nutr.* 4, 439–452. <https://doi.org/10.3945/an.113.003798>.
26. Zuckermann, M., Hovestadt, V., Knobbe-Thomsen, C.B., Zapatka, M., Northcott, P.A., Schramm, K., Belic, J., Jones, D.T.W., Tschida, B., Moriarty, B., et al. (2015). Somatic CRISPR/Cas9-mediated tumor suppressor disruption enables versatile brain tumor modelling. *Nat. Commun.* 6, 7391. <https://doi.org/10.1038/ncomms8391>.
27. Garcia-Diaz, C., Mereu, E., Clements, M.P., Pöytsi, A., Galvez-Cancino, F., Castillo, S.P., Courtot, L., Ruiz, S., Roncaroli, F., Yuan, Y., et al. (2021). Glioblastoma cell fate is differentially regulated by the microenvironments of the tumor bulk and infiltrative margin. Preprint at bioRxiv. <https://doi.org/10.1101/2021.06.11.447915>.
28. Brooks, L.J., Clements, M.P., Burden, J.J., Kocher, D., Richards, L., Devesa, S.C., Zakka, L., Woodberry, M., Ellis, M., Jaunmuktane, Z., et al. (2021). The white matter is a pro-differentiative niche for glioblastoma. *Nat. Commun.* 12, 2184. <https://doi.org/10.1038/s41467-021-22225-w>.
29. Alcantara Llaguno, S., Chen, J., Kwon, C.H., Jackson, E.L., Li, Y., Burns, D.K., Alvarez-Buylla, A., and Parada, L.F. (2009). Malignant astrocytomas originate from neural stem/progenitor cells in a somatic tumor suppressor mouse model. *Cancer Cell* 15, 45–56. <https://doi.org/10.1016/j.ccr.2008.12.006>.
30. Kwon, C.H., Zhao, D., Chen, J., Alcantara, S., Li, Y., Burns, D.K., Mason, R.P., Lee, E.Y.H.P., Wu, H., and Parada, L.F. (2008). Pten haploinsufficiency accelerates formation of high-grade astrocytomas. *Cancer Res.* 68, 3286–3294. <https://doi.org/10.1158/0008-5472.CAN-07-6867>.
31. Bissell, M.J., and Hines, W.C. (2011). Why don't we get more cancer? A proposed role of the microenvironment in restraining cancer progression. *Nat. Med.* 17, 320–329. <https://doi.org/10.1038/nm.2328>.
32. Martincorena, I., Fowler, J.C., Wabik, A., Lawson, A.R.J., Abascal, F., Hall, M.W.J., Cagan, A., Murai, K., Mahbubani, K., Stratton, M.R., et al. (2018). Somatic mutant clones colonize the human esophagus with age. *Science* 362, 911–917. <https://doi.org/10.1126/science.aau3879>.
33. Martincorena, I., Raine, K.M., Gerstung, M., Dawson, K.J., Haase, K., van Loo, P., Davies, H., Stratton, M.R., and Campbell, P.J. (2017). Universal patterns of selection in cancer and somatic tissues. *Cell* 171, 1029.e21–1041.e21. <https://doi.org/10.1016/j.cell.2017.09.042>.
34. Pasquale, E.B. (2010). Eph receptors and ephrins in cancer: bidirectional signalling and beyond. *Nat. Rev. Cancer* 10, 165–180. <https://doi.org/10.1038/nrc2806>.
35. Zhang, J., Grindley, J.C., Yin, T., Jayasinghe, S., He, X.C., Ross, J.T., Haug, J.S., Rupp, D., Porter-Westpfahl, K.S., Wiedemann, L.M., et al. (2006). PTEN maintains haematopoietic stem cells and acts in lineage choice and leukaemia prevention. *Nature* 441, 518–522. <https://doi.org/10.1038/nature04747>.
36. White, A.C., Khuu, J.K., Dang, C.Y., Hu, J., Tran, K.V.v., Liu, A., Gomez, S., Zhang, Z., Yi, R., Scumpia, P., et al. (2014). Stem cell quiescence acts as a tumor suppressor in squamous tumors. *Nat. Cell Biol.* 16, 99–107. <https://doi.org/10.1038/ncb2889>.
37. He, X.C., Yin, T., Grindley, J.C., Tian, Q., Sato, T., Tao, W.A., Dirisina, R., Porter-Westpfahl, K.S., Hembree, M., Johnson, T., et al. (2007). PTEN-deficient intestinal stem cells initiate intestinal polyposis. *Nat. Genet.* 39, 189–198. <https://doi.org/10.1038/ng1928>.
38. Westphalen, C.B., Asfaha, S., Hayakawa, Y., Takemoto, Y., Lukin, D.J., Nuber, A.H., Brandtner, A., Settlik, W., Remotti, H., Muley, A., et al. (2014). Long-lived intestinal tuft cells serve as colon cancer-initiating cells. *J. Clin. Invest.* 124, 1283–1295. <https://doi.org/10.1172/JCI73434>.
39. Moon, H., Donahue, L.R., Choi, E., Scumpia, P.O., Lowry, W.E., Grenier, J.K., Zhu, J., and White, A.C. (2017). Melanocyte stem cell activation and translocation initiate cutaneous melanoma in response to UV exposure. *Cell Stem Cell* 21, 665.e6–678.e6. <https://doi.org/10.1016/j.stem.2017.09.001>.
40. Jiang, D., LaGory, E.L., Kenzelmann Broz, D., Biegging, K.T., Brady, C.A., Link, N., Abrams, J.M., Giaccia, A.J., and Attardi, L.D. (2015). Analysis

- p53 transactivation domain mutants reveals Acad11 as a metabolic target important for p53 pro-survival function.
- Cell Rep.*
- 10, 1096–1109.
- <https://doi.org/10.1016/j.celrep.2015.01.043>
- .
41. Bensaad, K., Tsuruta, A., Selak, M.A., Vidal, M.N.C., Nakano, K., Bartrons, R., Gottlieb, E., and Vousden, K.H. (2006). TIGAR, a p53-inducible regulator of glycolysis and apoptosis. *Cell* 126, 107–120. <https://doi.org/10.1016/j.cell.2006.05.036>.
  42. Aquilano, K., Baldelli, S., Pagliel, B., Cannata, S.M., Rotilio, G., and Ciriolo, M.R. (2013). P53 orchestrates the PGC-1 $\alpha$ -mediated antioxidant response upon mild redox and metabolic imbalance. *Antioxid. Redox Signal.* 18, 386–399. <https://doi.org/10.1089/ars.2012.4615>.
  43. Sen, N., Satija, Y.K., and Das, S. (2011). PGC-1 $\alpha$ , a key modulator of p53, promotes cell survival upon metabolic stress. *Mol. Cell* 44, 621–634. <https://doi.org/10.1016/j.molcel.2011.08.044>.
  44. Carracedo, A., Weiss, D., Leljaert, A.K., Bhasin, M., De Boer, V.C.J., Laurent, G., Adams, A.C., Sundvall, M., Song, S.J., Ito, K., et al. (2012). A metabolic pro-survival role for PML in breast cancer. *J. Clin. Invest.* 122, 3088–3100. <https://doi.org/10.1172/JCI62129>.
  45. Sahin, E., Colla, S., Liesa, M., Moslehi, J., Müller, F.L., Guo, M., Cooper, M., Kotton, D., Fabian, A.J., Walkey, C., et al. (2011). Telomere dysfunction induces metabolic and mitochondrial compromise. *Nature* 470, 359–365. <https://doi.org/10.1038/nature09787>.
  46. Knobloch, M., and Widmann, C. (2018). Burning fat to keep your stem cells? The role of fatty acid oxidation in various tissue stem cells. *Curr. Opin. Lipidol.* 29, 426–427. <https://doi.org/10.1097/MOL.0000000000000546>.
  47. Urbán, N., van den Berg, D.L.C., Forget, A., Andersen, J., Demmers, J.A.A., Hunt, C., Ayrault, O., and Guillemot, F. (2016). Return to quiescence of mouse neural stem cells by degradation of a proactivation protein. *Science* 353, 292–295. <https://doi.org/10.1126/science.aaf4802>.
  48. Marino, S., Vooijs, M., van der Gulden, H., Jonkers, J., and Berns, A. (2000). Induction of medulloblastomas in p53-null mutant mice by somatic inactivation of Rb in the external granular layer cells of the cerebellum. *Genes Dev.* 14, 994–1004. <https://doi.org/10.1101/gad.14.8.994>.
  49. Mori, T., Tanaka, K., Buffo, A., Wurst, W., Kühn, R., and Götz, M. (2006). Inducible gene deletion in astroglia and radial glia - a valuable tool for functional and lineage analysis. *Glia* 54, 21–34. <https://doi.org/10.1002/glia.20350>.
  50. Schindelin, J., Arganda-Carreras, I., Frise, E., Kaynig, V., Longair, M., Pietzsch, T., Preibisch, S., Rueden, C., Saalfeld, S., Schmid, B., et al. (2012). Fiji: an open-source platform for biological-image analysis. *Nat. Methods* 9, 676–682. <https://doi.org/10.1038/nmeth.2019>.
  51. Kim, D., Pertea, G., Trapnell, C., Pimentel, H., Kelley, R., and Salzberg, S.L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol.* 14, R36. <https://doi.org/10.1186/gb-2013-14-4-r36>.
  52. Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550. <https://doi.org/10.1186/s13059-014-0550-8>.
  53. Anders, S., Pyl, P.T., and Huber, W. (2015). HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31, 166–169. <https://doi.org/10.1093/bioinformatics/btu638>.
  54. Bolger, A.M., Lohse, M., and Usadel, B. (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* 30, 2114–2120. <https://doi.org/10.1093/bioinformatics/btu170>.
  55. Langmead, B., and Salzberg, S.L. (2012). Fast gapped-read alignment with Bowtie 2. *Nat. Methods* 9, 357–359. <https://doi.org/10.1038/nmeth.1923>.
  56. Zhu, L.J., Gazin, C., Lawson, N.D., Pagès, H., Lin, S.M., Lapointe, D.S., and Green, M.R. (2010). ChIPPeakAnno: a bioconductor package to annotate ChIP-seq and ChIP-chip data. *BMC Bioinformatics* 11, 237. <https://doi.org/10.1186/1471-2105-11-237>.
  57. Richardson, J.E., and Bult, C.J. (2015). Visual annotation display (VLAD): a tool for finding functional themes in lists of genes. *Mamm. Genome* 26, 567–573. <https://doi.org/10.1007/s00335-015-9570-2>.
  58. Zhang, Y., Liu, T., Meyer, C.A., Eeckhoute, J., Johnson, D.S., Bernstein, B.E., Nusbaum, C., Myers, R.M., Brown, M., Li, W., and Liu, X.S. (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* 9, R137. <https://doi.org/10.1186/gb-2008-9-9-r137>.
  59. Raudvere, U., Kolberg, L., Kuzmin, I., Arak, T., Adler, P., Peterson, H., and Vilo, J. (2019). g:profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). *Nucleic Acids Res.* 47, W191–W198. <https://doi.org/10.1093/nar/gkz369>.
  60. Madisen, L., Zwingman, T.A., Sunken, S.M., Oh, S.W., Zariwala, H.A., Gu, H., Ng, L.L., Palmiter, R.D., Hawrylycz, M.J., Jones, A.R., et al. (2010). A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. *Nat. Neurosci.* 13, 133–140. <https://doi.org/10.1038/nn.2467>.
  61. Cole, A.M., Ridgway, R.A., Derkits, S.E., Parry, L., Barker, N., Clevers, H., Clarke, A.R., and Sansom, O.J. (2010). P21 loss blocks senescence following Apc loss and provokes tumorigenesis in the renal but not the intestinal epithelium. *EMBO Mol. Med.* 2, 472–486. <https://doi.org/10.1002/emmm.201000101>.
  62. Sanjana, N.E., Shalem, O., and Zhang, F. (2014). Improved vectors and genome-wide libraries for CRISPR screening. *Nat. Methods* 11, 783–784. <https://doi.org/10.1038/nmeth.3047>.
  63. Feliciano, D.M., Lafourcade, C.A., and Bordey, A. (2013). Neonatal sub-ventricular zone electroporation. *J. Vis. Exp.* 72, 50197. <https://doi.org/10.3791/50197>.
  64. Kern, S.E., Pietenpol, J.A., Thiagalingam, S., Seymour, A., Kinzler, K.W., and Vogelstein, B. (1992). Oncogenic forms of p53 inhibit p53-regulated gene expression. *Science* 256, 827–830. <https://doi.org/10.1126/science.1589764>.
  65. El-Deiry, W.S., Tokino, T., Velculescu, V.E., Levy, D.B., Parsons, R., Trent, J.M., Lin, D., Mercer, W.E., Kinzler, K.W., and Vogelstein, B. (1993). WAF1, a potential mediator of p53 tumor suppression. *Cell* 75, 817–825. [https://doi.org/10.1016/0092-8674\(93\)90500-P](https://doi.org/10.1016/0092-8674(93)90500-P).
  66. Mirzadeh, Z., Doetsch, F., Sawamoto, K., Wichterle, H., and Alvarez-Buylla, A. (2010). The subventricular zone en-face: wholemount staining and ependymal flow. *J. Vis. Exp.* 1938.
  67. MacRae, J.I., Dixon, M.W.A., Dearnley, M.K., Chua, H.H., Chambers, J.M., Kenny, S., Bottova, I., Tilley, L., and McConville, M.J. (2013). Mitochondrial metabolism of sexual and asexual blood stages of the malaria parasite *Plasmodium falciparum*. *BMC Biol.* 11, 67. <https://doi.org/10.1186/1741-7007-11-67>.
  68. Behrends, V., Tredwell, G.D., and Bundy, J.G. (2011). A software complement to AMDIS for processing GC-MS metabolomic data. *Anal. Biochem.* 415, 206–208. <https://doi.org/10.1016/j.ab.2011.04.009>.
  69. Picelli, S., Björklund, Å.K., Faridani, O.R., Sagasser, S., Winberg, G., and Sandberg, R. (2013). Smart-seq2 for sensitive full-length transcriptome profiling in single cells. *Nat. Methods* 10, 1096–1098. <https://doi.org/10.1038/nmeth.2639>.
  70. Skene, P.J., Henikoff, J.G., and Henikoff, S. (2018). Targeted in situ genome-wide profiling with high efficiency for low cell numbers. *Nat. Protoc.* 13, 1006–1019. <https://doi.org/10.1038/nprot.2018.015>.
  71. Zhu, Q., Liu, N., Orkin, S.H., and Yuan, G.C. (2019). CUT&RUNTools: a flexible pipeline for CUT&RUN processing and footprint analysis. *Genome Biol.* 20, 192. <https://doi.org/10.1186/s13059-019-1802-4>.

# STAR★METHODS

## KEY RESOURCES TABLE

(Continued on next page)

### Continued

## RESOURCE AVAILABILITY

### Materials Availability

This study did not generate new unique reagents.

### Data and Code Availability

- The scRNA-seq and CUT&RUN data have been deposited at GEO. Accession numbers are listed in the [key resources table](#).
- This paper does not report original code.

## EXPERIMENTAL MODEL AND SUBJECT DETAILS

### Mice

All procedures were performed in compliance with the Animal Scientific Procedures Act, 1986 and approved by the UCL Animal Welfare and Ethical Review Body (AWERB) in accordance with the International guidelines of the Home Office (UK). GFAP::GFP mice

were obtained from The Jackson Laboratory (Jax 003257).  $p53^{icKO}$  were generated by crossing GLAST::CreERT2 mice to animals carrying a loxP-flanked *Trp53* gene ( $p53^{LoxP/LoxP}$ ) or  $p53^{+/+}$  and to a Rosa26::tdTom inducible reporter strain (Jax 007914).<sup>48,49,60</sup> Animals were in a mixed 129xC57BL/6J background and both males and females were analysed between 7–10 weeks of age. For tumour initiation experiments, C57BL/6J mice were purchased from Charles River (Jax 000664). Approximately an equal number of male and female mice were used per experiment. Mice were group-housed (where possible) in individually ventilated cages and maintained with 12-hour light/dark cycles with water and chow available *ad libitum*.

### Neural progenitor cell culture

NPCs were isolated from the SVZ of postnatal day 9–12 (P9–P12) mouse brains as previously described.<sup>8</sup> Briefly, following microdissection, the SVZ was digested by incubation in HBSS (Invitrogen, 14170-088) supplemented with 0.25% trypsin and 60 U ml<sup>-1</sup> Dnase I (Sigma, D4263) for 2 minutes at 37°C. Single cell suspensions were plated onto poly-L-lysine (PLL)-coated plates in SVZ explant medium consisting of DMEM/F12 (Invitrogen, 11320074), 3% FBS (Invitrogen), 20 ng ml<sup>-1</sup> EGF (Peprotech, 315-09-1000) for 48 h. NPCs were routinely grown, for up to 8–10 passages, in SVZ culture medium consisting of DMEM/F12 (Life technologies, 11320074), 0.25% FBS, N2 (Life technologies, 17502001), 20 ng ml<sup>-1</sup> EGF, 10 ng ml<sup>-1</sup> bFGF (Peprotech, 450-33A) and 35 µg ml<sup>-1</sup> bovine pituitary extract. For the *Cdkn1a* loss-of-function experiments, NPCs were isolated from the SVZs of  $p21^{+/+}$  or  $p21^{-/-}$  mice, a kind gift of Dr Owen J. Sansom<sup>61</sup> (Cancer Research UK Beatson Institute, Glasgow, UK).

### Brain microvascular endothelial cell culture

C57BL/6J primary mouse brain microvascular endothelial cells (bmVEC) were purchased from Cell Biologics (C57-6023) and subcultured on plates coated with attachment factor protein (Life Technologies, S006110) in Endothelial Cell Growth Medium 2 (Promocell, C-22111).

## METHOD DETAILS

### Tamoxifen, EdU, Fish oil and Etomoxir administration

How the deposited data were processed for this re-analysis (not part of the article)

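Gene expression was measured by bulk RNA-seq in 12 libraries of mouse SVZ NPCs: p53+/+ and p53-/- NPCs, alone or in co-culture with bmvECs for 48 h, with 3 libraries in each of the 4 groups. The authors aligned paired reads to mm9 with TopHat2 2.0.11 and counted reads per gene with HTSeq 0.6.1. The deposited values are these raw counts, and their design for DESeq2, the strand setting and the version of the gene annotation are not given in the sources used here. Overlapping and antisense genes are therefore uncertain, as are genes that share reads with a near-identical copy. Gene symbols were used as listed, without coordinates, since the reference held here is of another genome build. In the symbols, 27 were turned into dates and hold at most 0.410% of the counts of a library. They were tested as listed and none is named.

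Of 24108 listed genes, 18810 had a count. The filter filterByExpr of edgeR 4.0.16 (R 4.3.3) kept 13745 genes. TMM factors ranged from 0.961 to 1.04. Total counts per library ranged from 16509710 to 22245224, and limit the precision of genes with few counts. A quasi-likelihood model with 1 coefficient per group was fitted to all 12 libraries, and 5 comparisons were tested: co-culture against alone in p53+/+ and in p53-/-, p53-/- against p53+/+ alone and in co-culture, and the interaction. P-values were adjusted by Benjamini-Hochberg in each comparison, with a threshold of 0.05, and 1 was the log2 limit for counts over 2-fold. A fold change of a gene with no counts in a group is not given. Its CPM is given instead.

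The 31 gene lists were tested with camera and fry of limma 3.58.1 on voom weights, adjusted over 155 tests. They are mitochondrial β-oxidation, peroxisomal β-oxidation, PPARα targets, PPAR regulators, fatty-acid synthesis, cholesterol synthesis, lipid droplets and lipolysis, DNA replication, mitosis, type-B and astroglial identity, Notch, BMP and TGFβ, adhesion, extracellular matrix, active NSCs and neuroblasts, oligodendrocyte lineage, endothelial cells, mural cells and fibroblasts, microglia, ependymal cells, p53 targets, interferon response, antigen presentation, integrated stress response, hypoxia, glycolysis, the TCA cycle, oxidative phosphorylation, ribosome biogenesis, lysosome and immediate early genes. Counts of members adjusted over the list alone are given beside those adjusted over all genes. Lists overlap: 29 of the tested PPARα targets and 15 of the tested mitochondrial β-oxidation genes are also in another list.

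The genes named are the 8 with the largest change on each side of a pairwise comparison (5 for the interaction) among those called, with a mean log2 CPM of at least 2 and the same sign in the 3 same-numbered pairs, up to 4 called members of each list, every gene the paper names for these data, and Gapdh, Actb, Hprt and Tbp. Some genes that meet this rule are not reported here.

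The numbers 17_9, 25_9 and 1_10 in the library names pair the samples, as the key of Table S1 says of experiments with identical numbers. Deviations from the group means correlated in all 18 pairs of libraries with the same number (r from 0.128 to 0.618), against r from -0.608 to 0.241 in the 36 pairs with different numbers. The fit with the experiment number as a block is therefore given beside many of the results that it changes. Libraries of the same group were also checked for copies of 1 sample: the counts of 12 pairs differed by 13.2 to 62.5 times the variance that counting alone gives.

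Alternatives were the size factors of DESeq2, upper-quartile scaling, library size alone, DESeq2 1.42.0 with and without the block, no filter, at least 10 counts in every library, a fit of only the groups compared, a threshold of 0.01, the other list tests, lists without endothelial and mural genes, and fits without each library and each experiment. The fits were tested on simulated counts with known changes. Of genes changed 2-fold, 53.0% were recovered for p53 loss alone, 63.6% for co-culture in p53+/+ and 21.2% for the interaction, and of genes changed 4-fold 93.8%, 93.8% and 81.8%. False calls were 2 of 107, 8 of 126 and 10 of 79. Few genes were changed in the simulation, 66 of 13623 by 2-fold and 65 by 4-fold for p53 loss alone. The rates may therefore differ in the real data. Figures were drawn with matplotlib 3.10.9. CUT&RUN libraries and published qNSC signatures were not used here. Table S1 was used for its first 1448 of 17407 genes, whose raw counts equal the deposited counts in all 1448.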

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

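The counts of genes under 0.5 CPM alone, and those without them, were chosen after the result was seen, and the other tests before. Results are given here because the effect of co-culture differed between the genotypes, or because they concern genes that the paper does not discuss.

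The effect of co-culture differed between p53+/+ and p53-/- NPCs for 5 genes by the interaction test of edgeR, all with a smaller co-culture effect in p53-/- NPCs. They are Rtp4 (-3.05 ± 0.34, adjusted p = 0.00784), Oasl2 (-3.20 ± 0.43, adjusted p = 0.0350), Ifit1 (-3.15 ± 0.45, adjusted p = 0.0364) and Xaf1 (-1.98 ± 0.30, adjusted p = 0.0492), which interferon induces, and the ubiquitin ligase Trim47 (-2.32 ± 0.34, adjusted p = 0.0364). Ifit1 was at 1.37 ± 0.849 CPM in p53+/+ and 10.8 ± 4.15 in p53-/- NPCs alone, and at 116 ± 10.9 and 106 ± 11.9 in co-culture. On simulated counts, 10 of 79 interaction calls were false. When 1 library or 1 experiment was left out, 15 fits in all, Rtp4 lost its call in 5 of them, with log2 fold changes from -3.28 to -2.66 and the weakest without the p53-/- alone library of experiment 25_9. Oasl2 lost its call in 10 of them, with log2 fold changes from -3.60 to -2.66 and the weakest without the p53-/- alone library of experiment 25_9. Ifit1 lost its call in 13 of them, with log2 fold changes from -3.71 to -2.77 and the weakest without experiment 25_9. Trim47 lost its call in 13 of them, with log2 fold changes from -2.72 to -2.01 and the weakest without experiment 25_9. Xaf1 lost its call in 14 of them, with log2 fold changes from -2.19 to -1.66 and the weakest without the p53-/- alone library of experiment 25_9.

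Interferon response genes rose in co-culture and were higher in p53-/- than in p53+/+ NPCs alone, which the paper does not discuss. Of 40 genes, 39 were higher in p53+/+ co-culture (39 adjusted over the list alone) and 39 in p53-/- co-culture (39). The list was higher in both (in p53+/+, camera, adjusted p = 1.04e-32, and adjusted p = 0.151 with an estimated correlation; in p53-/-, camera, adjusted p = 5.19e-33, and adjusted p = 0.151 with an estimated correlation). Without p53, in NPCs alone, 19 were higher and 0 lower (28 and 0 adjusted over the list alone) (camera, adjusted p = 4.50e-15, and adjusted p = 0.289 with an estimated correlation), with Rsad2 (2.63 ± 0.29, adjusted p = 0.000137) and Ifi44 (2.90 ± 0.40, adjusted p = 0.000886) among them. Without experiment 25_9, 13 genes in all were called higher in p53-/- NPCs alone, so some of the 19 lost their call. In p53-/- against p53+/+ co-culture 1 was higher and 0 were lower (0 and 0 adjusted over the list alone, 2 and 2 with the experiment number as a block). The median interaction of the list was -0.91 (camera, adjusted p = 4.89e-27, and adjusted p = 0.172 with an estimated correlation), and 0 were higher and 4 lower (0 and 23 adjusted over the list alone).

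RNA of the feeder cells may carry the interferon signal of the co-cultures. If it did, the rise in p53-/- relative to p53+/+ would match that of endothelial markers. On the log2 scale the interferon ratio exceeded the endothelial ratio by 0.46 in experiment 17_9 and by 0.445 in 25_9, the median of the 3, and was below it in 1_10 (-0.34). These values go both ways and leave the explanation open, beside a response of the NPCs to endothelial contact. For the higher level in p53-/- NPCs alone, the median difference was above 0 in each experiment, with a smallest value of 0.588, which argues against 1 experiment as its cause, while p53 loss and the recombination by Cre were not separated.

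Endothelial markers rose in co-culture, in 30 of 33 genes in p53+/+ and 28 in p53-/- NPCs (30 and 30 adjusted over the list alone), which the paper does not report. The list was higher in both (in p53+/+, camera, adjusted p = 2.00e-15, and adjusted p = 0.260 with an estimated correlation; in p53-/-, camera, adjusted p = 8.86e-16, and adjusted p = 0.260 with an estimated correlation). Its summed level was 91.8 to 135 CPM in the 6 libraries of NPCs alone and 232 to 334 CPM in the 6 co-culture libraries. NPCs were taken off the feeder cells by selective trypsinization. In all, 26 genes were under 0.5 CPM alone and at 5 CPM or more in co-culture, 0.894% of the genes called higher in p53+/+ and 1.01% in p53-/-. Without every gene under 0.5 CPM alone, whatever its level in co-culture, the genes called higher went from 2908 to 2559 in p53+/+ and from 2586 to 2274 in p53-/-. With p53 loss 1 was higher and 0 lower (0 and 0 adjusted over the list alone) alone, and 1 was higher and 0 lower (1 and 0 adjusted over the list alone, 2 and 1 with the experiment number as a block) in co-culture (camera, adjusted p = 0.1002, and lower at adjusted p = 0.0405 with the experiment number as a block, and adjusted p = 0.580 with the block and an estimated correlation).

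Antigen presentation genes rose with the interferon genes, 14 of 16 in p53+/+ and 12 in p53-/- co-culture (15 and 12 adjusted over the list alone), and are not discussed in the paper. The list was higher in both (in p53+/+, camera, adjusted p = 6.78e-09, and adjusted p = 0.289 with an estimated correlation; in p53-/-, camera, adjusted p = 5.13e-08, and adjusted p = 0.334 with an estimated correlation). The light chain B2m (1.70 ± 0.12, adjusted p = 1.14e-06 in p53+/+) and the proteasome subunit Psmb8 (3.51 ± 0.32, adjusted p = 5.97e-06 in p53+/+) were among them. The peptide transporter Tap1, a p53 target, was lower in p53-/- NPCs alone (-1.34 ± 0.17, adjusted p = 0.000493). With p53 loss 1 was higher and 1 lower alone (3 and 1 adjusted over the list alone, 3 and 1 with the experiment number as a block), and 0 were higher and 2 lower (0 and 2 adjusted over the list alone, 0 and 4 with the experiment number as a block) in co-culture (camera, adjusted p = 0.0770, and lower at adjusted p = 0.0367 with the experiment number as a block, and adjusted p = 0.422 with the block and an estimated correlation).

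Genes of ependymal cells were lower in p53-/- NPCs in both cultures, which the paper does not report. Of 16 genes, 0 were higher and 9 lower (1 and 13 adjusted over the list alone) alone (camera, adjusted p = 2.85e-08, and adjusted p = 0.289 with an estimated correlation), and 0 were higher and 13 lower (0 and 15 adjusted over the list alone) in co-culture (camera, adjusted p = 2.81e-12, and adjusted p = 0.289 with an estimated correlation (0.0364 with the experiment number as a block as well)). Foxj1, the regulator of motile cilia, was lower with p53 loss alone (-1.24 ± 0.22, adjusted p = 0.00512) and in co-culture (-1.56 ± 0.22, adjusted p = 0.00147). The cilium protein Rsph1 was lower in p53-/- than in p53+/+ co-culture (-1.86 ± 0.32, adjusted p = 0.00484). Foxj1 alone was not called without experiment 25_9 (-1.15, adjusted p = 0.128). Foxj1 in co-culture was not called without experiment 25_9 (-1.55, adjusted p = 0.0825). Rsph1 in co-culture was not called without experiment 25_9 (-1.75, adjusted p = 0.205).

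The medians of the ependymal list per experiment were all below 0, and the one nearest 0 of the 6 was -1.31, which argues against 1 experiment as the cause. Members above the list's median level had a median log2 fold change of -1.48 in the culture nearest 0, which argues against low counts as the cause. A lower share of ependymal-like cells in the p53-/- cultures may explain the fall, and so may an effect of p53 loss on these genes, and neither was tested apart.

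The list of fatty-acid synthesis rose less in p53-/- than in p53+/+ co-culture. The median interaction was -0.28 (camera, adjusted p = 1.08e-05, and adjusted p = 0.289 with an estimated correlation), and 0 genes were higher and 0 lower with edgeR (0 and 0 adjusted over the list alone). In p53-/- co-culture against p53-/- NPCs alone 10 were higher and 4 lower (10 and 4 adjusted over the list alone, 10 and 8 with the experiment number as a block) (camera, adjusted p = 0.479), with the lipogenic regulator Thrsp up (2.33 ± 0.20, adjusted p = 5.99e-06). In p53+/+ co-culture Thrsp rose by 1.97 ± 0.20 (adjusted p = 1.34e-05), so it did not share the smaller rise of the list. No explanation was tested for the smaller rise of the list in p53-/- NPCs.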

How the results depend on the processing

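The alternatives for the genes of the Table S1 clusters, and the counts without genes under 0.5 CPM alone, were chosen after seeing the data, and the others were set beforehand. Among the named genes, no called gene changed direction under an alternative, and some values that were not called changed sign. Values under an alternative are followed by the value reported, where it is a count. The cause of each change was not tested, except that a stricter threshold leaves fewer calls by construction.

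With a threshold of 0.01, genes called were 1911 higher (against 2908) and 1376 lower (against 2522) in p53+/+ co-culture, 1597 higher (against 2586) and 1116 lower (against 2341) in p53-/- co-culture, 36 higher (against 277) and 253 lower (against 587) in p53-/- alone, 91 higher (against 445) and 239 lower (against 677) in p53-/- against p53+/+ co-culture, 1 lower (against 5) in the interaction. Gene lists called were 3 higher (against 6) and 4 lower (against 9) in the interaction. Mitochondrial β-oxidation genes called were 1 lower (against 5) in p53-/- alone, 1 lower (against 7) in p53-/- against p53+/+ co-culture. PPARα target genes called were 0 lower (against 7) in p53-/- against p53+/+ co-culture. Mitosis genes called were 26 higher (against 60) in p53-/- against p53+/+ co-culture. Ppargc1a in p53-/- alone had -0.71 (adjusted p = 0.0333), Sirt1 in p53-/- against p53+/+ co-culture had 0.57 (adjusted p = 0.0498), Ppara in p53-/- co-culture had 1.07 (adjusted p = 0.0143), Ppara in p53+/+ co-culture had 0.79 (adjusted p = 0.0466), Ppard in p53+/+ co-culture had 0.54 (adjusted p = 0.0112). By Table S1 labels, calls were 1 higher (against 2) of cluster 1 in p53-/- alone, 7 lower (against 14) of cluster 2 in p53-/- alone, 3 lower (against 11) of cluster 2 in p53-/- against p53+/+ co-culture, 0 higher (against 4) of cluster 3 in p53-/- against p53+/+ co-culture.

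With DESeq2, genes called were 521 higher (against 277) and 953 lower (against 587) in p53-/- alone, 760 higher (against 445) in p53-/- against p53+/+ co-culture, 6 higher (against 0) and 13 lower (against 5) in the interaction. Mitochondrial β-oxidation genes called were 11 lower (against 7) in p53-/- against p53+/+ co-culture. Sirt1 in p53+/+ co-culture had -0.41 (adjusted p = 0.0400). By Table S1 labels, calls were 1 higher (against 0) of cluster 1 in p53-/- against p53+/+ co-culture, 1 higher (against 0) of cluster 2 in p53-/- alone, 1 lower (against 0) of cluster 3 in p53-/- alone, 8 higher (against 4) of cluster 3 in p53-/- against p53+/+ co-culture.

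With DESeq2 and the experiment number as a block, genes called were 1099 higher (against 277) and 1472 lower (against 587) in p53-/- alone, 1435 higher (against 445) and 1593 lower (against 677) in p53-/- against p53+/+ co-culture, 205 higher (against 0) and 70 lower (against 5) in the interaction. Mitochondrial β-oxidation genes called were 10 lower (against 5) in p53-/- alone, 14 lower (against 7) in p53-/- against p53+/+ co-culture. PPARα target genes called were 12 lower (against 7) in p53-/- against p53+/+ co-culture. Ppard in p53-/- co-culture had 0.39 (adjusted p = 0.00979), Sirt1 in p53+/+ co-culture had -0.42 (adjusted p = 0.0156). By Table S1 labels, calls were 3 higher (against 0) of cluster 1 in p53-/- against p53+/+ co-culture, 1 higher (against 0) of cluster 2 in p53-/- alone, 22 lower (against 11) of cluster 2 in p53-/- against p53+/+ co-culture, 2 lower (against 0) of cluster 3 in p53-/- alone, 9 higher (against 4) of cluster 3 in p53-/- against p53+/+ co-culture.

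With the replicate block in the edgeR fit, the pairing by experiment number, genes called were 996 higher (against 277) and 1282 lower (against 587) in p53-/- alone, 1373 higher (against 445) and 1499 lower (against 677) in p53-/- against p53+/+ co-culture, 3 higher (against 0) and 8 lower (against 5) in the interaction. Mitochondrial β-oxidation genes called were 8 lower (against 5) in p53-/- alone, 13 lower (against 7) in p53-/- against p53+/+ co-culture. Ppard in p53-/- co-culture had 0.39 (adjusted p = 0.0147), Sirt1 in p53+/+ co-culture had -0.42 (adjusted p = 0.0237). By Table S1 labels, calls were 3 higher (against 0) of cluster 1 in p53-/- against p53+/+ co-culture, 2 higher (against 0) of cluster 2 in p53-/- alone, 22 lower (against 11) of cluster 2 in p53-/- against p53+/+ co-culture, 2 lower (against 0) of cluster 3 in p53-/- alone, 9 higher (against 4) of cluster 3 in p53-/- against p53+/+ co-culture.

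In a fit of only the groups compared, genes called were 43 higher (against 277) and 306 lower (against 587) in p53-/- alone. Mitochondrial β-oxidation genes called were 1 lower (against 5) in p53-/- alone. Ppargc1a in p53-/- alone had -0.74 (adjusted p = 0.0555), Sirt1 in p53-/- against p53+/+ co-culture had 0.56 (adjusted p = 0.0559). The fit called 1 higher (against 2) of cluster 1 in p53-/- alone, 8 lower (against 14) of cluster 2 in p53-/- alone.

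With upper-quartile scaling, genes called were 1 lower (against 5) in the interaction. Ppard in p53-/- co-culture had 0.45 (adjusted p = 0.0486). The fit called 1 lower (against 0) of cluster 3 in p53-/- alone.

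With library size alone, Rxra in p53-/- against p53+/+ co-culture had 0.0241 (adjusted p = 0.956), Ppara in p53+/+ co-culture had 0.79 (adjusted p = 0.0531), Sirt1 in p53+/+ co-culture had -0.41 (adjusted p = 0.0468). The fit called 1 higher (against 0) of cluster 1 in p53-/- against p53+/+ co-culture.

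Without the low-count filter, mitochondrial β-oxidation genes called were 3 lower (against 5) in p53-/- alone. Sirt1 in p53-/- against p53+/+ co-culture had 0.57 (adjusted p = 0.0586). The fit called 1 higher (against 0) of cluster 2 in p53-/- alone.

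With at least 10 counts in every library, Ppard in p53-/- co-culture had 0.42 (adjusted p = 0.0448).

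With camera and an estimated correlation, gene lists called were 0 higher (against 14) and 0 lower (against 5) in p53+/+ co-culture, 0 higher (against 10) and 0 lower (against 4) in p53-/- co-culture, 0 higher (against 6) and 1 lower (against 8) in p53-/- alone, 0 higher (against 6) and 1 lower (against 12) in p53-/- against p53+/+ co-culture, 0 higher (against 6) and 0 lower (against 9) in the interaction.

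With fry, gene lists called were 2 higher (against 6) and 3 lower (against 8) in p53-/- alone, 0 higher (against 6) and 2 lower (against 9) in the interaction.

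The replicate block also changed other counts. PPARα target genes called lower in p53-/- against p53+/+ co-culture were 10 (against 7). Genes called were 3604 higher (against 2908) and 3319 lower (against 2522) in p53+/+ co-culture. In p53-/- co-culture they were 3335 higher (against 2586) and 3192 lower (against 2341). Over the named genes, alternatives other than leaving out libraries kept 4461 results on their side of the threshold or within 1.5 times, with 206 lost calls, 18 gained calls and 3 moved values. Calls for p53 loss in co-culture were 445 higher and 677 lower as reported and 624 and 555 with library size alone, so the excess of lower calls turned into one of higher calls. With DESeq2's size factors in edgeR, 7 results for named genes lost their call and 469 did not change, and no count above moved more than 1.5 times.

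Without 1 library or 1 experiment, 15 fits for each result, 889 of the results for named genes lost their call, 9 gained one and 40 moved, against 6201 that did not. Genes called ranged from 1209 to 3051 higher in p53+/+ co-culture, 780 to 2936 lower in p53+/+ co-culture, 1343 to 2735 higher in p53-/- co-culture, 804 to 2627 lower in p53-/- co-culture, 13 to 221 higher in p53-/- alone, 107 to 681 lower in p53-/- alone, 2 to 591 higher in p53-/- against p53+/+ co-culture, 40 to 791 lower in p53-/- against p53+/+ co-culture, 0 to 6 lower in the interaction. Gene lists called ranged from 3 to 6 higher in the interaction, 5 to 13 lower in the interaction. Mitochondrial β-oxidation genes called ranged from 1 to 6 lower in p53-/- alone, 1 to 9 lower in p53-/- against p53+/+ co-culture. PPARα target genes called ranged from 0 to 8 lower in p53-/- against p53+/+ co-culture. Mitosis genes called ranged from 0 to 61 higher in p53-/- against p53+/+ co-culture. Log2 fold changes ranged as follows: Lpin1 from -0.27 to 0.20 in p53-/- alone, -0.00503 to 0.20 in p53-/- against p53+/+ co-culture, -0.0933 to 0.37 in the interaction, -0.52 to -0.00685 in p53-/- co-culture, -0.52 to -0.23 in p53+/+ co-culture, and Ppard from -0.0852 to 0.23 in p53-/- alone, -0.14 to 0.0265 in p53-/- against p53+/+ co-culture, -0.29 to 0.0246 in the interaction, 0.26 to 0.52 in p53-/- co-culture, 0.45 to 0.66 in p53+/+ co-culture, and Ppargc1a from -0.91 to -0.45 in p53-/- alone, -0.23 to 0.0208 in p53-/- against p53+/+ co-culture. For Rxra they ranged from -0.24 to 0.0642 in p53-/- alone, -0.28 to 0.15 in p53-/- against p53+/+ co-culture, -0.20 to 0.23 in the interaction, -0.0357 to 0.39 in p53-/- co-culture. For Rxrb they ranged from -0.11 to 0.31 in p53-/- alone, -0.00317 to 0.31 in p53-/- against p53+/+ co-culture, -0.14 to 0.22 in the interaction, -0.0876 to 0.20 in p53-/- co-culture, -0.15 to 0.20 in p53+/+ co-culture. For Sirt1 they ranged from 0.42 to 0.67 in p53-/- against p53+/+ co-culture, -0.57 to -0.25 in p53+/+ co-culture. For Ppara they ranged from -0.0367 to 0.51 in the interaction, 0.78 to 1.26 in p53-/- co-culture, 0.54 to 1.10 in p53+/+ co-culture. Cluster 1 genes called ranged from 0 to 2 higher in p53-/- alone, 0 to 1 higher in p53-/- against p53+/+ co-culture. Cluster 2 genes called ranged from 0 to 1 higher in p53-/- alone, 3 to 15 lower in p53-/- alone, 1 to 16 lower in p53-/- against p53+/+ co-culture. Cluster 3 genes called ranged from 0 to 1 lower in p53-/- alone, 0 to 8 higher in p53-/- against p53+/+ co-culture. The lowest counts over all genes in the pairwise comparisons were without experiment 25_9.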

Differences from the paper's values

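None of the log2 ratios of Table S1 that were compared differed in sign, or by more than its standard error, from the value found here. The comparison covered 57 ratios of 25 genes, and the largest absolute difference was 0.101.

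The paper describes cluster 2 as genes that do not change with p53 loss, cluster 1 as genes that increase and cluster 3 as genes that decrease. By the labels of Table S1, of the genes read, cluster 2 held 14 lower and 0 higher genes of 59 tested in p53-/- NPCs alone, and 11 lower and 0 higher in co-culture, with a majority called neither. Cluster 3 held 0 lower genes alone and 0 in co-culture, where 4 of 15 were higher, and cluster 1 held 2 higher of 3 tested alone. The text cites Table S1 where it numbers the clusters, but that the labels follow this numbering is not stated in the sources used here. The counts show a difference only if the labels do. In co-culture the called genes labelled cluster 3 moved in the direction that the text gives for cluster 1, and the called genes labelled cluster 2 in the direction it gives for cluster 3. In NPCs alone cluster 3 held 1 lower gene with DESeq2 or with upper-quartile scaling, 2 with the replicate block, with or without DESeq2, and at most 1 without 1 library or 1 experiment.

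The paper states that Ppard rose in co-culture. In p53+/+ NPCs it did (0.54 ± 0.15, adjusted p = 0.0112, edgeR), and in p53-/- NPCs it did not pass the test (0.38 ± 0.15, adjusted p = 0.0600). It passed with the replicate block (adjusted p = 0.0147), with upper-quartile scaling (adjusted p = 0.0486), with at least 10 counts in every library (adjusted p = 0.0448) and with DESeq2 and the replicate block (adjusted p = 0.00979).

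The paper reports lower Ppargc1a in p53-/- than in p53+/+ co-culture by qRT-PCR. In the RNA-seq counts of the co-cultures the difference was -0.10 ± 0.18, adjusted p = 0.764, and no setting run called it. In NPCs alone Ppargc1a was lower, as the paper states (-0.71 ± 0.18, adjusted p = 0.0333).

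The paper states that Ppara targets depend on p53. The list of PPARα targets used here was lower in p53-/- co-culture by camera (adjusted p = 8.76e-06) and by fry (adjusted p = 0.0405), and was not with an estimated correlation (adjusted p = 0.421).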

Other observations

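Many lysosomal genes rose in co-culture, some were lower in p53-/- NPCs, and genes of ribosome biogenesis fell in co-culture. Of 44 lysosomal genes, 33 were higher and 0 lower (36 and 0 adjusted over the list alone) in p53+/+ co-culture (camera, adjusted p = 2.19e-10, and adjusted p = 0.289 with an estimated correlation) and 28 were higher and 0 lower (32 and 0 adjusted over the list alone) in p53-/- co-culture. The hydrolases Hexa (1.15 ± 0.11, adjusted p = 1.20e-05), Arsa (1.44 ± 0.16, adjusted p = 2.41e-05) and Arsb (0.98 ± 0.11, adjusted p = 3.60e-05) rose in p53+/+ co-culture. With p53 loss 0 were higher and 7 lower (1 and 11 adjusted over the list alone, 1 and 15 with the experiment number as a block) alone (camera, adjusted p = 0.00155, and adjusted p = 0.582 with an estimated correlation) and 0 were higher and 7 lower (0 and 10 adjusted over the list alone, 0 and 15 with the experiment number as a block) in co-culture (camera, adjusted p = 3.84e-06, and adjusted p = 0.372 with an estimated correlation), with the protease Ctsd lower in co-culture (-0.87 ± 0.17, adjusted p = 0.00846). Ctsd was not called without experiment 25_9 (-0.84, adjusted p = 0.224). Of 51 ribosome biogenesis genes, 0 were higher and 45 lower (0 and 49 adjusted over the list alone) in p53+/+ co-culture (camera, adjusted p = 1.06e-13, and adjusted p = 0.372 with an estimated correlation), with the nucleolar proteins Nop58 (-1.28 ± 0.23, adjusted p = 0.000823) and Ddx21 (-1.04 ± 0.18, adjusted p = 0.000719) down. In p53-/- co-culture 0 were higher and 47 lower (0 and 48 adjusted over the list alone). With p53 loss 1 was higher and 0 were lower alone (0 and 0 adjusted over the list alone, 19 and 1 with the experiment number as a block), and 0 were higher and 0 lower (0 and 0 adjusted over the list alone, 19 and 0 with the experiment number as a block) in co-culture.

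Cholesterol synthesis fell in p53-/- co-culture as well, and some stress genes differed with p53 loss. Of 24 cholesterol genes, 0 were higher and 16 lower (0 and 20 adjusted over the list alone) in p53-/- co-culture against p53-/- NPCs alone, with the isomerase Ebp down in p53-/- (-0.90 ± 0.16, adjusted p = 0.00120). Of 34 genes of the integrated stress response, 6 were higher and 2 lower (16 and 2 adjusted over the list alone, 15 and 2 with the experiment number as a block) in p53-/- NPCs alone (camera, adjusted p = 4.56e-05, and adjusted p = 0.289 with an estimated correlation), and 3 were higher and 1 lower (5 and 1 adjusted over the list alone, 9 and 1 with the experiment number as a block) in co-culture (camera, adjusted p = 0.00577, and adjusted p = 0.372 with an estimated correlation). The asparagine synthetase Asns was higher in p53-/- than in p53+/+ co-culture (0.81 ± 0.14, adjusted p = 0.00531). Sesn2, which is also a p53 target, was lower (-1.70 ± 0.14, adjusted p = 3.41e-05). Asns was not called without experiment 25_9 (0.90, adjusted p = 0.148) or without experiment 1_10 (0.72, adjusted p = 0.0571). Co-culture itself moved the stress genes both ways, 8 and 12 (8 and 13 adjusted over the list alone) higher and lower in p53+/+, and 5 and 14 (5 and 14 adjusted over the list alone, 10 and 15 with the experiment number as a block) in p53-/-.

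Markers of other lineages changed in part. Of 27 genes of active NSCs and neuroblasts, 2 were higher and 10 lower (2 and 10 adjusted over the list alone, 4 and 12 with the experiment number as a block) in p53+/+ co-culture, with Cd24a (-1.33 ± 0.17, adjusted p = 7.33e-05) and the cyclin Ccnd2 (-1.17 ± 0.16, adjusted p = 0.000149) down, and 1 was higher and 5 lower (1 and 3 adjusted over the list alone, 4 and 8 with the experiment number as a block) in p53-/- co-culture. With p53 loss 2 were higher and 2 lower (2 and 2 adjusted over the list alone, 5 and 4 with the experiment number as a block) alone and 4 were higher and 0 lower (5 and 0 adjusted over the list alone, 11 and 3 with the experiment number as a block) in co-culture. Of 20 oligodendrocyte genes, 7 were higher and 5 lower (8 and 5 adjusted over the list alone) in p53+/+ and 6 were higher and 4 lower (7 and 5 adjusted over the list alone) in p53-/- co-culture. With p53 loss 2 were higher and 0 lower (2 and 0 adjusted over the list alone, 5 and 1 with the experiment number as a block) alone, Pdgfra among them (1.50 ± 0.21, adjusted p = 0.00125), and 3 were higher and 1 was lower in co-culture (3 and 1 adjusted over the list alone, 4 and 2 with the experiment number as a block). For ependymal genes co-culture gave 6 and 0 (6 and 0 adjusted over the list alone, 10 and 0 with the experiment number as a block) higher and lower in p53+/+ and 3 and 0 (3 and 0 adjusted over the list alone, 6 and 0 with the experiment number as a block) in p53-/-.

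Of 41 matrix genes, 12 were higher and 12 lower (12 and 12 adjusted over the list alone) in p53+/+ and 12 were higher and 5 lower (13 and 6 adjusted over the list alone, 16 and 8 with the experiment number as a block) in p53-/- co-culture, with the basement membrane collagens Col4a1 (1.76 ± 0.17, adjusted p = 1.27e-05) and Col4a2 (1.90 ± 0.16, adjusted p = 2.88e-06) up in p53+/+. With p53 loss 5 were higher and 3 lower (6 and 6 adjusted over the list alone, 7 and 8 with the experiment number as a block) alone and 2 were higher and 3 lower (2 and 3 adjusted over the list alone, 7 and 6 with the experiment number as a block) in co-culture, and Col18a1 fell alone (-1.10 ± 0.13, adjusted p = 0.000302) and in co-culture (-1.02 ± 0.13, adjusted p = 0.000783). Of 13 mural and fibroblast genes, 5 were higher and 3 lower (5 and 4 adjusted over the list alone) in p53+/+ and 6 were higher and 3 lower (6 and 5 adjusted over the list alone) in p53-/- co-culture. With p53 loss the mural genes gave 3 and 1 (3 and 1 adjusted over the list alone) higher and lower alone and 1 and 0 (3 and 2 adjusted over the list alone, 4 and 3 with the experiment number as a block) in co-culture. Of 5 microglia genes, 2 and 0 (2 and 0 adjusted over the list alone) were higher and lower in p53+/+ and 1 and 0 (2 and 0 adjusted over the list alone, 2 and 0 with the experiment number as a block) in p53-/- co-culture, and with p53 loss 0 and 0 (0 and 1 adjusted over the list alone, 0 and 1 with the experiment number as a block) alone and 0 and 0 (0 and 0 adjusted over the list alone, 0 and 1 with the experiment number as a block) in co-culture. BMP and TGFβ genes gave 5 and 2 (5 and 2 adjusted over the list alone, 7 and 4 with the experiment number as a block) higher and lower in p53-/- co-culture, and with p53 loss 0 and 3 (0 and 4 adjusted over the list alone, 1 and 6 with the experiment number as a block) alone and 1 and 2 (2 and 3 adjusted over the list alone, 3 and 4 with the experiment number as a block) in co-culture, with the BMP modulator Bmper down alone (-2.11 ± 0.17, adjusted p = 1.18e-05).

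Other pathways of energy metabolism moved in part. Of 34 genes of the TCA cycle, 11 were higher and 1 lower (11 and 1 adjusted over the list alone, 14 and 2 with the experiment number as a block) in p53+/+ and 7 were higher and 1 lower (6 and 1 adjusted over the list alone, 8 and 2 with the experiment number as a block) in p53-/- co-culture, with the kinase Pdk2 up (1.61 ± 0.21, adjusted p = 9.54e-05 in p53+/+). With p53 loss these counts were 0 and 0 (0 and 0 adjusted over the list alone, 1 and 2 with the experiment number as a block) alone and 0 and 0 (0 and 0 adjusted over the list alone, 0 and 4 with the experiment number as a block) in co-culture. Of 23 glycolysis genes, 8 were higher and 0 lower (8 and 0 adjusted over the list alone, 8 and 1 with the experiment number as a block) in p53+/+ and 6 were higher and 3 lower (6 and 3 adjusted over the list alone) in p53-/- co-culture, with the phosphofructokinase Pfkm up (1.27 ± 0.18, adjusted p = 0.000151 in p53+/+). With p53 loss they were 0 and 0 (0 and 0 adjusted over the list alone, 0 and 4 with the experiment number as a block) alone and 0 and 2 (0 and 5 adjusted over the list alone, 0 and 9 with the experiment number as a block) in co-culture. Of 50 genes of oxidative phosphorylation, 10 were higher and 0 lower (2 and 0 adjusted over the list alone, 16 and 0 with the experiment number as a block) in p53+/+ and 2 were higher and 0 lower (0 and 0 adjusted over the list alone) in p53-/- co-culture, with the complex I subunit Ndufs3 up (0.59 ± 0.10, adjusted p = 0.000565 in p53+/+), and with p53 loss 0 and 0 (0 and 0 adjusted over the list alone) alone and 0 and 0 (0 and 0 adjusted over the list alone, 0 and 3 with the experiment number as a block) in co-culture. Hypoxia genes (27 tested) gave 5 and 4 (5 and 3 adjusted over the list alone) higher and lower in p53+/+, 3 and 5 (3 and 5 adjusted over the list alone, 5 and 6 with the experiment number as a block) in p53-/- co-culture, and with p53 loss 2 and 0 (2 and 0 adjusted over the list alone) alone and 1 and 0 (1 and 0 adjusted over the list alone, 2 and 2 with the experiment number as a block) in co-culture. Immediate early genes (29 tested) gave 1 and 4 (1 and 4 adjusted over the list alone, 5 and 5 with the experiment number as a block) in p53+/+, 0 and 3 (0 and 2 adjusted over the list alone, 2 and 5 with the experiment number as a block) in p53-/- co-culture, and with p53 loss 0 and 2 (0 and 2 adjusted over the list alone) alone and 0 and 0 (0 and 0 adjusted over the list alone, 0 and 4 with the experiment number as a block) in co-culture. Co-culture changed p53 targets both ways, 10 and 13 (10 and 13 adjusted over the list alone) higher and lower of 54 in p53+/+ and 10 and 10 (10 and 11 adjusted over the list alone) in p53-/-, and PPAR regulators gave 2 and 1 (3 and 2 adjusted over the list alone, 3 and 2 with the experiment number as a block) in p53+/+ and 2 and 1 (2 and 1 adjusted over the list alone) in p53-/- co-culture.

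The lower fatty-acid oxidation genes in p53-/- co-culture may follow from a less complete arrest of these cells, a test chosen after the result was seen. In that case the genes would not be lower in p53-/- NPCs alone. There fry gave an adjusted p of 0.0588 for mitochondrial β-oxidation, and 0.00818 with the experiment number as a block, with medians of -0.19, -0.23, -0.13 in the 3 experiments. The blocked fit thus argues against this explanation as the whole cause, while the mitosis list was also shifted up alone by camera and the fits differ, so it stays open. The median difference in co-culture was below 0 in each experiment, and the one nearest 0 was -0.227, which argues against 1 experiment as the cause.

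With 3 libraries per group there are only 10 ways to split the libraries of a comparison, too few for a share under 0.05. For co-culture in p53+/+ the real split, 1 of the 10, called 5430 genes and the highest of the others 0, and in p53-/- 4927 and 0. For p53 loss the real split called 864 genes alone against 93 at most for the others, and 1122 against 0 in co-culture. Every other split mixes both groups on each side, so the group difference enters its spread. Nothing is drawn from the counts of these splits. For the interaction the real labels called 5 genes, and 4 of 100 labelings, the real one included, called as many or more, up to 3394. The relabelings exchange culture labels within a genotype, so the effect of culture enters their spread or their interaction. That structure of the samples fixes the outcome, and nothing is drawn from it about the 5 genes.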
